# Smoking-associated Downregulation of FILIP1L Enhances Lung Adenocarcinoma Progression Through Mucin Production, Inflammation, and Fibrosis

**DOI:** 10.1158/2767-9764.CRC-22-0233

**Published:** 2022-10-18

**Authors:** Mijung Kwon, Genesaret Rubio, Haitao Wang, Gregory Riedlinger, Asha Adem, Hua Zhong, Daniel Slegowski, Louisa Post-Zwicker, Anshruta Chidananda, David S. Schrump, Sharon R. Pine, Steven K. Libutti

## Abstract

Lung adenocarcinoma (LUAD) is the major subtype in lung cancer, and cigarette smoking is essentially linked to its pathogenesis. We show that downregulation of Filamin A interacting protein 1-like (FILIP1L) is a driver of LUAD progression. Cigarette smoking causes its downregulation by promoter methylation in LUAD. Loss of FILIP1L increases xenograft growth, and, in lung-specific knockout mice, induces lung adenoma formation and mucin secretion. In syngeneic allograft tumors, reduction of FILIP1L and subsequent increase in its binding partner, prefoldin 1 (PFDN1) increases mucin secretion, proliferation, inflammation, and fibrosis. Importantly, from the RNA-sequencing analysis of these tumors, reduction of FILIP1L is associated with upregulated Wnt/β-catenin signaling, which has been implicated in proliferation of cancer cells as well as inflammation and fibrosis within the tumor microenvironment. Overall, these findings suggest that down-regulation of FILIP1L is clinically relevant in LUAD, and warrant further efforts to evaluate pharmacologic regimens that either directly or indirectly restore FILIP1L-mediated gene regulation for the treatment of these neoplasms.

**Significance:**

This study identifies FILIP1L as a tumor suppressor in LUADs and demonstrates that downregulation of FILIP1L is a clinically relevant event in the pathogenesis and clinical course of these neoplasms.

## Introduction

In the United States, lung cancer is the leading cause of cancer-related mortality in men and women, and presently accounts for nearly 25% of all cancer deaths (1). An estimated 236,740 lung cancers will be diagnosed and 130,180 deaths will be attributed to lung cancer during 2022 (1). The 5-year relative survival rate for lung cancer is 22%, which is much lower than that of many other cancers (1). Approximately 81% of lung cancer deaths in 2022 will be directly related to cigarette smoking, with an additional 3% due to second-hand smoke (1, 2). Tobacco carcinogens induce characteristic genomic as well as epigenomic alterations including copy-number variations and point mutations as well as aberrant DNA methylation that collectively induce genomic instability and malignant transformation in airway epithelial cells (3–9). The fact that cigarette smoke induces time- and dose-dependent chromatin alterations in human respiratory epithelial cells (10, 11), which sensitize these cells to transformation by a single oncogenic event (e.g., *KRAS* mutations; ref. 12) attest to the significance of epigenetic perturbations during pulmonary carcinogenesis.

Recent transcriptomic and epigenomic analyses have demonstrated that *Filamin A interacting protein 1-like* (*FILIP1L*) is a key gene that is repressed by promoter DNA methylation in normal human small airway and bronchial epithelial cells following exposure to cigarette as well as hookah tobacco smoke (13). These findings extend our previous observations that *FILIP1L* is a novel tumor suppressor gene that is repressed by promoter methylation in several cancer histologies (14–18). Downregulation of FILIP1L is associated with chemoresistance and poor prognosis in ovarian and colon cancer (19, 20). Mechanistically, FILIP1L promotes β-catenin degradation and suppresses epithelial-to-mesenchymal transition (EMT), thereby inhibiting metastases and chemoresistance in ovarian cancer (15, 19). In addition, FILIP1L regulates the degradation of PFDN1 (18), a molecular chaperone which activates Wnt/β-catenin signaling-mediated EMT, thereby facilitating cell migration, invasion, and metastasis in cancer cells (21); overexpression of PFDN1 is associated with poor prognosis in colon cancer and non–small cell lung cancer (NSCLC; refs. 22, 23). Collectively, these observations suggest that epigenetic repression of *FILIP1L* enhances the malignant phenotype of cancer cells via Wnt/β-catenin signaling.

Mucus functions to prevent water loss and facilitates removal of inhaled foreign substances such as particulate matter and microbes, thereby maintaining normal pulmonary physiology. Secreted mucin proteins such as MUC5AC and MUC5B are major macromolecular components of airway mucus and play important roles in regulation of innate immune function in the lungs (24). Cell surface–associated mucins such as MUC1, MUC4, MUC16, and MUC20 attach to airway epithelial microvilli and cilia to establish an osmotic barrier (24). Coordinated interactions of secreted and membrane-associated mucins in healthy airways are critical for normal mucociliary clearance. Airway mucin hypersecretion and/or overexpression has been linked to chronic inflammatory lung diseases such as cystic fibrosis, asthma, idiopathic pulmonary fibrosis, and chronic obstructive pulmonary disease (24), some of which are associated with increased lung cancer risk (25). In addition, mucins increase growth and survival of lung cancer cells (26), and mucin hypersecretion and/or overexpression is significantly associated with enhanced metastasis and poor prognosis in NSCLC (27–29).

Recently, we reported that FILIP1L downregulation increases mucus production and enhances the malignant phenotype of colon carcinoma cells (18). The current study was undertaken to examine the mechanisms and potential implications of *FILIP1L* repression in NSCLC. Findings presented herein suggest that downregulation of FILIP1L is a clinically relevant event in the pathogenesis and clinical course of lung adenocarcinomas (LUAD).

## Materials and Methods

### Bioinformatic Analysis

LUAD, lung squamous carcinomas (LUSC), and other pan-cancer cohort datasets were derived from the publicly available The Cancer Genome Atlas (TCGA) databases and the Genotype-Tissue Expression (GTEx) projects. mRNA expression and DNA methylation data as well as clinical information were downloaded from UCSC Xena (https://xena.ucsc.edu/, RRID:SCR_018938). For most datasets, the clinical characteristics, including histologic type, grade, stage, age, smoking status, and survival data, were available. We obtained 31 mRNA RNA-Seq-HTSeq-fragments per kilobase of exon model per million mapped reads (FPKM) data from TCGA databases to analyze unpaired tumor versus normal tissues as well as paired tumor versus its nontumor adjacent tissue (NAT) samples. TCGA methylation data were generated by the Illumina Human Methylation 450K BeadChip. We assigned DNA methylation values for the *FILIP1L* gene with the average β value of the probes mapped to the promoter region, including TSS200 (region from –200 bp upstream to the transcription start site), 1stExon (the first exon), TSS1500 (from −200 to −1,500 bp upstream of transcription start site) and 5′ untranslated region in order.

Samples from patients with cigarette exposures greater or lower than the median (extensive or limited exposures, respectively) were determined as follows. **Cigarettes_per_day** The average number of cigarettes smoked per day (https://docs.gdc.cancer.gov/Data_Dictionary/viewer/#?view=table-definition-view&id=exposure&anchor=cigarettes_per_day) for patients with LUAD and LUSC were determined as 1.26 and 2.19, respectively. Following linear regression transformation based on fitting linear models, **pack_years_smoked** (numeric computed value to represent lifetime tobacco exposure defined as a number of cigarettes smoked per day × number of years smoked divided by 20) for patients with LUAD and LUSC were determined as 23 and 40, respectively.

### Cell Culture and Development of Stable Clones

The following cell lines were purchased from ATCC: human lung cancer lines including H1573 (CRL-5877, RRID:CVCL_1478), H1299 (CRL-5803, RRID:CVCL_0060), H322 (Discontinued, RRID:CVCL_1556), H1792 (CRL-5895, RRID: CVCL_1495), H2087 (CRL-5922, RRID:CVCL_1524), H2030 (CRL-5914, RRID:CVCL_1517), H1693 (CRL-5887, RRID:CVCL_1492), H1944 (CRL-5907, RRID:CVCL_1508), and H441 (CRM-HTB-174, RRID:CVCL_1561). mTC11 mouse cell line was kindly provided by Dr. Bergo (Karolinska Institutet; ref. 30). Cells were cultured following the manufacturer's guidelines, and passaged up to five times after each thawing. All cell lines were authenticated using short tandem repeat profiling, and were routinely tested for *Mycoplasma* contamination using Universal *Mycoplasma* Detection Kit (ATCC, 30-1012K).

FILIP1L-knockdown clones were generated from H1944 and H441 cells. Cells were transduced by lentiviruses purchased from Applied Biological Materials. Lentiviruses encoding either scrambled short hairpin RNA (shRNA) or *FILIP1L*-shRNA were used. Pooled lentiviruses from four different sequences of *FILIP1L*-shRNA were used as described previously (18). To generate *Filip1l*-knockdown clones from mTC11 mouse cells**,** lentiviruses from two different sequences of *Filip1l*-shRNA were used (Target a: CTTCAGTCACTGGAAGCAATTGAGAAAGA and Target c: AGAGCCTCATTCCTCTGGAAAGAGCAGTG). 

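The position of both shRNA targets was looked up in the transcripts of GENCODE vM21, which annotates the mouse genome build GRCm38. The paper's text does not name a build. *Filip1l* (ENSMUSG00000043336) lies on the + strand of chromosome 16 from 57353093 to 57573126, inside *Cmss1*, which is annotated on the opposite strand from 57302000 to 57606864. Target a, CTTCAGTCACTGGAAGCAATTGAGAAAGA, matches positions 57570818 to 57570846, and target c, AGAGCCTCATTCCTCTGGAAAGAGCAGTG, matches positions 57571482 to 57571510. Both 29-base sequences lie in coding sequence, in the last exon of Filip1l-203 (exon 5 of 5) and of Filip1l-202 (exon 2 of 2). The third annotated transcript, Filip1l-201, is 1576 bases long and holds neither target. Neither sequence has a perfect match in a transcript of another annotated gene. The paper's text does not state which target was carried by the tumors that were sequenced.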

Following transduction, resistant cells were screened by puromycin selection and mixed clones were selected by immunoblot.

### Mouse Xenograft Model

All use of vertebrate animals described in this study was conducted in accordance with NIH regulations and was approved by the Animal Use Committee of Rutgers University (New Brunswick, NJ). Indicated number of lung cancer clones were suspended in growth factor–reduced Matrigel [Corning #356231; 1:1 ratio (v:v)] and subcutaneously injected in 8-week-old female nude mice (Taconic, catalog no. TAC:nmrinu, RRID:IMSR_TAC:nmrinu). Tumor growth was measured for indicated times, and tumor weights were measured after sacrifice. Xenograft tumors were fixed in 10% neutral buffered formalin and subject to IHC analysis.

### Mouse Syngeneic Allograft Model

Indicated number of mTC11 clones were subcutaneously injected in 8-week-old male C57BL6/J mice (IMSR catalog no. JAX_000664, RRID:IMSR_JAX:000664). The same following procedures were performed as described in the previous section.

### *Filip1l* Conditional Knockout Mice

*Filip1l*-floxed mice were generated as described previously (18). *Filip1l^fl/fl^* mice were subsequently generated and were crossed with *Ubc-CreER^T2^* transgenic mice (Jackson laboratories #007001, RRID:IMSR_JAX:007001) to generate inducible systemic *Filip1l^fl/fl^; Ubc-CreER^T2^* knockout mice. To induce Cre recombinase-mediated knockout of *Filip1l* gene, tamoxifen (TAM; 160 mg/kg/day) was injected intraperitoneally for 5 consecutive days. Lungs were fixed in 10% neutral buffered formalin and subject to IHC analysis. Three 10-μm-thick sections were cut from each formalin-fixed paraffin-embedded (FFPE)-lung tissue block, and genomic DNAs and total RNAs were purified using AllPrep DNA/RNA FFPE Kit (Qiagen #80234). The combined *Filip1l* allele was detected using primers, ACATGCGTAATGGCTCAAGCAAGC and GGAGAATGTCCAGAAGTTTATGTC. The housekeeping gene, *m18S RNA* was detected using primers, CTTAGAGGGACAAGTGGCG and ACGCTGAGCCAGTCAGTGTA.

### Lentiviral Delivery of Cre Recombinase by Intratracheal Infection

Lentiviruses were purchased from Viral Vector Core Laboratories of University Iowa (#FIVCMVCre VSVG). Diluted lentiviruses (5 × 10^5^ TU per mouse) were delivered by intratracheal inhalation into 8–10 weeks old C57BL6/J and *Filip1l^fl/fl^* mice as described previously (31).

### Clinical Specimens

FFPE tissue blocks of deidentified human samples of normal lung and LUAD were obtained from Biorepository Services at the Rutgers Cancer Institute of New Jersey, under our Institutional Review Board exemption. Tissue microarray of human LUAD was constructed previously (32). IHC staining was carried out and a clinical pathologist scored the staining under blinded conditions. FILIP1L cytoplasmic staining was scored according to the staining intensity [categorized as 0 (absent), 1 (weak), 2 (moderate), or 3 (strong)] as well as the percentage of staining [0%–100%]. The final expression score was calculated by multiplying the intensity and the percentage of staining resulting in a score of 0 to 300.

### Time-lapse Imaging

Mitotic length and time to cytokinesis completion were measured by live imaging of H1944 and H441 clones as described previously (18). Slight modifications in the experimental procedures were as follows. Cells were incubated with SPY-595 DNA and SPY-650-tubulin fluorescent dyes (Cytoskeleton) for 30 minutes. Images acquired over the initial 6 hours were used to quantify data.

### qRT-PCR

Total RNA preparation and qRT-PCR were performed as described previously (14). The gene-specific primers used with SYBR Green reagent are written in Supplementary Data.

### Immunoblot

Experimental details for immunoblotting were followed as described previously (15). Densitometric analysis was performed using ImageJ (RRID:SCR_003070) on scanned images of immunoblots as described previously (18). Antibody list used in assays such as immunoblot, IHC, and immunofluorescence is shown in Supplementary Data.

### IHC

Experimental details were followed as described previously (19). Images were acquired by AxioImager microscope (Zeiss). For stitched images, they were acquired by EVOS FL Auto microscope (Thermo Fisher Scientific). To detect mucin proteins, sections were stained with 1% Alcian Blue, pH 2.5 followed by periodic acid–Schiff (PAS) reagent. For the quantification of mucin proteins, sections were stained with PAS only so that quantification can be done on one color staining of PAS-positive area in a straightforward manner. Detailed quantification procedures for PAS and Picro-Sirius Red stainings were written in Supplementary Data.

### Immunofluorescence Staining and Quantification

Experimental details were followed as described previously (15). Images were acquired by an AxioCam HRM camera (Yokogawa) at 20 × objective magnification (*z* stack of 3 μmol/L thickness) on a Spinning disc confocal microscope (Zeiss; Observer Z1). Acquired images were then analyzed for β-catenin intensity by software such as ZEN (Zeiss, RRID:SCR_013672) and Cell Profiler (RRID:SCR_007358; ref. 33). Detailed quantification procedures for β–catenin intensity were written in Supplementary Data. Quantification procedures for Ki67 area were followed as described previously (18).

### Immunoprofiling

Fresh syngeneic allograft tumors and spleens were procured from each mouse (5 mice per group). The weights of tumors and spleens were measured and used for normalizing cell counts. Tumors were dissociated using mouse tumor dissociation kit (Miltenyi Biotec, #130096730)/gentleMACS Octo Dissociator with heaters with hard tumor protocol. Dissociated tissues were filtered with 70 μm Miltenyi Smart Strainer (#130110916), followed by red blood cell lysis (Sigma RBC lysing buffer, Hybri Max, #R7757) and debris removal. Live cell counts were calculated by NucGreen Dead 488 staining (Thermo Fisher Scientific, #R37109), and 1 × 10^7^ cells per sample were used for the staining with various immune cell markers. Markers such as myeloid cell immunophenotyping (dendritic cells, neutrophils, monocytes, and macrophages), T-cell function (naïve, effector, memory, extravasation, activation and exhaustion markers) and intracellular markers [regulatory T cells (Treg) and proliferating cells] were used. Flow cytometry analysis of multiplexed cells was performed on a Cytek Aurora 5-laser cytometer using the SpectroFlow software package version 2.2 (Cytek Biosciences; 4 L 16 UV 16V 14B 8R). FACS analysis was further performed on the exported fcs files using FlowJo software (RRID:SCR_008520).

### RNA Sequencing

Total RNAs were prepared from snap-frozen mouse syngeneic allograft tumors using RNeasy Plus Mini Kit (Qiagen #74134). Sample quality control (QC), library preparations, sequencing reactions, and bioinformatic analyses were conducted at GENEWIZ/Azenta Inc. according to their standard protocol, which is summarized as follows: Integrity of RNA samples was checked using TapeStation (Agilent Technologies, RRID:SCR_019547). RNA-seq libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (New England Biolabs). mRNAs were initially enriched with Oligod(T) beads. Sequencing libraries were validated on the Agilent TapeStation, and quantified by using Qubit 2.0 Fluorometer (Thermo Fisher Scientific) as well as by qPCR. Sequencing libraries were multiplexed and clustered onto a flowcell. Samples were sequenced using a 2 × 150 bp paired end configuration in the Illumina HiSeq instrument. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) were converted into fastq files and demultiplexed using Illumina bcl2fastq 2.20 software. One mismatch was allowed for index sequence identification. Sequence reads were trimmed to remove adapter sequences using Trimmomatic v.0.36 (RRID:SCR_011848), and the trimmed reads were mapped to the Mus musculus reference genome available on ENSEMBL using the STAR aligner v.2.5.2b (RRID:SCR_004463). Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2., and were used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between control and *Filip1l*-knockdown groups was performed. The Wald test was used to generate *P* values and log_2_ fold changes. Genes with adjusted *P* values <0.05 and absolute log_2_ fold changes >1 were called as differentially expressed genes for each comparison. Gene ontology analysis was performed on the statistically significant set of genes by implementing the software GeneSCF v.1.1-p2. The goa_MusMusculus gene ontology (GO) list was used to cluster the set of genes based on their biological process and determine their statistical significance. principal component analysis was performed using the "plotPCA" function within the DESeq2 R package (RRID:SCR_000154). The plot shows the samples in a two-dimensional plane spanned by their first two principal components. The top 500 genes, selected by highest row variance, were used to generate the plot.

### Statistical Analysis

All statistical analyses for bioinformatics data were performed using the R program (version 4.0.0). Unpaired two-sided *t* test was applied to determine the differential mRNA expression between the tumor and normal tissues. For the comparison between the tumor and its NATs, paired *t* test was used. Pearson correlation coefficient was achieved to determine the correlation between mRNA expression, methylation and cigarette exposures. Bar graphs are presented as the mean ± SEM. Statistical analyses other than bioinformatic analyses were performed using an unpaired, two-tailed Student *t* test [GraphPad Prism 6.0 (RRID:SCR_002798)]. Differences were considered statistically significant at *P* < 0.05.

### Data Availability Statement

The data generated in this study are publicly available in Gene Expression Omnibus (RRID:SCR_005012) at GSE208080.

## Results

### FILIP1L Downregulation is Associated with Smoking History in Patients with LUAD

We have shown that *FILIP1L* mRNA levels are lower in LUAD and LUSC compared with unpaired normal lung tissues (13). To further examine this issue, we evaluated *FILIP1L* mRNA expression in more extensive NSCLC databases including paired tumor and NAT samples. Consistent with our previous report (13), *FILIP1L* mRNA expression was significantly decreased in both LUAD (Fig. 1A) and LUSC (Supplementary Fig. S1A) tumors compared with normal lung tissues. We next examined whether *FILIP1L* expression was associated with prognosis in patients with NSCLC. Low intratumoral *FILIP1L* mRNA expression correlated with decreased overall survival (OS) in patients with LUAD (Fig. 1B) as well as LUSC (Supplementary Fig. S1B). Additional analysis of unpaired and paired samples in TCGA and GTEx databases demonstrated that *FILIP1L* mRNA was significantly downregulated in many other cancer types compared with respective normal tissues (Supplementary Fig. S1C and S1D), suggesting that repression of this tumor suppressor gene is a common event in the pathogenesis of human malignancies.

**FIGURE 1:**
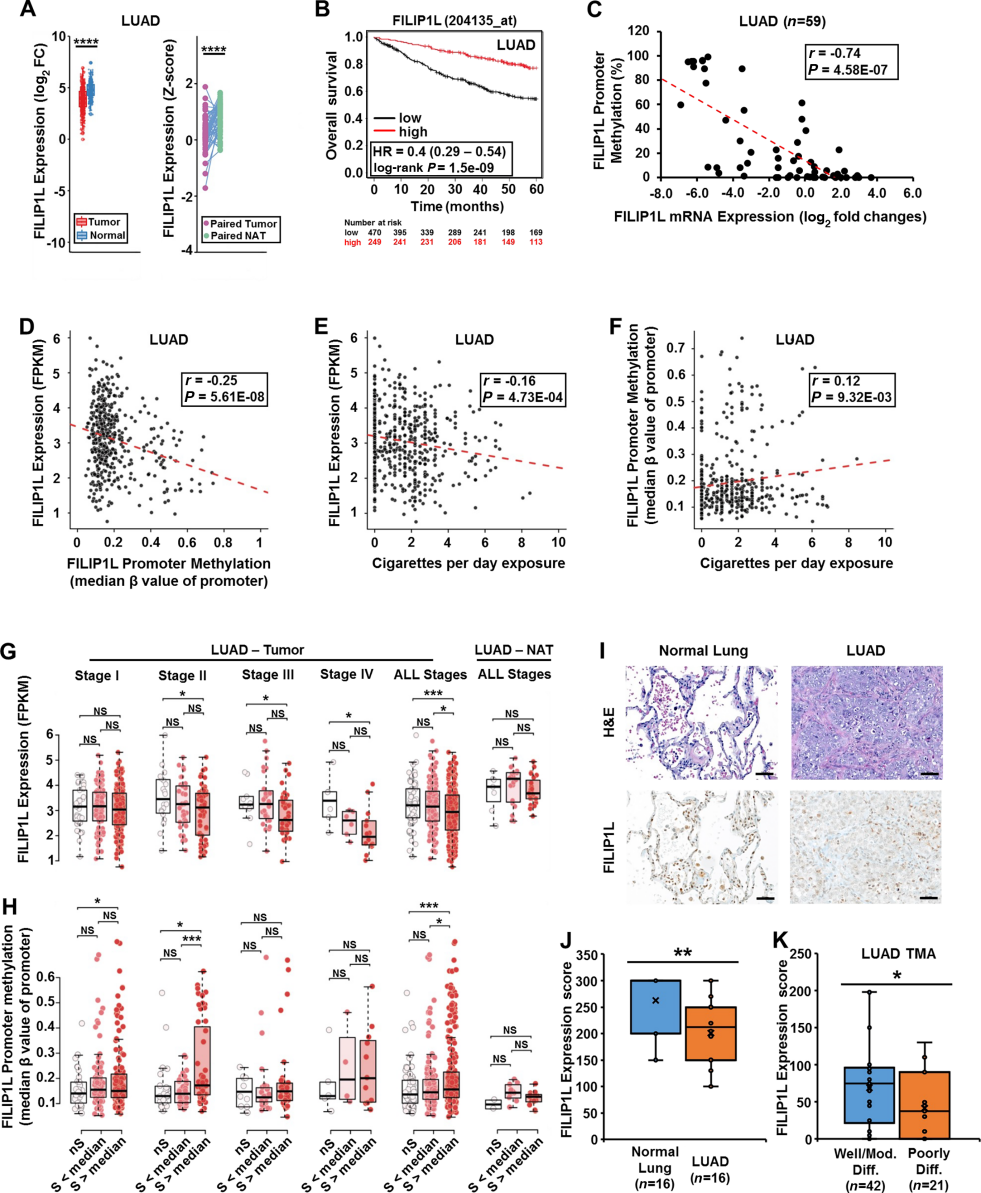
FILIP1L downregulation is associated with smoking history in patients with LUAD. **A,***FILIP1L* mRNA expression between tumor and normal tissues from patients with LUAD were compared. Plots shown are comparison between tumors and normal lungs (left) or between paired tumors and NATs (right). **B,** OS of patients with LUAD whose *FILIP1L* expression was either low or high was analyzed in Kaplan–Meier plots. Data are derived from Kaplan–Meier Plotter public databases (https://kmplot.com/analysis/index.php?p=service). Affymetrix ID used was 204135_at. Cut-off values of 1,718 were determined by auto select best cut-off option. Using the selected parameters, the analysis was run on 719 patients. **C,** Relationship between *FILIP1L* mRNA expression (*x* axis) and *FILIP1L* promoter methylation (*y* axis) is shown in cell lines derived from LUAD (*P* values shown are by Spearman rank correlation method). The *x* axis represents *FILIP1L* mRNA expression of log_2_ fold changes from RNA-seq data. The *y* axis represents percent methylation of the average overall methylation for all available CG sites in *FILIP1L* promoter. Data were derived from Cancer Cell Line Encyclopedia public databases (https://sites.broadinstitute.org/ccle/). LUAD samples from TCGA databases were analyzed for the relationship between *FILIP1L* promoter methylation (*x* axis; median β value of *FILIP1L* promoter methylation) and *FILIP1L* mRNA expression (*y* axis; FPKM values from RNA-seq data; **D**); the daily amount of cigarette exposures (*x* axis) and *FILIP1L* mRNA expression (*y* axis; **E**); the daily amount of cigarette exposures (*x* axis) and *FILIP1L* promoter methylation (*y* axis; **F**). *FILIP1L* mRNA expression **(G)** or *FILIP1L* promoter methylation **(H)** was compared between nonsmokers (nS), smokers exposed less than the median of tobacco dose (S < median) and smokers exposed more than the median of tobacco dose (S > median) in the stage I–IV tumors of patients with LUAD. Comparison in the samples with all stages and NAT are also shown. **I,** Representative images of H&E staining and FILIP1L IHC staining in non-tumor adjacent lung tissues (NATs, *n* = 16) and LUAD (*n* = 16) are shown. Scale bar = 50 μm. **J,** FILIP1L expression in immunohistochemically stained slides (as shown in **I**) was compared between matched normal and LUAD samples. Expression score was carried out as described in Materials and Methods. **K,** FILIP1L expression in immunohistochemically stained tissue microarray consisted with LUAD tumors was compared between well/moderately and poorly differentiated samples. *, **, ***, and **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001 and *P* < 0.0001, respectively.

Our previous studies have suggested that FILIP1L is downregulated by promoter methylation in various cancer histologies (14, 16). As such, we used a public database to more comprehensively examine the association of *FILIP1L* mRNA expression and *FILIP1L* promoter DNA methylation in a panel of lung cancer lines. As shown in Fig. 1C, a significant, negative correlation was observed between *FILIP1L* mRNA expression and *FILIP1L* promoter methylation in LUAD cell lines; this inverse relationship was not observed in LUSC cell lines (Supplementary Fig. S1E).

We next examined whether *FILIP1L* mRNA expression and *FILIP1L* promoter methylation were associated with smoking history in patients with NSCLC. Analysis of TCGA datasets demonstrated significant inverse correlations between *FILIP1L* mRNA expression and *FILIP1L* promoter methylation in both LUAD (Fig. 1D) and LUSC (Supplementary Fig. S1F) samples. Significant inverse or positive associations were observed between *FILIP1L* mRNA expression or *FILIP1L* promoter methylation, respectively and extent of cigarette exposure in LUAD samples (Fig. 1E and F); these associations were not evident for LUSC (Supplementary Fig. S1G and S1H).

Next, we examined whether *FILIP1L* expression and *FILIP1L* promoter methylation were related to tumor progression. A clear downward trend of *FILIP1L* mRNA levels was observed in stages II, III, and IV LUAD when comparing smokers with nonsmokers; these differences within the aforementioned stages were significant when comparing samples from patients with cigarette exposures greater than the median (extensive exposures; defined in Materials and Methods) to nonsmokers (Fig. 1G); although *FILIP1L* mRNA levels in LUAD from smokers with heavy exposures were lower than those detected in LUAD from individuals with exposures less than the median (limited exposures) for stages II–IV, these differences were not significant when comparing samples within each respective stage. However, these differences were significant following combined analysis of all stages. Overall, these findings suggest a dose-dependent effect of cigarette smoking on *FILIP1L* expression in LUAD. *FILIP1L* promoter methylation was more pronounced in individuals with extensive cigarette smoke exposures in stage I and stage II LUAD, but was not evident for more advanced stages (Fig. 1H). However, analysis of all stages demonstrated significantly higher DNA methylation levels within the *FILIP1L* promoter in LUAD samples from individuals with extensive smoke exposures relative to smokers with lower exposures or non-smokers. No consistent differences were observed between *FILIP1L* mRNA levels and *FILIP1L* promoter methylation status relative to smoking histories in LUSC (Supplementary Fig. S1I and S1J).

We next examined stage-related changes in *FILIP1L* mRNA and *FILIP1L* promoter methylation levels in LUAD from nonsmokers, and smokers with exposures less than or more than the median. No significant stage-related changes in either *FILIP1L* mRNA or promoter DNA methylation levels were evident in nonsmokers (Supplementary Fig. S1K and S1L). In LUAD samples from patients with cigarette exposures less than the median, significant changes in both mRNA and promoter methylation levels were evident only in stage IV tumors. In samples from individuals with cigarette exposures above the median, *FILIP1L* mRNA levels were decreased in stage IV LUAD relative to stages I, II, or III tumors. DNA methylaton levels were significantly higher in stage IV tumors in smokers with exposures below as well as above the median. Once again, when comparing *FILIP1L* mRNA levels and *FILIP1L* promoter methylation levels in all LUAD samples, clear differences were evident in *FILIP1L* mRNA and DNA methylation levels in individuals with extensive cigarette exposures compared with those with limited exposures or non-smokers. No significant differences were evident when comparing *FILIP1L* mRNA and *FILIP1L* promoter methylation levels in normal lung tissues adjacent to LUAD (all stages) relative to patient smoking status (Fig. 1G and H). Collectively, these findings suggest that *FILIP1L* downregulation and *FILIP1L* promoter DNA methylation are associated with locally advanced or metastatic LUAD, particularly in patients with extensive cigarette exposures.

Having demonstrated decreased *FILIP1L* mRNA expression in LUAD, we examined FILIP1L protein levels in these patient samples. IHC staining revealed that FILIP1L localizes in alveolar pneumocytes of the normal lung, and its expression is reduced in LUAD samples (Fig. 1I; representative). FILIP1L expression was significantly decreased in LUAD compared with their matched NATs (Fig. 1J); significantly less FILIP1L protein expression was detected in poorly differentiated compared with well/moderately differentiated LUAD (Fig. 1K). Overall, these results suggest that FILIP1L is downregulated (at least in part) by promoter methylation, which is associated with heavy smoking in patients with LUAD, and that FILIP1L downregulation is associated with a more aggressive (less differentiated) tumor histology.

### FILIP1L Knockdown Induces Cytokinesis Defects in Lung Cancer Cells *In Vitro* and Enhances Their Growth *In Vivo*

We have recently shown that FILIP1L regulates proteasome-dependent degradation of the molecular chaperone PFDN1, and that increased PFDN1 expression, resulting from downregulation of FILIP1L leads to cytokinesis defects and enhanced tumor growth in colon cancer (18). Thus, we examined the relationships between FILIP1L and PFDN1 expression in the context of lung cancer. Preliminary immunoblot experiments (Fig. 2A and B) demonstrated that FILIP1L expression coincided inversely with PFDN1 protein levels in lung cancer cell lines.

**FIGURE 2:**
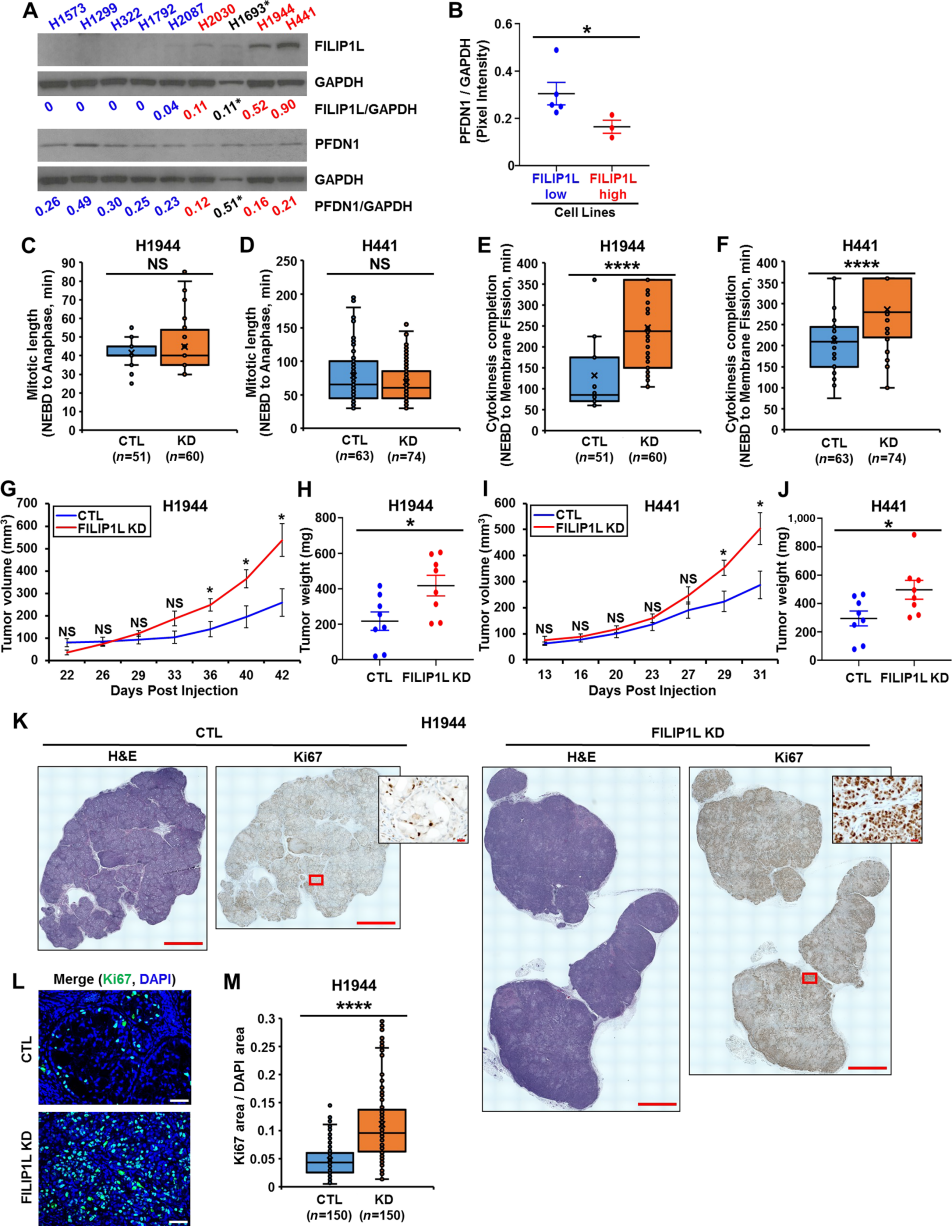
FILIP1L knockdown induces cytokinesis defects in lung cancer cells *in vitro* and enhances their growth *in vivo*. **A,** Protein levels of FILIP1L and PFDN1 were determined by immunoblotting in various lung cancer cell lines. GAPDH control is also shown. Note H1693 cells express a considerably less GAPDH. By densitometric quantification, the amount of FILIP1L, PFDN1, and GAPDH was determined. The ratio of FILIP1L/GAPDH and PFDN1/GAPDH is shown. **B,** On the basis of FILIP1L/GAPDH ratio, cell lines were divided into FILIP1L-low (H1573, H1299, H322, H1792, and H2087) and FILIP1L-high groups (H2030, H1944, and H441), and plotted against PFDN1/GAPDH ratio. H1693 cells were excluded from the comparison due to the off the scale resulting from considerably less GAPDH. **C–F,** Time-lapse imaging of H1944 and H441 clones that were incubated with SPY-595 DNA and SPY-650-tubulin fluorescent dyes. Mitotic length (**C** for H1944; **D** for H441) and cytokinesis completion (**E** for H1944; **F** for H441) from control and FILIP1L knockdown clones were quantified from three independent experiments. **G–M,** H1944 and H441 clones (4 × 10^6^) of either control or FILIP1L-knockdown derivatives were subcutaneously injected into the Nude mice (8 mice per cell line). Tumor growth (**G** for H1944; **I** for H441) was measured, every 2–3 days for a total of 42 and 31 days for H1944 and H441, respectively. The *y* axis represents tumor volume that was calculated by the formula: (length × width × height × 0.52). Tumor weights at the time of sacrifice were measured (**H** for H1944; **J** for H441). **K,** H1944 xenograft tumors from either control or FILIP1L-knockdown derivatives were fixed, and stained with H&E. They were also immunohistochemically stained for Ki67. Stitched images are shown. Scale bar = 2,000 μm. Magnified images of Ki67 staining (Scale bar = 20 μm) from the boxed areas of tumor regions are shown in insets. **L** and **M,** H1944 xenograft tumors were immunofluorescently stained for Ki67 (green). Nuclei were counterstained with DAPI (blue), and merged fluorescent images are shown **(L)**. Scale bar = 50 μm. Ki67-positive areas from the immunofluorescence staining were quantified **(M).** Fifty random fields per mouse were quantified (three mice each). * and **** indicate *P* < 0.05 and *P* < 0.0001, respectively.

We first asked whether FILIP1L knockdown leads to cytokinesis defects in lung cancer cells. Using lentiviral transduction, we knocked down FILIP1L in H1944 and H441 LUAD lines; immunoblotting confirmed that knockdown of FILIP1L resulted in increased PFDN1 expression (Supplementary Fig. S2A). FILIP1L knockdown as well as control (CTL) clones from H1944 and H441 cell lines were marked for DNA and tubulin, and cells entering mitosis were monitored every 5 minutes using live imaging techniques. In line with our previous observations pertaining to colon cancer cells, mitotic length [time between nuclear envelope breakdown and anaphase (34–36)] was not significantly different between FILIP1L-knockdown and control clones in either cell line (Fig. 2C and D). However, the time for membrane fission, the final step in cytokinesis (37, 38), was significantly delayed in FILIP1L-knockdown clones compared with controls (Fig. 2E and F). We next asked whether FILIP1L knockdown affected growth of lung cancer cells *in vivo*. As shown in Fig. 2G–J, knockdown of FILIP1L significantly enhanced growth of subcutaneous tumor xenografts in athymic nude mice. Interestingly, while H1944 cells grew faster than H441 cells *in vitro* (Fig. 2E and F; average time for cytokinesis completion was 132 and 213 minutes in control clones of H1944 and H441 cells, respectively), tumors from H1944 cells grew slower than those from H441 cells (Fig. 2G and I). As determined by a clinical pathologist (G. Riedlinger), tumors from FILIP1L-knockdown clones demonstrated higher grade (moderately to poorly differentiated; 7/8 tumors) than those from control clones (well to moderately differentiated; 6/8 tumors) of H1944 cells. Tumors from FILIP1L-knockdown clones demonstrated a significantly higher Ki67 index (Fig. 2K–M; higher magnification images are shown in insets of Fig. 2K and Supplementary Fig. S2B), suggesting more proliferation than those from control clones.

### FILIP1L Loss in Mouse Lung Induces Neoplastic Changes

To address the phenotypic consequence of *FILIP1L* gene inactivation in the lung, *Filip1l*-floxed mice, which we generated previously (18) were crossed with *Ubc-CreER^T2^* transgenic mice that express a TAM-regulated Cre protein (CreER^T2^) for deletion of *loxP*-containing alleles in whole body. Because we did not know which cell types in mouse lung will be affected following *Filip1l* knockout, we chose to use a whole body–inducible knockout model. We also attempted to knockout *Filip1l* in mouse lung in a tissue-specific manner by intratracheally administering lentiviruses encoding Cre recombinase (named as Lenti-Cre). To examine *Filip1l* gene deletion efficiency, we prepared both genomic DNA and total RNA from the fixed mouse lung tissues. We detected a robust band for the combined *Filip1l* allele in the *Filip1l* CKO mice (CKO) from *Ubc-CreER^T2^* group, but not from the Lenti-Cre group (Fig. 3A). From qPCR analysis, we observed *Filip1l* mRNA expression was reduced by approximately 20-fold and 1.5-fold in the CKO mice from *Ubc-CreER^T2^* group and Lenti-Cre group, respectively compared with their corresponding control mice (CTL; Fig. 3B).

**FIGURE 3:**
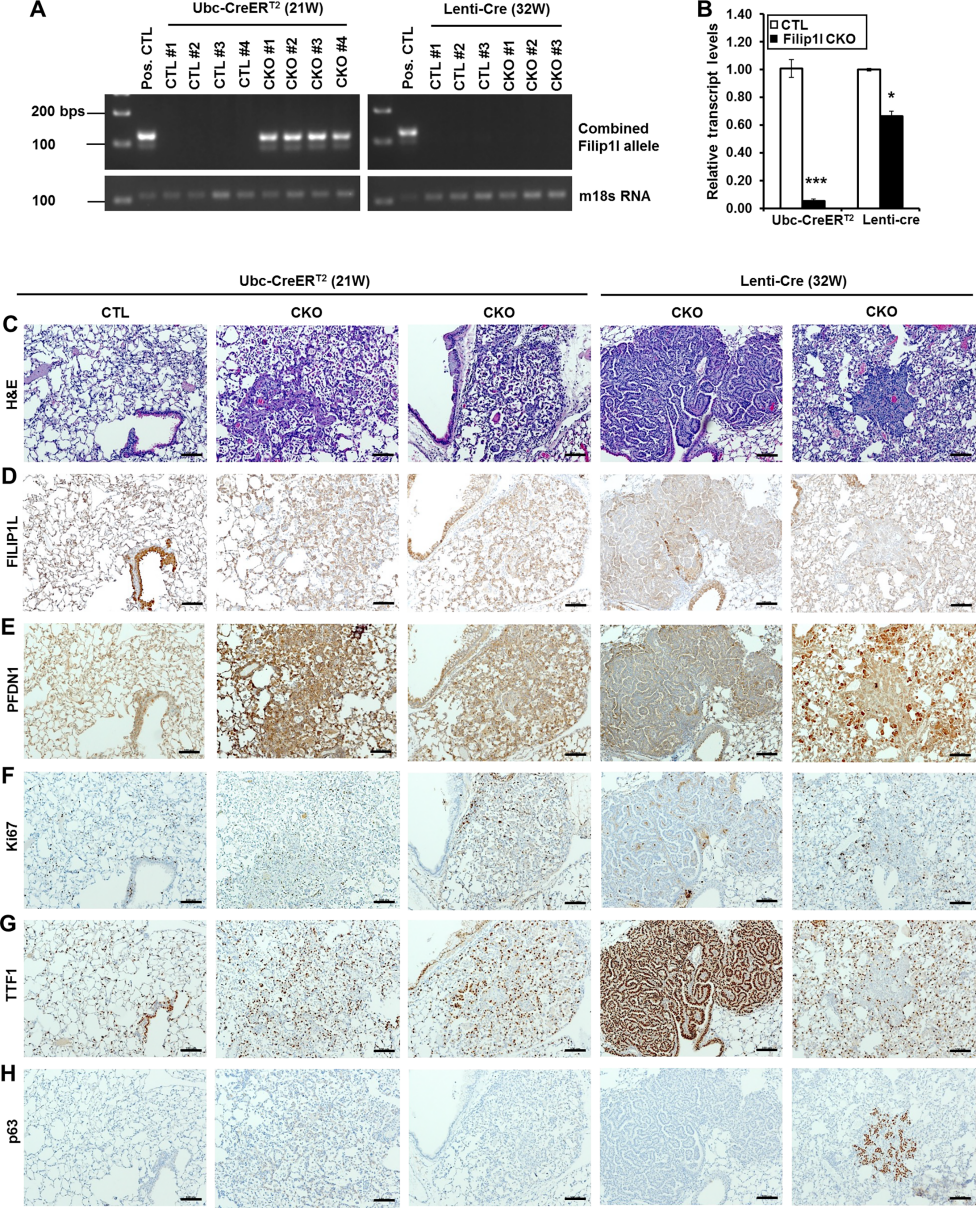
FILIP1L loss in mouse lung induces neoplastic changes. **A** and **B,** Littermate *Filip1l^fl/fl^* (CTL) and *Filip1l^fl/fl^; Ubc-CreER^T2^* (CKO) mice were treated with daily doses of tamoxifen (160 mg/kg) for 5 days and sacrificed at 21 weeks. C57BL6/J (CTL) and *Filip1l^fl/fl^* (CKO) mice were injected intratracheally with lentiviruses encoding Cre recombinase (Lenti-Cre) and sacrificed at 32 weeks. Genomic DNAs and total RNAs were purified from fixed lung tissues, followed by genotyping for combined *Filip1l*-floxed allele **(A)** and qRT-PCR for *Filip1l* mRNA levels **(B).** Genotyping for a housekeeping gene, *m18s RNA* is also shown for loading control. The *y* axis in **B** represents fold change over CTL mice, where each value was standardized with the housekeeping gene *β-actin* (3–4 mice each). * and *** indicate *P* < 0.05 and *P* < 0.001, respectively. **C–H,** Lungs were fixed, and stained with H&E **(C)**. They were also immunohistochemically stained for FILIP1L **(D)**, PFDN1 **(E)**, Ki67 **(F)**, TTF1 **(G)**, and p63 **(H)**. CTL derived from *Filip1l^fl/fl^* mice treated with tamoxifen. Scale bar = 100 μm.

Twenty-one weeks after TAM induction in CKO mice from the *Ubc-CreER^T2^* group, hematoxylin and eosin (H&E) staining demonstrated regions of atypical adenomatous hyperplasia, as evidenced by aberrant cell arrangements and irregular nuclei (Fig. 3C, second and third columns; higher magnification images are shown in Supplementary Fig. S3, second and third rows). Thirty-two weeks following lentivirus injection in CKO mice from the Lenti-Cre group, H&E staining demonstrated regions of adenomas (Fig. 3C, fourth and fifth columns; higher magnification images are shown in Supplementary Fig. S3, fourth and fifth rows). No adenomas were evident in CTL mice. *Filip1l* CKO mice were monitored up to a year; however, we have not observed adenocarcinoma formation. FILIP1L expression was reduced in CKO mice (Fig. 3D; higher magnification images from three additional adenomas are shown in Supplementary Fig. S4A and S4B). PFDN1 appeared to be increased in the areas of neoplastic changes in the lung where FILIP1L expression was reduced from CKO mice (Fig. 3E). These areas of neoplastic change demonstrated higher Ki67 index than in the normal lungs from CTL mice (Fig. 3F; Supplementary Fig. S3). Importantly, they demonstrated strong TTF1 (also known as NKX2-1) expression (Fig. 3G; Supplementary Fig. S3). The majority of the areas of neoplastic change were negative for p63, a LUSC marker; however, we occasionally found areas that stained positive for p63 (Fig. 3H, fifth columns). These lesions can be defined as adenosquamous differentiation, because they also contain approximately 15% TTF1-positive glandular cells. Collectively, these findings suggest that FILIP1L downregulation leads to neoplastic changes associated with adenocarcinoma differentiation, confirming the tumor suppressor function of FILIP1L in the lungs.

### FILIP1L Loss in Mouse Lung Induces Mucin Secretion, Collagen Fiber Deposits, and Immune Infiltration

We have recently shown that mucin hypersecretion was one of phenotypes in colon-specific *Filip1l* CKO mice (18). Mucin proteins are overexpressed in LUAD and their overexpression is significantly associated with enhanced metastasis and poor prognosis in NSCLC (27–29, 39, 40). Combined staining with Alcian blue and PAS on the lesions of neoplastic change demonstrated a considerable increase in mucin secretion compared with normal lungs (Fig. 4A). We consistently observed high mucin secretion throughout the lungs in the CKO mice from both *Ubc-CreER^T2^* and Lenti-Cre groups. Lungs from *Ubc-CreER^T2^* groups were stained with PAS and imaged with stitching, and PAS-positive areas were quantified (Supplementary Fig. S5). Mucin secretion was significantly increased in the lungs of the CKO mice compared with CTL mice (Fig. 4B).

**FIGURE 4:**
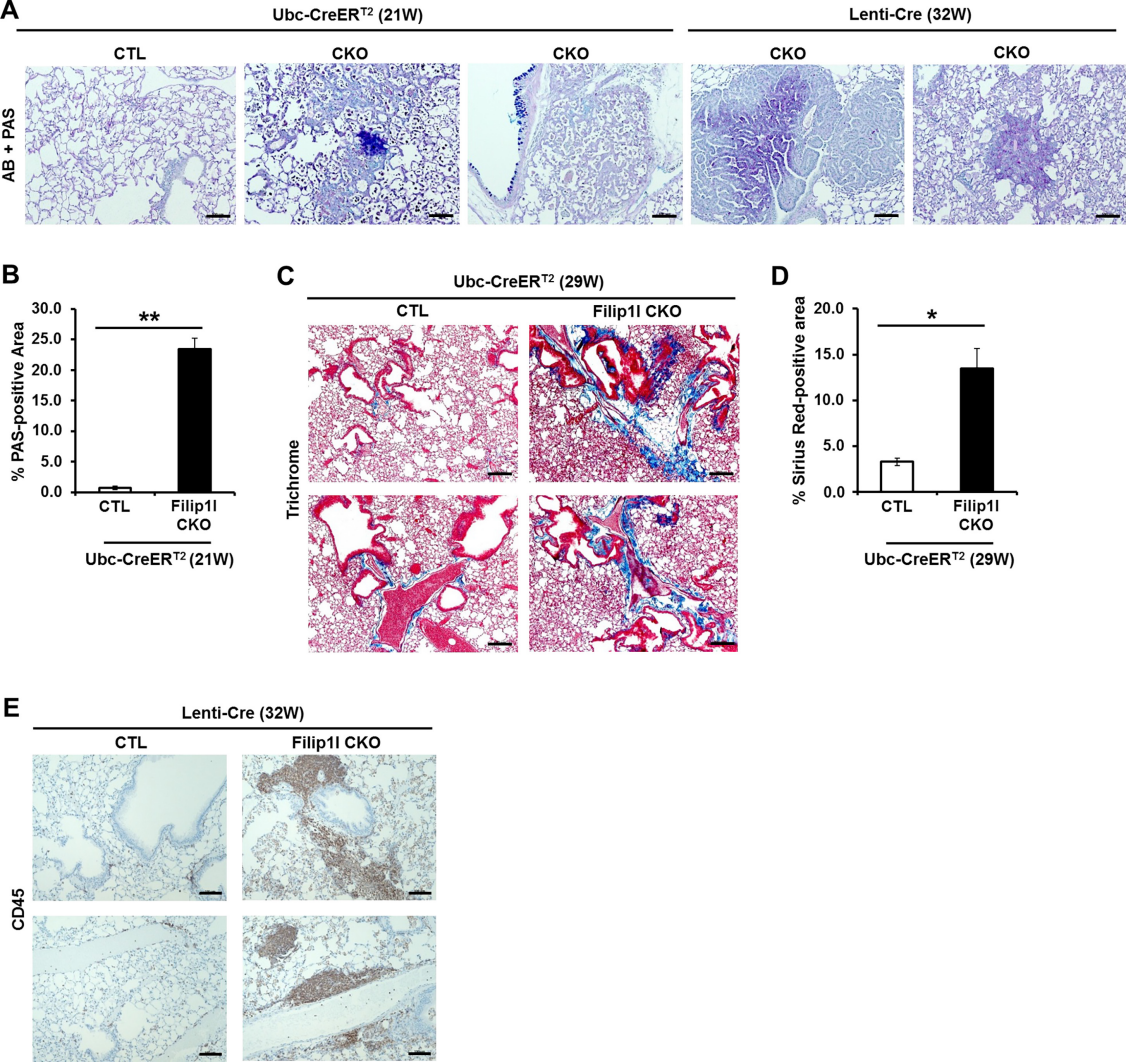
FILIP1L loss in mouse lung induces mucin secretion, collagen fiber deposits, and immune infiltration. **A** and **B,** Mucin secretion. **A,** The same regions imaged in Fig. 3C–H were stained with Alcian Blue and PAS. Blue and magenta color represents staining for acidic and neutral mucin proteins, respectively. Scale bar = 100 μm. **B,** Tamoxifen-treated *Filip1l^fl/fl^* (CTL) and *Filip1l^fl/fl^; Ubc-CreER^T2^* (CKO) mice were sacrificed at 21 weeks, and the lung tissues were subjected to PAS staining. Stitched images of PAS-stained lung sections are shown in Supplementary Fig. S5. PAS-stained area was quantified from the stitched images. Analysis excluded tracheal area and detailed quantification procedures were written in Supplementary Data. **C,** Tamoxifen-treated *Filip1l^fl/fl^* (CTL) and *Filip1l^fl/fl^; Ubc-CreER^T2^* (CKO) mice were sacrificed at 29 weeks, and the lung tissues were subjected to Trichrome staining. Blue color represents staining for collagen fibers. Scale bar = 100 μm. **D,** The same lung tissues used in **C** were subjected to Picro-Sirius Red staining. Stitched images of Picro-Sirius Red-stained lung sections are shown in Supplementary Fig. S6. Picro-Sirius Red-stained area was quantified from the stitched images. Detailed quantification procedures were written in Supplementary Data. **E,** Lenti-Cre–treated C57BL6/J (CTL) and *Filip1l^fl/fl^* (CKO) mice were sacrificed at 32 weeks, and the lung tissues were immunohistochemically stained for CD45. Scale bar = 100 μm. Stitched images of all the lung lobes from entire group (3 CTL and 3 *Filip1l* CKO mice) are shown in Supplementary Fig. S7. * and ** indicate *P* < 0.05 and *P* < 0.01, respectively.

Mucins are highly implicated in the process of pulmonary fibrosis [increased extracellular matrix (ECM) components in tumor microenvironment] (41). Increased ECM promotes cancer cell invasion, progression, and metastasis, and correlates with decreased survival in NSCLC (42, 43). FILIP1L knockdown was previously shown to increase ECM synthesis (44). Thus, we examined the expression of collagen fibers in the lungs of *Filip1l* CKO mice. Trichrome stain of the lungs from the *Ubc-CreER^T2^* group demonstrated a considerable increase in collagen fibers in the lungs of the CKO mice compared with CTL mice (Fig. 4C). To quantify the collagen fibers, we stained the lungs with Picro-Sirius Red, another specific stain for collagen fibers (Supplementary Fig. S6). Collagen fibers were significantly increased in the lungs of the CKO mice compared with CTL mice (Fig. 4D).

We also routinely observed high immune cell infiltration in the CKO mice from both *Ubc-CreER^T2^* and Lenti-Cre groups. Lungs from Lenti-Cre groups were stained for CD45, a marker for all immune cells except erythrocytes and platelets. As shown in Fig. 4E and Supplementary Fig. S7, a considerable number of immune cells was often located near the bronchioles/blood vessels in the lungs of CKO mice.

### FILIP1L Knockdown Enhances Syngeneic Allograft Tumor Growth *In Vivo*

To identify the effects of FILIP1L knockdown on lung tumor growth in an immune competent system, we utilized a mouse lung cancer cell line, mTC11 that harbors a *Kras^G12D^* mutation (30). Using two different constructs of lentiviral transduction, we knocked down FILIP1L in mTC11 cells. Immunoblotting confirmed that knockdown of FILIP1L resulted in increased PFDN1 expression (Supplementary Fig. S8A). Knockdown of FILIP1L significantly enhanced tumor growth compared with controls in both *Filip1l*-knockdown cell lines (Fig. 5A and B; Supplementary Fig. S8B). IHC staining confirmed decreased FILIP1L expression (Fig. 5D) and increased PFDN1 expression (Fig. 5E) in the tumors from *Filip1l*-knockdown clones. As determined by a clinical pathologist (G. Riedlinger), tumors from both CTL and *Filip1l*-knockdown clones demonstrated acinar pattern in the center and solid pattern in the edges. However, there were differences of tumor grade in the acinar area. While CTL tumors show well to moderate differentiation, *Filip1l*-knockdown tumors show more moderate differentiation, which was reflected in higher Ki67 index (Fig. 5F). In addition, *Filip1l*-knockdown tumors show considerable central necrosis that is an evidence of higher proliferation rate outpacing tumor blood supply [as shown in the stitched images of the tumors (Supplementary Fig. S8C and S8D)]. We also observed that the acinar area of *Filip1l*-knockdown tumors secrete considerably more mucins than CTL tumors as shown by PAS stain (Fig. 5G). From the PAS-stained stitched images (Supplementary Fig. S8C and S8D), mucin secretion was significantly increased in *Filip1l*-knockdown tumors compared with CTL tumors (Fig. 5I).

**FIGURE 5:**
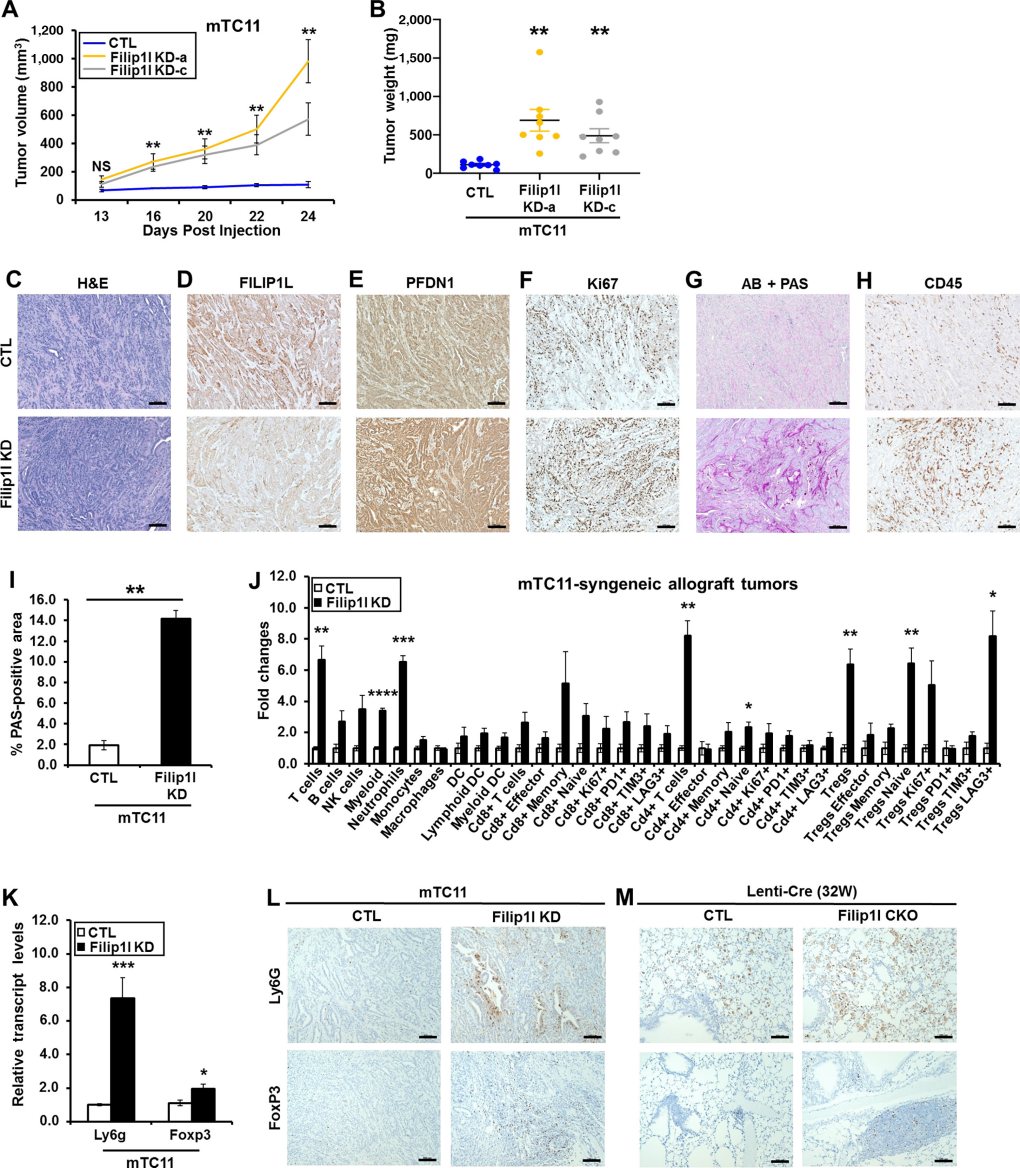
FILIP1L knockdown enhances syngeneic allograft tumor growth *in vivo*. mTC11 clones (1 × 10^6^) of either control or *Filip1l*-knockdown derivatives were subcutaneously injected into the C57BL6/J mice (8 mice per cell line). Tumor growth **(A)** was measured, every 2–3 days for a total of 24 days, as described in Fig. 2G, and tumor weights at the time of sacrifice **(B)** were measured. mTC11-syngeneic allograft tumors from either control or *Filip1l*-knockdown derivatives were fixed, and stained with H&E **(C)** as well as Alcian Blue and PAS **(G)**. They were also immunohistochemically stained for FILIP1L **(D)**, PFDN1 **(E)**, Ki67 **(F)**, and CD45 **(H)**. Scale bar = 100 μm. **I,** PAS-stained area in these tumors was quantified from the stitched images (3 CTL and 3 KD), as described in Fig. 4B. Stitched images of PAS-stained tumor sections are shown in Supplementary Fig. S8C and S8D. **J,** Fresh tumors from both control and *Filip1l*-knockdown groups were harvested at day 24 after subcutaneous injection. Dissociated cells were immunofluorescently stained with various markers for immune cells and subjected to FACS analysis. The *y* axis represents fold changes in *Filip1l*-knockdown tumors over CTL tumors for each cell type (five tumors each). **K,** Tumors from both control and *Filip1l*-knockdown groups were harvested at day 24 after subcutaneous injection, and snap frozen. mRNA levels of markers for neutrophils (*Ly6g*) and Tregs (*Foxp3*) in these frozen tumors were measured by qRT-PCR. The *y* axis represents fold changes in *Filip1l*-knockdown tumors over CTL tumors, where each value was standardized with the housekeeping gene *Rpl7* (6 tumors each). mTC11-syngeneic allograft tumors from either control or *Filip1l*-knockdown derivatives **(L)** and lungs from Lenti-Cre–treated either C57BL6/J (CTL) or *Filip1l^fl/fl^* (CKO) mice (as described in Fig. 4E; **M**) were immunohistochemically stained for Ly6G and FoxP3. Scale bar = 100 μm. *, **, ***, and **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001, and *P* < 0.0001, respectively.

Having shown substantially more immune cell infiltration in the lungs from the CKO mice compared with CTL mice (Fig. 4E; Supplementary Fig. S7), we also observed more immune cells in *Filip1l*-knockdown tumors compared with CTL tumors in this syngeneic allograft model (Fig. 5H). We then asked which population of immune cells are increased following FILIP1L knockdown. Total immune cell pools from fresh tumors were stained with antibodies for various immune cell markers that were conjugated with fluorescent secondary antibodies (Supplementary Fig. S9A). Multiplexed cell pools were then subjected to flow cytometric analysis. The analysis scheme is outlined in Supplementary Fig. S9B. Representative FACS data and the quantified results are shown in Supplementary Fig. S9C and Fig. 5J, respectively. The following immune cell types were significantly increased in *Filip1l*-knockdown tumors compared with CTL tumors: (i) Myeloid cells; (ii) Neutrophils among myeloid population; (iii) T cells among lymphocyte population; (iv) CD4^+^ T cells among T-cell population; (v) CD4^+^ naïve cells and Tregs among CD4^+^ population; (vi) Naïve and LAG3+ cells among Tregs population. Neutrophils and Tregs were previously shown to be potential immune suppressive factors in NSCLC (45). In addition, neutrophil transcript signature was the strongest predictor of mortality of any immune cell types in NSCLC (46). From qPCR analysis, mRNA expression for *Ly6 g* [neutrophil marker (47)] and *Foxp3* [Treg marker (48)] was increased by approximately 7.3-fold and 2-fold, respectively in *Filip1l*-knockdown tumors compared to CTL tumors (Fig. 5K). 

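*Foxp3* was also measured by RNA sequencing of 6 CTL and 6 *Filip1l*-knockdown tumors of this model, as reads per gene divided by each tumor's size factor (normalized counts). *Foxp3* (ENSMUSG00000039521), on chromosome X, had 29.8 ± 16.3 normalized counts in CTL tumors (SD, n = 6) and 53.3 ± 24.7 in *Filip1l*-knockdown tumors (SD, n = 6). The log2 fold change was 0.88 (standard error 0.39, limma adjusted p = 0.0873 over all genes). The groups overlapped, from 9.47 to 57.4 normalized counts in CTL tumors and from 27.4 to 84.7 in *Filip1l*-knockdown tumors, and the exact two-sided permutation test gave p = 0.0693. The log2 fold change was 1.10 without CTL replicate 3 (limma adjusted p = 0.0319) and 0.60 without CTL replicate 2, and over the 12 fits that each left out 1 tumor the adjusted p of *Foxp3* ranged from 0.0319 to 0.184. Relative to *Rpl7*, the reference gene of the qPCR and a scale chosen after seeing the values, it was 1.07 (limma adjusted p = 0.0319). Over the other 11 alternatives that kept all tumors the adjusted p ranged from 0.0851 to 0.104. *Ly6g* was not analysed here.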

IHC staining confirmed increased expression of Ly6G and FoxP3 in *Filip1l*-knockdown tumors compared with CTL tumors (Fig. 5L). Importantly, both Ly6G and FoxP3 were also considerably increased in the lungs of the *Filip1l* CKO mice compared with CTL mice (Fig. 5M).

### FILIP1L Knockdown Promotes Signaling Pathways Associated with Wnt/β-Catenin Signaling

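Allograft tumors grown subcutaneously from mTC11 cells, a mouse lung cancer line, were sequenced, 6 from the CTL group and 6 from the *Filip1l*-knockdown group, all collected on day 24. The authors trimmed the reads, aligned them to an Ensembl mouse genome with STAR, counted unique hits per gene with featureCounts and normalized the counts with DESeq2. The values used here are these normalized counts, which compare between tumors for the same gene and are not corrected for gene length. They cover 15687 Ensembl genes, and the lowest mean of a listed gene was 9.28 normalized counts. The filter set here, a mean of at least 5 normalized counts, therefore removed 0 genes. The smallest step between the values of a tumor, taken as the value of 1 read, was 0.865 to 1.49 normalized counts. Divided by this step, the totals came to between 17834745 and 29502069 reads on listed genes in CTL tumors (median 27429420) and between 25460564 and 32419578 in *Filip1l*-knockdown tumors (median 27334308). The 10 most abundant genes took 5.79% to 6.07% of the total in CTL tumors and 4.90% to 6.65% in *Filip1l*-knockdown tumors. A floor of 3 reads corresponded on average to 3.15 normalized counts in CTL tumors and 2.91 in *Filip1l*-knockdown tumors. Groups were compared with limma (with a mean-variance trend) on log2 of the value plus 1, with Benjamini-Hochberg adjustment over the 15687 genes. Genes were called at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1. Single genes were also compared with an exact two-sided permutation test over the 924 arrangements of the labels, whose smallest possible p is 0.00216. Tests on whole counts were not run.
*Filip1l* (ENSMUSG00000043336) had 2311 ± 211 normalized counts in CTL tumors (SD, n = 6) and 1924 ± 165 in *Filip1l*-knockdown tumors (SD, n = 6), a log2 fold change of -0.26 (standard error 0.07, limma adjusted p = 0.00998). Its value was below the CTL median in 6 of 6 *Filip1l*-knockdown tumors, with overlapping ranges of 1983 to 2542 and 1670 to 2184 normalized counts (exact permutation p = 0.00649). The alternative that moved this change most while keeping all tumors was rescaling to the same total, with -0.31. *Pfdn1* (ENSMUSG00000024346), on chromosome 18, had 1628 ± 166 normalized counts in CTL tumors and 1588.5 ± 189 in *Filip1l*-knockdown tumors (SD, n = 6 each). Its log2 fold change was -0.04 (standard error 0.09, limma adjusted p = 0.765). That sign changed when knockdown replicate 1 or 4 was left out or when chromosome medians were removed, and with trends in GC content and transcript length removed the *Pfdn1* change was -0.30 (limma adjusted p = 0.00568).

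**Figure D1:**
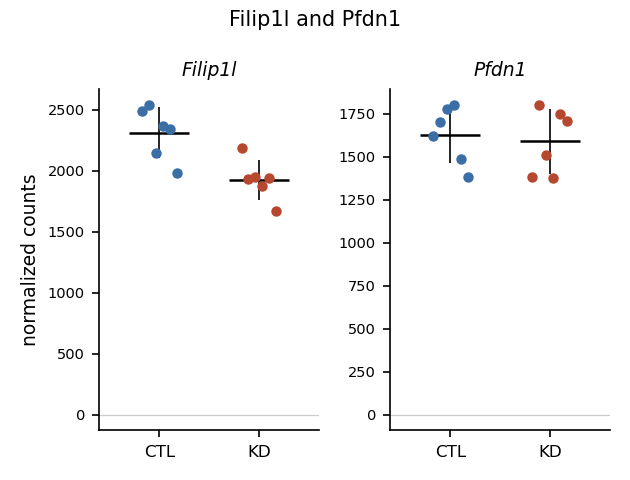
Normalized counts of *Filip1l* and *Pfdn1* per tumor in the CTL and knockdown (KD) groups, with 6 tumors each. Points are tumors, horizontal lines means and vertical lines 1 SD; *Filip1l* lies between 1670 and 2184 in *Filip1l*-knockdown tumors and between 1983 and 2542 in CTL tumors.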

To identify the downstream pathways affected by FILIP1L knockdown, we performed RNA-seq from syngeneic allograft tumors. 

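Principal components were computed on the 500 genes with the highest variance of log2 normalized counts, the number the paper used. The first component took 51.3% of the variance and the second 24.7%. On the first component all 6 *Filip1l*-knockdown tumors scored above all 6 CTL tumors, with a lowest knockdown score of 26.1 and a highest CTL score of -23.7 (exact permutation p = 0.00216). The groups did not differ on the second component (exact permutation p = 0.799). Euclidean distances over all 15687 genes averaged 118 between groups and 77.1 within groups, with 72.6 among CTL tumors and 81.6 among *Filip1l*-knockdown tumors. The smallest distance between groups, 98.6, was below the largest within a group, 103. Over all splits of the 12 tumors into equal groups, the actual grouping was the only 1 with a difference between these averages as large (exact permutation p = 0.00216). Knockdown replicate 1 lay farther from the other *Filip1l*-knockdown tumors (mean distance 93.9) than these from each other (75.5), and CTL replicate 5 from the other CTL tumors (81.8 against 68.1). Among the alternatives, a pseudocount of 8 moved the share of the first component most, to 64.0%.

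**Figure D2:**
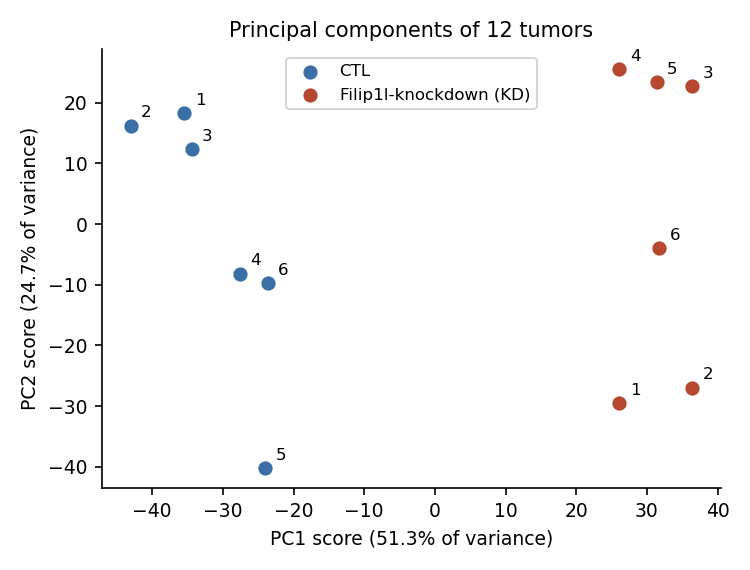
Scores of the 12 tumors on the first and second principal component, numbered by replicate, with the share of variance on each axis. The 6 *Filip1l*-knockdown tumors lie at 26.1 or above on the first component and the 6 CTL tumors at -23.7 or below.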

Tumors from CTL and *Filip1l*-knockdown groups (six tumors each) demonstrated a clear segregation between groups (Fig. 6A; Supplementary Fig. S10A and S10B). A volcano plot demonstrated a significant differential gene expression between CTL and *Filip1l*-knockdown groups (Fig. 6B). 

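At the thresholds of the paper, 1596 of the 15687 tested genes (10.2%) differed, 973 higher and 623 lower in *Filip1l*-knockdown tumors. An adjusted p under 0.05 alone was met by 6566 genes, 3314 higher and 3252 lower. In 1107 of the 1596 genes (69.4%) the 6 knockdown values all lay on the same side of the 6 CTL values. Chance gives this for 0.216% of genes that were not selected for a difference, as these were. The setting that moved the count most was a pseudocount of 8, with 1352 genes, of which 1351 were among the 1596. Of the 864 genes with such separated groups and a mean of at least 50 normalized counts, genes among those with the largest change in each direction are named here. *Ush1c* (ENSMUSG00000030838), on chromosome 7 from 46195350 to 46238503, was at or under the floor in 6 of 6 CTL tumors (mean 0.720 normalized counts) and had 159 in *Filip1l*-knockdown tumors, at least 50.7-fold higher. *Clca4b* (log2 fold change 6.30), *Lypd8* (6.09), *Tmem54* (6.07) and *Apol10a* (6.04) rose as well. *Ush1c* cannot be ranked against them, because only a lower bound of its fold is known. *Lypd8* rose from 198 ± 79.1 to 12872 ± 5043 normalized counts (SD, n = 6 each; limma adjusted p = 1.02e-07), and CTL replicate 2 had the lowest CTL value. The largest decrease was that of *Serpinb7* (ENSMUSG00000067001), on chromosome 1 from 107399655 to 107452689, from 219 ± 65.6 to 5.90 ± 2.02 normalized counts (SD, n = 6 each). Its log2 fold change was -5.00 (standard error 0.27, limma adjusted p = 2.22e-08). *Hhip* (-4.68), *Dmrta1* (-4.55) and *Blk* (-4.16) also fell. *Hhip* lies on chromosome 8 and *Blk* on chromosome 14, chromosomes whose median gene shifted by -0.20 and 0.38 on the log2 scale in *Filip1l*-knockdown tumors. Each gene named here had an exact permutation p = 0.00216.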

Using GeneSCF software, we then performed GO analysis on these differentially expressed genes. As shown in Fig. 6C, signaling pathways such as muscle contraction, cell adhesion, inflammation, and cell proliferation were significantly increased in *Filip1l*-knockdown tumors (entire GO list is shown in Supplementary Table S1). 

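The directions of the genes listed for these terms in Supplementary Table S1 were read from the same fit, without a test, because the study picked the genes from these libraries. The copy of the table used here holds 1992 of its 4222 terms, among them the terms named here. Of the 23 genes listed for muscle contraction, 21 were higher and 2 lower in *Filip1l*-knockdown tumors, with a median log2 fold change of 2.01. All 12 genes listed for regulation of muscle contraction were higher (median 1.82). Muscle genes also varied together within each group: a list of 31 skeletal muscle genes had a mean within-group correlation of 0.753. For homophilic cell adhesion, 10 of 28 listed genes were higher and 18 lower (median -1.20), and of the 25 past the thresholds 15 were lower. For inflammatory response, 41 of 48 listed genes were higher and 7 lower (median 1.41). All 17 genes listed for cholesterol homeostasis were higher (median 1.85). These counts of higher genes were the same in each of the 12 fits that left out 1 tumor.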

We further performed Ingenuity Pathway Analysis. 

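Directions were also read for the molecules that Supplementary Table S2 lists under its pathways. Of the 57 molecules listed for the Hepatic Fibrosis Signaling Pathway, 56 were found by their symbol, 33 of them higher and 23 lower in *Filip1l*-knockdown tumors, with a median log2 fold change of 1.23. For the SNARE Signaling Pathway 17 of 26 listed molecules were higher and 9 lower (median 1.55). No test was run on these counts, since the pathways were found from the same tumors, and leaving out any 1 tumor left the counts unchanged. The higher molecules of the Hepatic Fibrosis Signaling Pathway include *Cacna1s* (1.89), which is also listed for muscle contraction. A separate list of 20 fibroblast and collagen genes had 19 lower and 1 higher (mean log2 fold change -0.68, exact permutation p = 0.0195). The pathway counts therefore do not show a rise of collagen genes. The molecules of the leukocyte extravasation pathway were not analysed here.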

Canonical pathways including hepatic fibrosis and leukocyte extravasation were significantly increased as indicated by positive z-scores (Fig. 6D; entire pathway list is shown in Supplementary Table S2). From Ingenuity Pathway Analysis, we also analyzed “diseases and functions” categories. Muscle contraction and various cancer formation pathways were shown as ranked by *P* value (Supplementary Table S3). Among them, the predicted disease and/or function with the most significance and the highest z-score was “cancer of secretory structure.” We then validated the RNA-seq results using qPCR analysis. In line with the findings described earlier (Figs. 4A and B, 5G, and 5I), molecules involved in mucus secretion, *Agr2* and *Nlrp6* (49, 50) were significantly upregulated in *Filip1l*-knockdown tumors (Fig. 6E). However, the expression of two major secretory airway mucins, *Muc5ac* and *Muc5b* (24) was not changed transcriptionally. 

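By RNA sequencing, *Agr2* (ENSMUSG00000020581), on chromosome 12, had 111 ± 85.3 normalized counts in CTL tumors and 2501 ± 761 in *Filip1l*-knockdown tumors (SD, n = 6 each). Its log2 fold change was 4.75 (standard error 0.42, limma adjusted p = 1.25e-06). *Nlrp6* (ENSMUSG00000038745), on chromosome 7, rose from 69.6 ± 32.3 to 578 ± 135 normalized counts (SD, n = 6 each), a log2 fold change of 3.17 (standard error 0.32, limma adjusted p = 3.26e-06). For both genes all 6 *Filip1l*-knockdown tumors lay above all 6 CTL tumors (exact permutation p = 0.00216). With each tumor left out in turn, the log2 fold change stayed between 4.41 and 5.08 for *Agr2* and between 2.89 and 3.31 for *Nlrp6*. Of the 36 genes of Fig. 5K, 6E and 6F, the knockdown target, its partner and the reference gene together, 34 were analysed here and 21 passed both thresholds. An adjusted p under 0.05 was reached by 27 over all genes tested and by 30 adjusted over the list alone, which is not independent evidence because the study chose the list on these tumors.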

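*Muc5ac* (ENSMUSG00000037974), on chromosome 7, had 81.4 ± 64.1 normalized counts in CTL tumors and 41.3 ± 38.6 in *Filip1l*-knockdown tumors (SD, n = 6 each), with a log2 fold change of -0.90 (standard error 0.73, limma adjusted p = 0.351). *Muc5b* (ENSMUSG00000066108), also on chromosome 7, had 201 ± 86.1 and 263 ± 105 normalized counts (SD, n = 6 each), a log2 fold change of 0.44 (standard error 0.35, limma adjusted p = 0.336). Neither difference exceeded the spread between tumors, with exact permutation p = 0.299 for *Muc5ac* and p = 0.320 for *Muc5b*. Both values leaned on single tumors. Without CTL replicate 2 the log2 fold change was -1.44 for *Muc5ac* and 0.14 for *Muc5b*, and without CTL replicate 3 it was -0.58 and 0.60.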

Importantly, several transmembrane mucins such as *Muc3*, *Muc4*, *Muc13,* and *Muc20* (24) were highly increased in *Filip1l*-knockdown tumors (Fig. 6E). 

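*Muc13* (ENSMUSG00000022824), on chromosome 16, rose from 83.4 ± 55.1 normalized counts in CTL tumors to 3390 ± 1147 in *Filip1l*-knockdown tumors (SD, n = 6 each), a log2 fold change of 5.53 (standard error 0.40, limma adjusted p = 2.08e-07). *Muc3* (ENSMUSG00000037390), on chromosome 5, rose from 50.9 ± 31.9 to 1928 ± 909 normalized counts, with a log2 fold change of 5.49 (standard error 0.61, limma adjusted p = 8.39e-06). CTL replicate 2, at 3.79 normalized counts, lay apart from the other CTL tumors for *Muc3*, and without it the log2 fold change was 4.89. *Muc20* (ENSMUSG00000035638), on chromosome 16, rose from 33.8 ± 16.3 to 180 ± 47.4 normalized counts. Its log2 fold change was 2.44 (standard error 0.26, limma adjusted p = 5.30e-06), or 2.65 without CTL replicate 6, whose 66.1 normalized counts lay apart from the other CTL tumors. *Muc4* (ENSMUSG00000079620), on chromosome 16, rose from 911 ± 507 to 4288 ± 933 normalized counts, a log2 fold change of 2.39 (standard error 0.30, limma adjusted p = 2.61e-05). In each of the 4 genes the ranges of the groups did not overlap (exact permutation p = 0.00216).

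**Figure D3:**
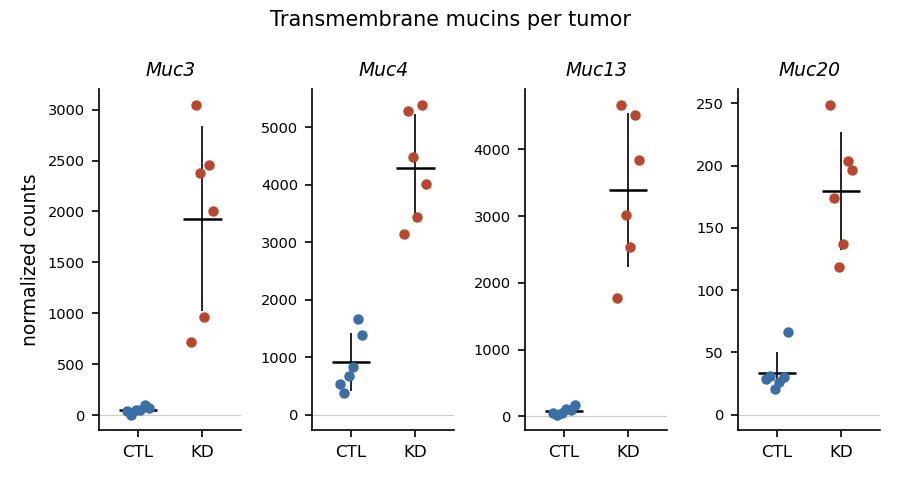
Normalized counts of 4 transmembrane mucins per tumor in the CTL and knockdown (KD) groups, with 6 tumors each. Points are tumors, horizontal lines means and vertical lines 1 SD; for *Muc13* the lowest of the *Filip1l*-knockdown tumors is at 1778 and the highest CTL tumor at 175.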

Molecules known to promote [*Gkn1*, *Nox1,* and *Dpp4* (51–53)] and inhibit [*Pten*, *Hhip,* and *Ndnf* (54–56)] cell proliferation were increased and decreased, respectively in *Filip1l*-knockdown tumors (Fig. 6E). 

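*Dpp4* (ENSMUSG00000035000), on chromosome 2, rose from 128 ± 36.9 normalized counts in CTL tumors to 834 ± 159 in *Filip1l*-knockdown tumors (SD, n = 6 each), a log2 fold change of 2.72 (standard error 0.19, limma adjusted p = 1.38e-07). *Nox1* (ENSMUSG00000031257), on chromosome X, rose from 15.4 ± 8.23 to 135 ± 52.0 normalized counts, a log2 fold change of 3.09 (standard error 0.31, limma adjusted p = 3.62e-06). *Gkn1* (ENSMUSG00000030050), on chromosome 6, had 33.1 ± 24.8 and 340 ± 327 normalized counts, with overlapping ranges of 0 to 68.8 and 6.05 to 773. Its log2 fold change was 3.06 (standard error 1.16, limma adjusted p = 0.0472, exact permutation p = 0.0476). This call was lost in 9 of the 12 fits that left out 1 tumor, where the adjusted p of *Gkn1* ranged from 0.00332 to 0.104 in all. It was also lost in 5 of the 12 alternatives that kept all tumors, with the highest adjusted p, 0.0731, for limma without a trend. *Hhip* (ENSMUSG00000064325), on chromosome 8, fell from 167 ± 53.8 to 6.29 ± 3.88 normalized counts (limma adjusted p = 1.14e-06). *Ndnf* (ENSMUSG00000049001), on chromosome 6, fell from 850.2 ± 156 to 175 ± 72.8 normalized counts, a log2 fold change of -2.34 (standard error 0.20, limma adjusted p = 9.84e-07). Knockdown replicate 1, at 320 normalized counts, lay apart from the other *Filip1l*-knockdown tumors for *Ndnf*. Apart from *Gkn1*, the groups of these genes did not overlap (exact permutation p = 0.00216).

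**Figure D4:**
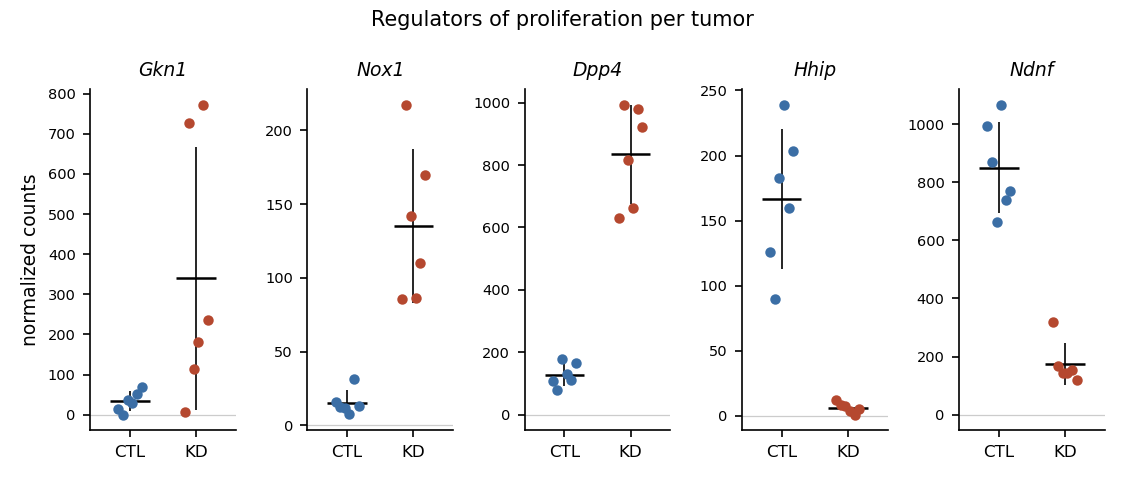
Normalized counts of 5 regulators of proliferation per tumor in the CTL and knockdown (KD) groups, with 6 tumors each. Points are tumors, horizontal lines means and vertical lines 1 SD; *Gkn1* spans 6.05 to 773 in *Filip1l*-knockdown tumors and 0 to 68.8 in CTL tumors.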

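The largest rise among the inflammation genes of Fig. 6E was in *Mep1b* (ENSMUSG00000024313), on chromosome 18, which was at or under the floor in 6 of 6 CTL tumors (mean 0.396 normalized counts) and had 51.4 ± 20.9 in *Filip1l*-knockdown tumors (SD, n = 6), at least 16.3-fold higher. *Reg3b* (ENSMUSG00000071356) rose from 2301 ± 1052 to 14674 ± 2724 normalized counts (SD, n = 6 each), with a log2 fold change of 2.79 (standard error 0.27, limma adjusted p = 2.33e-06). For *Nos2* (ENSMUSG00000020826) the change was 2.78 (limma adjusted p = 6.43e-07), from 409.7 ± 107 to 2896 ± 1026 normalized counts. *Cxcl5* (ENSMUSG00000029371) rose from 533 ± 77.4 to 2834 ± 400.2 normalized counts, a log2 fold change of 2.41 (standard error 0.12, limma adjusted p = 9.31e-09), and CTL replicate 3 had the lowest CTL value, 390 normalized counts, apart from the others. *Il1a* rose by 1.64 (limma adjusted p = 1.06e-05) and *Tnf* by 1.48 (limma adjusted p = 6.29e-05) on the log2 scale. *Il1b* (ENSMUSG00000027398) had 347 ± 40.3 and 590 ± 288 normalized counts, with overlapping groups and a log2 fold change of 0.67 (standard error 0.21, limma adjusted p = 0.0199). Knockdown replicate 1 had 1165 normalized counts of *Il1b*, and without it the change was 0.45. With trends in GC content and length removed *Il1b* also changed by 0.45 (limma adjusted p = 0.0996), and over the 12 alternatives that kept all tumors the adjusted p ranged from 0.00205 to 0.0996. *Il6* (ENSMUSG00000025746) had 9.00 ± 4.11 and 14.0 ± 6.15 normalized counts (SD, n = 6 each), a difference within the spread between tumors, with a log2 fold change of 0.60 (standard error 0.39, limma adjusted p = 0.236, exact permutation p = 0.119), or 0.36 without CTL replicate 5. Of the genes that fell, *Fut9* (ENSMUSG00000055373) went from 65.1 ± 32.9 normalized counts to at or under the floor in 6 of 6 *Filip1l*-knockdown tumors, at least 22.4-fold lower. *Bpifb1* (ENSMUSG00000027485) fell from 254 ± 114 to 17.9 ± 9.44 normalized counts, a log2 fold change of -3.77 (standard error 0.34, limma adjusted p = 1.60e-06).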

Molecules known to promote [*Il1a*, *Il1b*, *Il6*, *Tnf*, *Nos2*, *Cxcl5*, *Mep1b,* and *Reg3b* (57–62)] and reduce [*Fut9* and *Bpifb1* (63, 64)] inflammation were increased and decreased, respectively in *Filip1l*-knockdown tumors (Fig. 6E). *Il10*, an anti-inflammatory cytokine that is highly upregulated in multiple immune cell lineages including activated Foxp3^+^ Tregs (65, 66), was increased. *Nlrp6* and *Dpp4* were also shown to increase inflammation (50, 53). *Nox1*, *Tnf*, *Mep1b,* and *Reg3b* were also implicated in ECM organization and fibrosis (52, 62, 67, 68).

**FIGURE 6:**
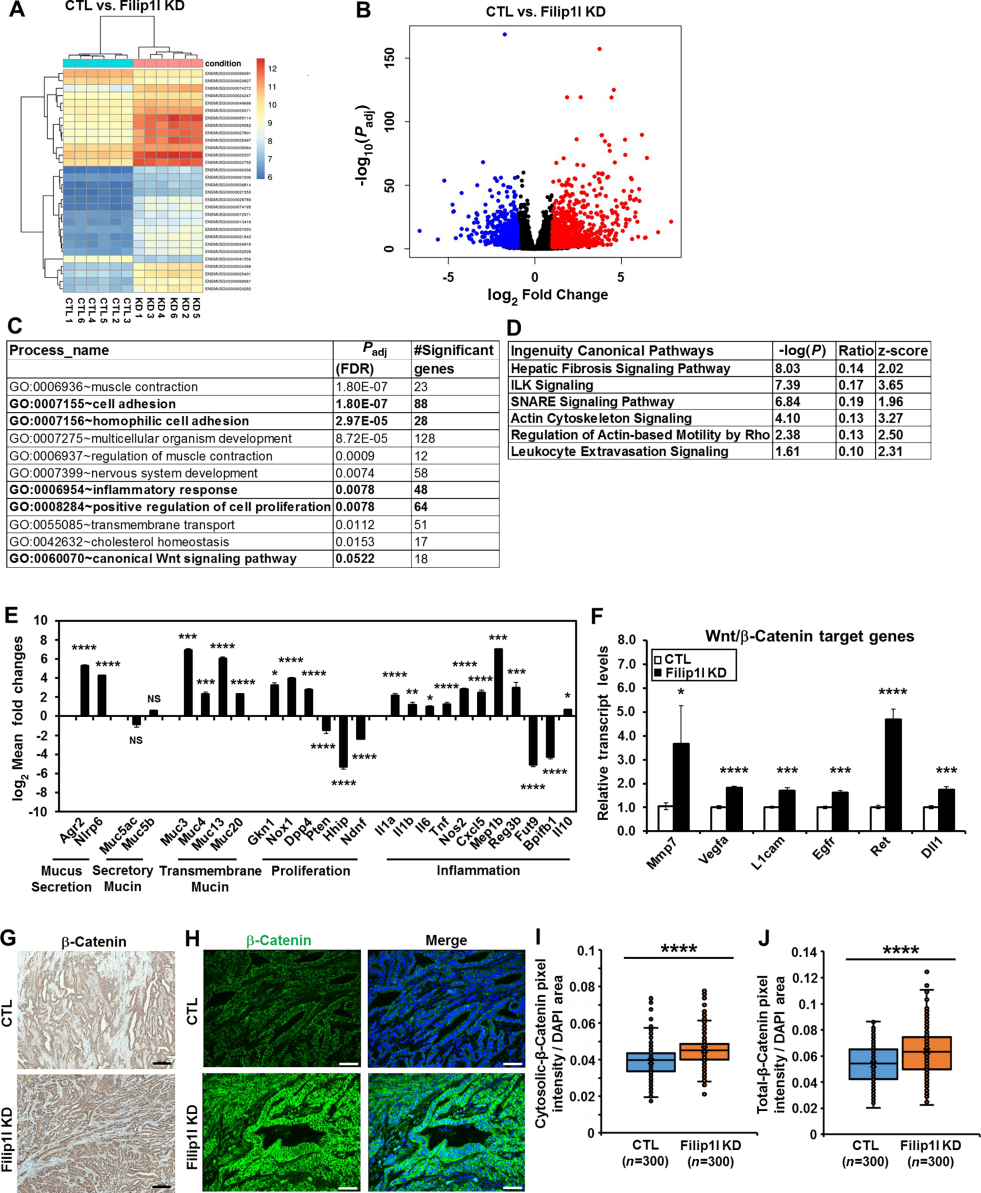
FILIP1L knockdown promotes signaling pathways associated with Wnt/β-catenin signaling. **A–D,** RNA-seq analysis was performed on the frozen mTC11-syngeneic allograft tumors between control and *Filip1l*-knockdown groups (as described in Fig. 5K; six tumors each). **A,** Biclustering heatmap clusters both the samples and the genes for the top 30 differentially expressed genes. Ensembl gene ID of the 30 genes is shown. Red and blue color indicate higher and lower relative expression, respectively. **B,** Volcano plot maps fold changes against *P* values, which highlight the set of significantly differentially expressed genes. *x* axis represents log_2_ fold changes. *y* axis represents the Benjamini–Hochberg adjusted *P* values shown in negative log_10_ values. Upregulated and downregulated genes are shown in red and blue dots, respectively. log_2_ fold changes between −1 and 1 were considered nonsignificant, and these genes are shown in black dots. **C,** GO groups associated with *Filip1l*-knockdown tumors were identified by GO analysis using GeneSCF software. Significant GO groups by FDR-adjusted *P* values are shown. **D,** Canonical pathways upregulated in *Filip1l*-knockdown tumors were identified by Ingenuity Pathway Analysis (IPA) software. Significant canonical pathways by *P* values generated in IPA software are shown. Positive z-score indicates upregulated pathway. Both GO and canonical pathway analysis were performed on the statistically significant set of genes. mRNA levels of markers for mucus secretion, mucin, proliferation, and inflammation **(E)** as well as Wnt/β-catenin target genes **(F)** were measured by qRT-PCR on mTC11 tumors from both control and *Filip1l*-knockdown groups (as prepared in Fig. 5K). The *y* axis represents log_2_ mean fold changes **(E)** or fold changes **(F)** in *Filip1l*-knockdown tumors over CTL tumors, where each value was standardized with the housekeeping gene *Rpl7* (six tumors each). **G–J,** β-catenin expression in mTC11 syngeneic allograft tumors. Tumor sections described in Fig. 5C–H were stained for β-catenin both immunohistochemically (**G**; Scale bar = 100 μm) and immunofluorescently (**H**; green color; Scale bar = 50 μm). Nuclei were counterstained with DAPI (blue), and merged fluorescent images are also shown **(H)**. Cytosolic **(I)** or total **(J)** β-catenin-positive areas from the immunofluorescence staining were quantified. One hundred random fields per mouse were quantified (3 mice each). *, **, ***, and **** indicate *P* < 0.05, *P* < 0.01, *P* < 0.001 and *P* < 0.0001, respectively.

From the ontology analysis of RNA-seq data, we demonstrate here that activation of the canonical Wnt/β-catenin signaling pathway approached a significant difference (Fig. 6C). Furthermore, upregulated pathways such as cell adhesion, proliferation, inflammation, and fibrosis in *Filip1l*-knockdown syngeneic allograft tumors (Fig. 6C and D) have been shown to be closely associated with the activation of Wnt/β-catenin signaling (69). Thus, we examined whether the target genes for Wnt/β-catenin signaling pathway are activated in *Filip1l*-knockdown tumors. 

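The GO term in Supplementary Table S1, canonical Wnt signaling pathway, lists 18 genes, of which 2 were higher and 16 lower in *Filip1l*-knockdown tumors by RNA sequencing, with a median log2 fold change of -1.23. Of the 16 genes past both thresholds, 1 was higher and 15 were lower. The higher gene was *Gata4*, from 145 ± 36.8 to 434 ± 97.0 normalized counts (SD, n = 6 each), a log2 fold change of 1.57 (limma adjusted p = 2.28e-05). *Myh6*, the other gene above 0, changed by 1.00 (limma adjusted p = 0.352). Decreases included those of *Shh* (-3.40), *Ndp* (-2.24) and *Tcf7* (-2.10). *Tcf7* fell from 1285 ± 158 to 303 ± 76.2 normalized counts (SD, n = 6 each; limma adjusted p = 9.41e-08). The ligand genes *Wnt5a* (-1.27), *Wnt2b* (-1.22), *Wnt7b* (-1.20), *Wnt9a* (-1.04) and *Wnt2* (-1.09, limma adjusted p = 0.0662) and the receptor genes *Fzd6* (-1.22) and *Fzd3* (-1.15) were lower as well. Leaving out any 1 tumor left the number of higher and lower genes unchanged.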

As shown in Fig. 6F, various Wnt/β-catenin target genes such as *Mmp7*, *Vegfa*, *L1cam*, *Egfr*, *Ret,* and *Dll1* (70–75) were significantly increased in *Filip1l*-knockdown tumors compared with CTL tumors. In addition, the Wnt/β-catenin target genes shown in Fig. 6E such as *Muc4*, *Nos2*, *Il6,* and *Il10* (69, 76–78) were also activated. 

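By RNA sequencing, *Ret* (ENSMUSG00000030110), on chromosome 6, rose from 90.8 ± 18.3 normalized counts in CTL tumors to 353 ± 83.4 in *Filip1l*-knockdown tumors (SD, n = 6 each), a log2 fold change of 1.93 (standard error 0.19, limma adjusted p = 2.55e-06). *Vegfa* (ENSMUSG00000023951), on chromosome 17, which is also one of a list of 17 hypoxia genes that were all higher, rose from 3807 ± 548 to 6296 ± 700.4 normalized counts, a log2 fold change of 0.73 (standard error 0.10, limma adjusted p = 4.33e-05). *Dll1* (ENSMUSG00000014773), on chromosome 17, had 656 ± 94.9 and 1100.3 ± 209.5 normalized counts, a log2 fold change of 0.73 (standard error 0.14, limma adjusted p = 0.000642). Its groups overlapped because of knockdown replicate 1, at 714 normalized counts (exact permutation p = 0.00649). *L1cam* (ENSMUSG00000031391), on chromosome X, changed by 0.94 (standard error 0.24, limma adjusted p = 0.00622), from 24.2 ± 7.70 to 45.8 ± 8.10 normalized counts. *Egfr* (ENSMUSG00000020122), on chromosome 11, changed by 0.52 (standard error 0.10, limma adjusted p = 0.000931), from 1920.4 ± 269 to 2741 ± 288 normalized counts. CTL replicate 3 (1402 normalized counts) for *Egfr* and knockdown replicate 1 (199.7 normalized counts) for *Ret* lay apart from the rest of their groups. *Mmp7* (ENSMUSG00000018623), on chromosome 9, had 23.3 ± 7.63 and 69.8 ± 67.2 normalized counts, with overlapping ranges of 13.3 to 34.4 and 14.0 to 201. Its log2 fold change was 1.13 (standard error 0.49, limma adjusted p = 0.0804, exact permutation p = 0.0606). It was 0.73 without knockdown replicate 1 and 1.48 without knockdown replicate 6 (limma adjusted p = 0.0139), and the adjusted p ranged from 0.0139 to 0.173 over all alternatives. A list of 20 other genes that respond to Wnt/β-catenin signaling, holding none of these 6, had 17 genes lower and 3 higher, with a mean log2 fold change of -0.87 (exact permutation p = 0.00216). From the link of cell adhesion, proliferation, inflammation and fibrosis with Wnt/β-catenin signaling, the paper reasons that its target genes should be examined, and states that several of them were increased.

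**Figure D5:**
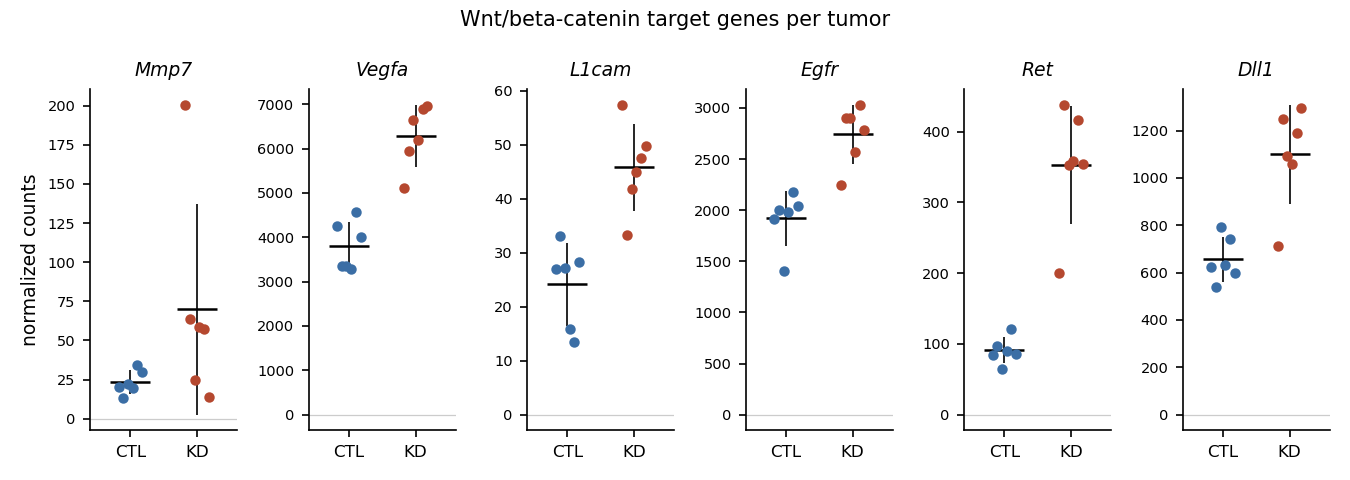
Normalized counts of the 6 Wnt/β-catenin target genes of Fig. 6F per tumor in the CTL and knockdown (KD) groups, with 6 tumors each. Points are tumors, horizontal lines means and vertical lines 1 SD; *Mmp7* spans 14.0 to 201 in *Filip1l*-knockdown tumors, and *Vegfa* starts at 5120 there against at most 4577 in CTL tumors.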

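Among these genes, the lowest value of *Filip1l*-knockdown tumors was above the highest of CTL tumors for *Muc4* (3145 against 1663 normalized counts) and for *Nos2* (1632 against 549). *Il6* overlapped, from 6.85 to 23.2 normalized counts in *Filip1l*-knockdown tumors and from 2.99 to 15.2 in CTL tumors. *Il10* was not analysed here.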

We then stained these tumors for active (triple non-phospho) β-catenin protein. Considerably more active β-catenin was detected in *Filip1l*-knockdown tumors compared with CTL tumors using both IHC (Fig. 6G) and immunoflurorescence (Fig. 6H) staining. While the majority of staining was detected as membranous, most of the cells in *Filip1l*-knockdown tumors also demonstrated a diffusive cytosolic staining indicative of activated β-catenin (79). Indeed, the amount of activated β-catenin in the cytosol (Fig. 6I) as well as in total cells (Fig. 6J) was significantly increased in *Filip1l*-knockdown tumors compared with CTL tumors. Nuclear localization of β-catenin, a hallmark of activation of Wnt signaling, was rarely observed. It was previously shown that nuclear β-catenin was observed only in a subpopulation of cells from the tumors that had progressed from adenoma to adenocarcinoma in genetically engineered mouse models of lung cancer (80). Thus, these findings collectively suggest that FILIP1L downregulation in lung cancer is associated with the phenotypes related to the Wnt/β-catenin signaling pathway.

## Discussion

*FILIP1L* expression is downregulated in the majority of human malignancies including NSCLC. From the 23 lung cancer databases in the cBioPortal search, the somatic mutation frequency for *FILIP1L* gene is only 0.9% and the majority are missense mutations. We previously showed that FILIP1L is downregulated by promoter methylation in cancer cell lines of various histologies including lung, ovarian, colon, breast, and pancreas (14, 16). Promoter methylation-associated FILIP1L downregulation was also implicated in human cancer tissues such as ovarian, prostate, and cutaneous squamous cell carcinoma (14, 81, 82). We show here that *FILIP1L* is downregulated by promoter methylation in both LUAD and LUSC, and that repression of *FILIP1L* in either of these tumors correlates with decreased patient survival.

Cigarette smoking is the major cause of lung cancer deaths (1, 2), and mutational signatures associated with cigarette smoking are well established in human cancer (83). Cigarette smoking has been linked to aberrant DNA methylation in lung cancers (8, 9, 12). We previously showed that *FILIP1L* is downregulated by promoter methylation in normal human respiratory epithelial cells following short-term exposure to tobacco condensates (13). In our current experiments, *FILIP1L* downregulation was highly associated with *FILIP1L* promoter methylation in cultured LUAD cells, and *FILIP1L* repression as well as *FILIP1L* promoter methylation in LUAD specimens were significantly associated with cigarette smoking. Whereas *FILIP1L* downregulation also correlated with *FILIP1L* promoter methylation in LUSC specimens, neither appeared to be associated with cigarette smoking, suggesting that factors other than cigarettes contribute to epigenetic repression of this tumor suppressor gene in these neoplasms.

Our current experiments demonstrated that targeted knockout of FILIP1L leads to pulmonary adenoma formation in mice; these observations suggest that repression of *FILIP1L* is an important event during initiation or early progression of LUADs. In contrast, our bioinformatics analysis of bulk RNA-seq data demonstrated that repression of *FILIP1L* was more evident in locally advanced or metastatic LUAD, suggesting a greater impact of this event on later stages of progression in LUAD. In addition, comprehensive studies involving cell lines, murine models, and human specimens are necessary to more fully define the timing and mechanisms of FILIP1L downregulation during LUAD development, and to determine the potential utility of *FILIP1L* promoter methylation as a biomarker of aggressive phenotype and poor prognosis in patients with these neoplasms. Although knocking out FILIP1L in mouse lung led to pulmonary adenoma formation, it was not sufficient to induce adenocarcinomas. Further studies are warranted to test whether these adenomas progress to adenocarcinomas if the *Filip1l* CKO mice were treated with cigarette smoke or other environmental carcinogens.

Epithelial integrity is maintained by the cytoskeleton and through cell adhesion. FILIP1L regulates proteasome-dependent degradation of PFDN1, and increased PFDN1, caused by downregulation of FILIP1L, drives mucin secretion in colon cancer (18). PFDN1 is a molecular chaperone of a six subunit–prefoldin complex that facilitates proper folding of key cytoskeletal components such as actin and tubulins (84). Altered expression of prefoldin proteins leads to protein misfolding and aggregation, resulting in impaired protein homeostasis (proteostasis) that can drive various pathologic conditions including cancer (84). PFDN1 is overexpressed in multiple cancer types including lung, colon, and gastric cancer, and its overexpression is associated with poor prognosis in colon cancer and NSCLC (18, 21–23, 85, 86). Overexpressed PFDN1 promotes EMT, xenograft tumor formation, and metastasis in lung cancer cells (23, 85). Interestingly, upregulated PFDN1 was shown to activate Wnt/β-catenin signaling-mediated EMT that facilitates cell migration, invasion, and metastasis in gastric cancer (21). We previously demonstrated that FILIP1L knockdown increased the active β-catenin pool, thereby activating canonical Wnt/β-catenin signaling pathways in ovarian cancer (15, 19). We show here that FILIP1L knockdown and the resultant increase in PFDN1 led to upregulate the Wnt/β-catenin signaling pathway in *Filip1l*-knockdown syngeneic allograft tumors.

Pathways regulating mucin expression are overexpressed especially in LUAD (87, 88). Mucin proteins such as MUC5AC, MUC5B, MUC1, MUC3, MUC4, and MUC13 are significantly overexpressed in LUAD patient samples (27, 39, 40). Aberrant overexpression and glycosylation of various mucin proteins have been associated with immune modulation and metastatic progression in various adenocarcinomas including LUAD (89). We show here that, along with secreted mucins, transmembrane mucins such as *Muc3*, *Muc4*, *Muc13,* and *Muc20* were highly increased in *Filip1l*-knockdown syngeneic allograft tumors. MUC4 and MUC13 are shown to contribute to carcinogenesis under inflammatory conditions (90). Fibrosis is a common pathology of chronic inflammation in many organs, including lungs and liver (69). Both secreted and transmembrane mucins are highly implicated in the process of pulmonary fibrosis (41). A polymorphism in the promoter of MUC5B is strongly associated with risk of developing pulmonary fibrosis (24), and MUC5B overexpression enhanced pulmonary fibrosis in a mouse model (91). Increased and cross-linked ECM promotes cancer cell invasion, progression, and metastasis in NSCLC (42). High stroma-tumor ratio (≥50% stroma) correlates with decreased survival in NSCLC (43). Presence of type I collagen results in decreased progression-free survival in patients with LUAD (92). In this study, downregulation of FILIP1L leads to a significant increase in accumulation of collagen fibers in the lungs of the *Filip1l* CKO mice compared with control mice. In addition, both WNT/β-catenin and hepatic fibrosis pathways were significantly increased in *Filip1l*-knockdown syngeneic allograft tumors. Activated Wnt/β-catenin signaling was shown to upregulate pathways such as cell adhesion, proliferation, inflammation, and fibrosis (69). Thus, findings in this study suggest that the observed phenotypes following FILIP1L knockdown such as mucin secretion, inflammation, and fibrosis are attributed to activated Wnt/β-catenin signaling.

A gene signature of invasive mucinous adenocarcinoma of the lung, which includes transcription factors (FOXA3, SPDEF, and HNF4A) and mucin proteins (MUC5AC, MUC5B, and MUC3) has been identified (26). FOXA3 and SPDEF induce MUC5AC and MUC5B, while HNF4A induces MUC3 in human lung cancer cells harboring a *KRAS* mutation. *KRAS* mutations are the most frequent genetic alterations seen in invasive mucinous adenocarcinoma (40%–62%) followed by *NRG1* fusion (7%–27%; refs. 93, 94). Knockdown of anti-mucous transcription factor, NKX2-1 (also known as TTF1) in *Kras^G12D^* induces mucinous adenocarcinoma of the lung in a murine model (93). Knocking out FILIP1L in mouse lungs led to TTF1-positive adenoma formation. Although TTF1 is shown to be absent in invasive mucinous adenocarcinoma of the lung (26), these neoplastic lesions in the lungs of FILIP1L-knockout mouse demonstrated strong mucin secretion. In fact, mucin secretion was prevalent in the lung parenchyma. When we knocked down FILIP1L in mutant *Kras*-harboring mTC11 cells, the resultant syngeneic allograft tumors demonstrated a strong mucin secretion along with significantly increased transmembrane mucins such as *Muc3*. Thus, it will be worthwhile to evaluate whether FILIP1L knockout in a mutant *Kras* background will result in mucinous adenoma and/or adenocarcinoma formation in mouse lungs. These results will also need to be validated in additional syngeneic mouse models harboring different *Kras* mutations or other genomic subtypes, as well as in a large panel of human LUAD tumors.

In summary, we have shown that a tumor suppressor *FILIP1L* is downregulated in the majority of human cancer types. In LUAD, its downregulation through promoter methylation is attributable at least in part to cigarette smoking. FILIP1L knockdown and the resultant PFDN1 increase lead to increased mucin secretion and/or overexpression in mouse lung as well as lung cancer cells, possibly generating a niche for lung cancer progression through increased inflammation and fibrosis. FILIP1L knockdown also leads to upregulated Wnt/β-catenin signaling, which could be responsible for the observed phenotypes such as increased proliferation, inflammation, and fibrosis. Collectively, these results strongly suggest that downregulation of FILIP1L is clinically relevant in LUAD and warrant further efforts to evaluate pharmacologic regimens that either directly or indirectly restore FILIP1L-mediated gene regulation for the treatment of these neoplasms.

## Supplementary Material

Supplementary Table S1 Supplementary Table S1 Click here for additional data file.

Supplementary Table S2 Supplementary Table S2 Click here for additional data file.

Supplementary Table S3 Supplementary Table S3 Click here for additional data file.

Supplementary Figures S1-S10 and Supplementary Information Supplementary Figures and Supplementary information Click here for additional data file.

# Supplementary material for: Smoking-associated Downregulation of FILIP1L Enhances Lung Adenocarcinoma Progression Through Mucin Production, Inflammation, and Fibrosis
**Source:** Cancer Res Commun. 2022 Oct 18;2(10):1197–213. doi: 10.1158/2767-9764.CRC-22-0233
**Supplement:** Supplementary Figures S1-S10 and Supplementary Information — Supplementary Figures and Supplementary information

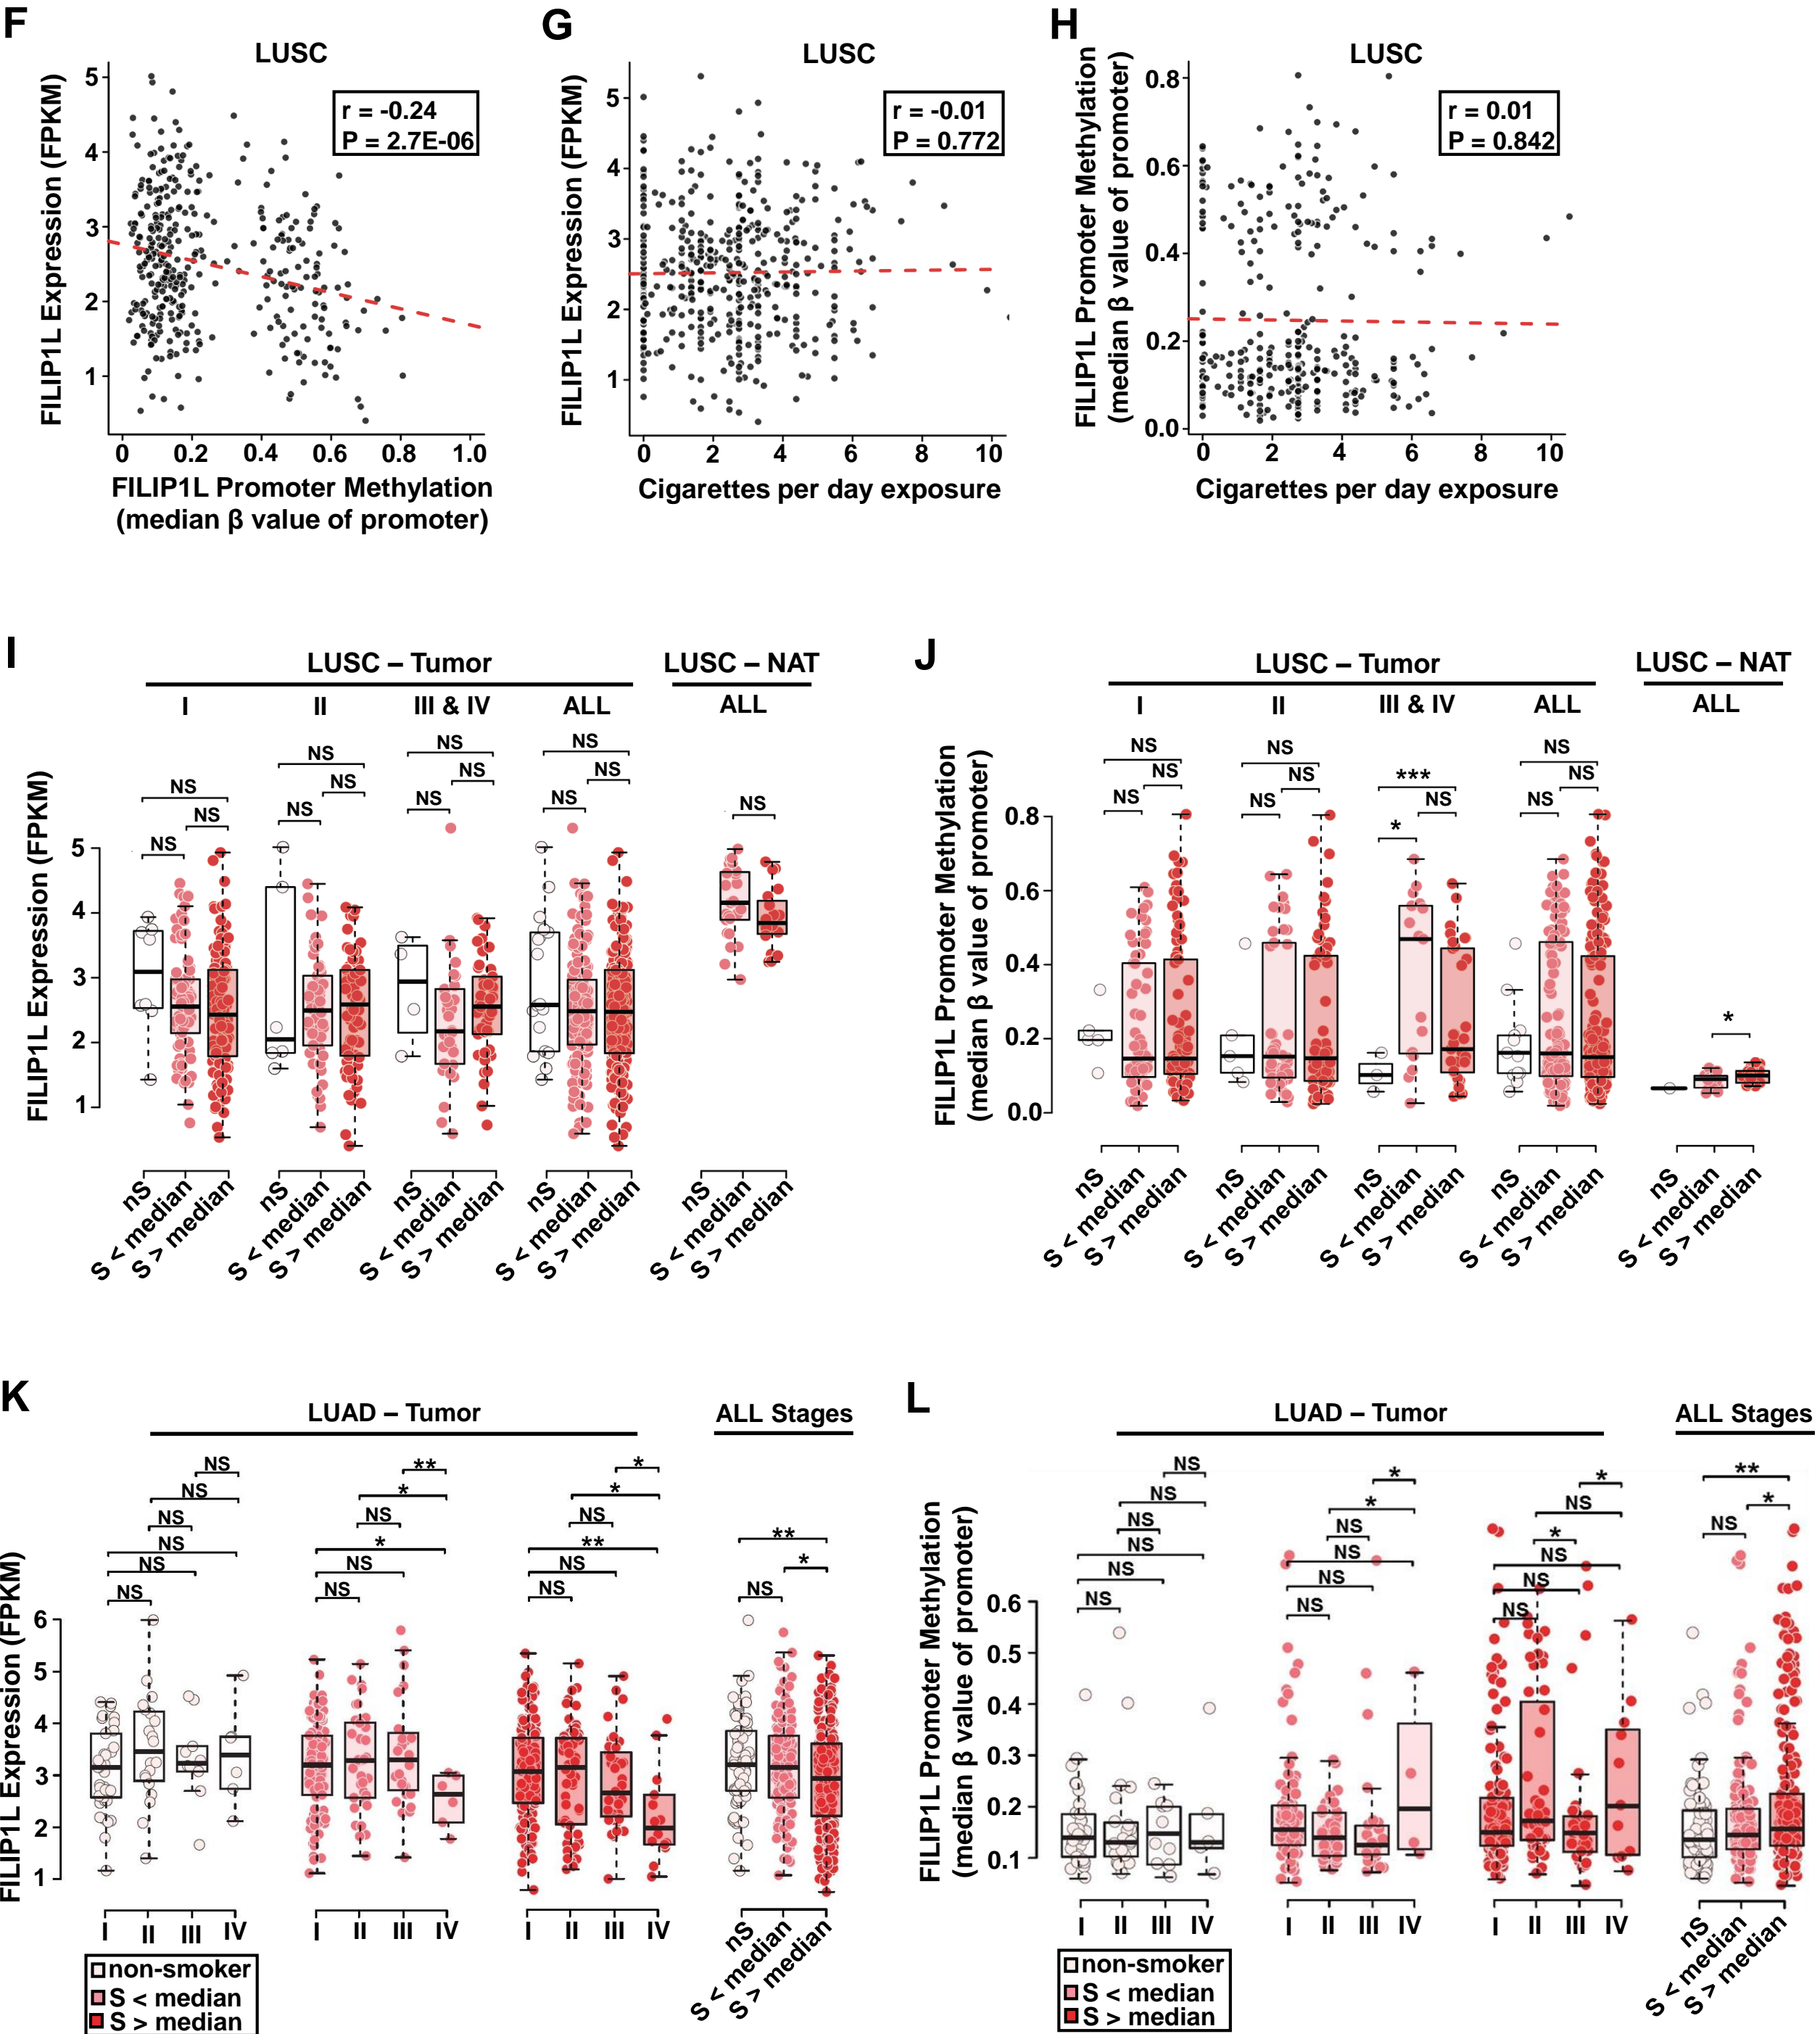

**Supplementary Figure S1. (A-B)** Experimental details were followed as described in **Figure 1A-B**. **(A)** FILIP1L mRNA expression between tumor and normal tissues from LUSC patients were compared. Plots shown are comparison between tumors and normal lungs (**Left panel**) or between paired tumors and NATs (**Right panel**). **(B)** Overall survival of LUSC patients whose FILIP1L expression was either low or high was analyzed in Kaplan–Meier plots. Cutoff values of 1007 were determined by auto select best cutoff option. Using the selected parameters, the analysis was run on 524 patients. **(C-D)** FILIP1L mRNA expression between tumor and normal tissues from various cancer types were compared. Plots shown are comparison between tumors and normal lungs (**C**) or between paired tumors and NATs (**D**). The followings are TCGA Study Abbreviations (<https://gdc.cancer.gov/resources-tcga-users/tcga-code-tables/tcga-study-abbreviations>). **ACC**: Adrenocortical carcinoma; **BLCA**: Bladder Urothelial Carcinoma; **BRCA**: Breast invasive carcinoma; **CESC**: Cervical squamous cell carcinoma and endocervical adenocarcinoma; **CHOL**: Cholangiocarcinoma; **COAD**: Colon adenocarcinoma; **DLBC**: Lymphoid Neoplasm Diffuse Large B-cell Lymphoma; **ESCA**: Esophageal carcinoma; **GBM**: Glioblastoma multiforme; **HNSC**: Head and Neck squamous cell carcinoma; **KICH**: Kidney Chromophobe; **KIRC**: Kidney renal clear cell carcinoma; **KIRP**: Kidney renal papillary cell carcinoma; **LAML**: Acute Myeloid Leukemia; **LGG**: Brain Lower Grade Glioma; **LIHC**: Liver hepatocellular carcinoma; **LUAD**: Lung adenocarcinoma; **LUSC**: Lung squamous cell carcinoma; **OV**: Ovarian serous cystadenocarcinoma; **PAAD**: Pancreatic adenocarcinoma; **PCPG**: Pheochromocytoma and Paraganglioma; **PRAD**: Prostate adenocarcinoma; **READ**: Rectum adenocarcinoma; **SARC**: Sarcoma; **SKCM**: Skin Cutaneous Melanoma; **STAD**: Stomach adenocarcinoma; **TGCT**: Testicular Germ Cell Tumors; **THCA**: Thyroid carcinoma; **THYM**: Thymoma; **UCEC**: Uterine Corpus Endometrial Carcinoma; **UCS**: Uterine Carcinosarcoma. **(E)** Experimental details were followed as described in **Figure 1C**. Relationship between FILIP1L mRNA expression (x axis) and FILIP1L promoter methylation (y axis) is shown in cell lines derived from LUSC (P values shown are by Spearman's rank correlation method). The x axis represents FILIP1L mRNA expression of log2 fold changes from RNA-Seq data. The y axis represents percent methylation of the average overall methylation for all available CG sites in FILIP1L promoter. **(F-H)** LUSC samples from TCGA databases were analyzed for the relationship between **(F)** FILIP1L promoter methylation (x axis; median  $\beta$  value of FILIP1L promoter methylation) and FILIP1L mRNA expression (y axis; FPKM values from RNA-Seq data); **(G)** the daily amount of cigarette exposures (x axis) and FILIP1L mRNA expression (y axis); **(H)** the daily amount of cigarette exposures (x axis) and FILIP1L promoter methylation (y axis). **(I-J)** **(I)** FILIP1L mRNA expression or **(J)** FILIP1L promoter methylation was compared between non-smokers (nS), smokers exposed less than the median of tobacco dose (S < median) and smokers exposed more than the median of tobacco dose (S > median) in the stage I-IV tumors of LUSC patients. Comparison in the samples with all stages and NATs are also shown. Note that the plot for nS group in LUSC-NAT in panel **I** is missing due to non-availability of sample. **(K-L)** **(K)** FILIP1L mRNA expression or **(L)** FILIP1L promoter methylation was compared among different stage tumors from LUAD patients of non-smokers (nS), smokers exposed less than the median of tobacco dose (S < median) and smokers exposed more than the median of tobacco dose (S > median). \*, \*\*, \*\*\* and \*\*\*\* indicate P<0.05, P<0.01, P<0.001 and P<0.0001, respectively.

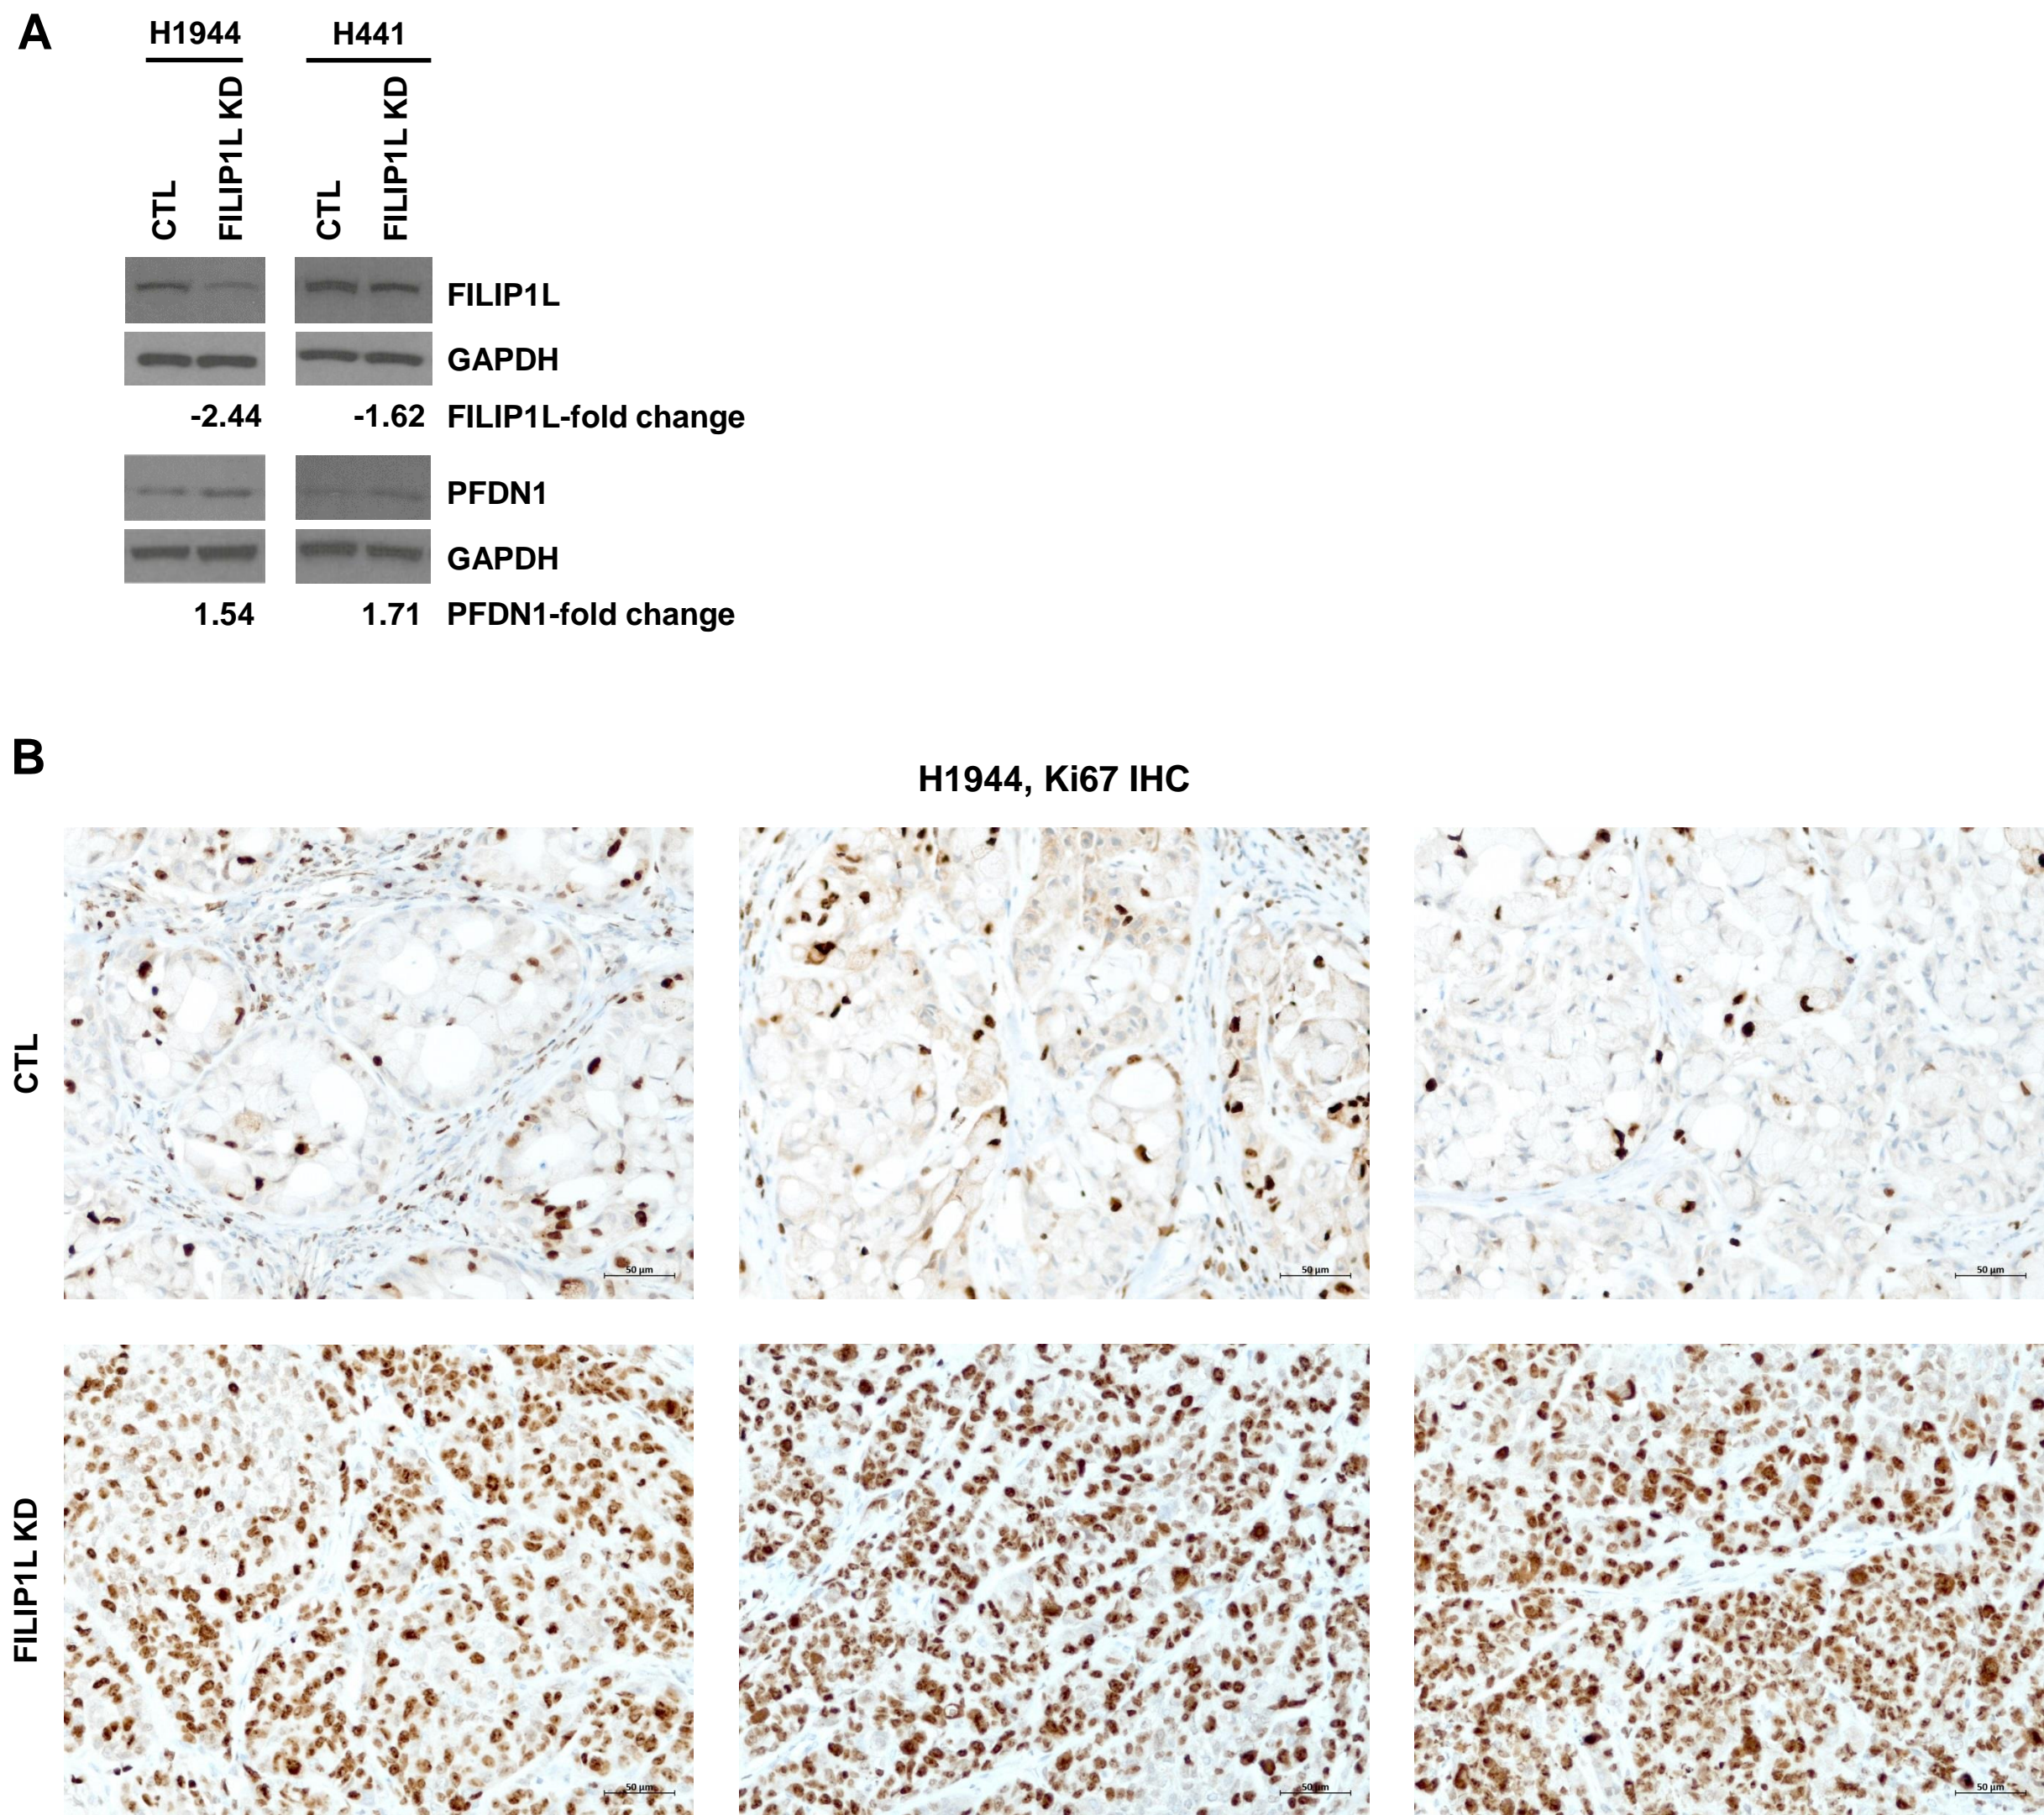

**Supplementary Figure S2.** FILIP1L knockdown was achieved by stable expression of Lentiviral shRNA in FILIP1L-high H1944 and H441 lung cancer cells. Pooled shRNAs from 4 different sequences for FILIP1L were used. Control clones were made with scrambled shRNA. **(A)** FILIP1L, PFDN1 and GAPDH control were detected by immunoblotting. By densitometric quantification, the ratio of FILIP1L/GAPDH and PFDN1/GAPDH was determined. Fold changes of either FILIP1L or PFDN1 in FILIP1L-knockdown (KD) clones over control (CTL) clones were calculated by dividing the ratio of either FILIP1L/GAPDH or PFDN1/GAPDH (KD/CTL). **(B)** Xenograft tumors from either control or FILIP1L-knockdown clones of H1944 were fixed and immunohistochemically stained for Ki67. Magnified images of Figure 2K are shown. Scale bar = 50  $\mu$ m.

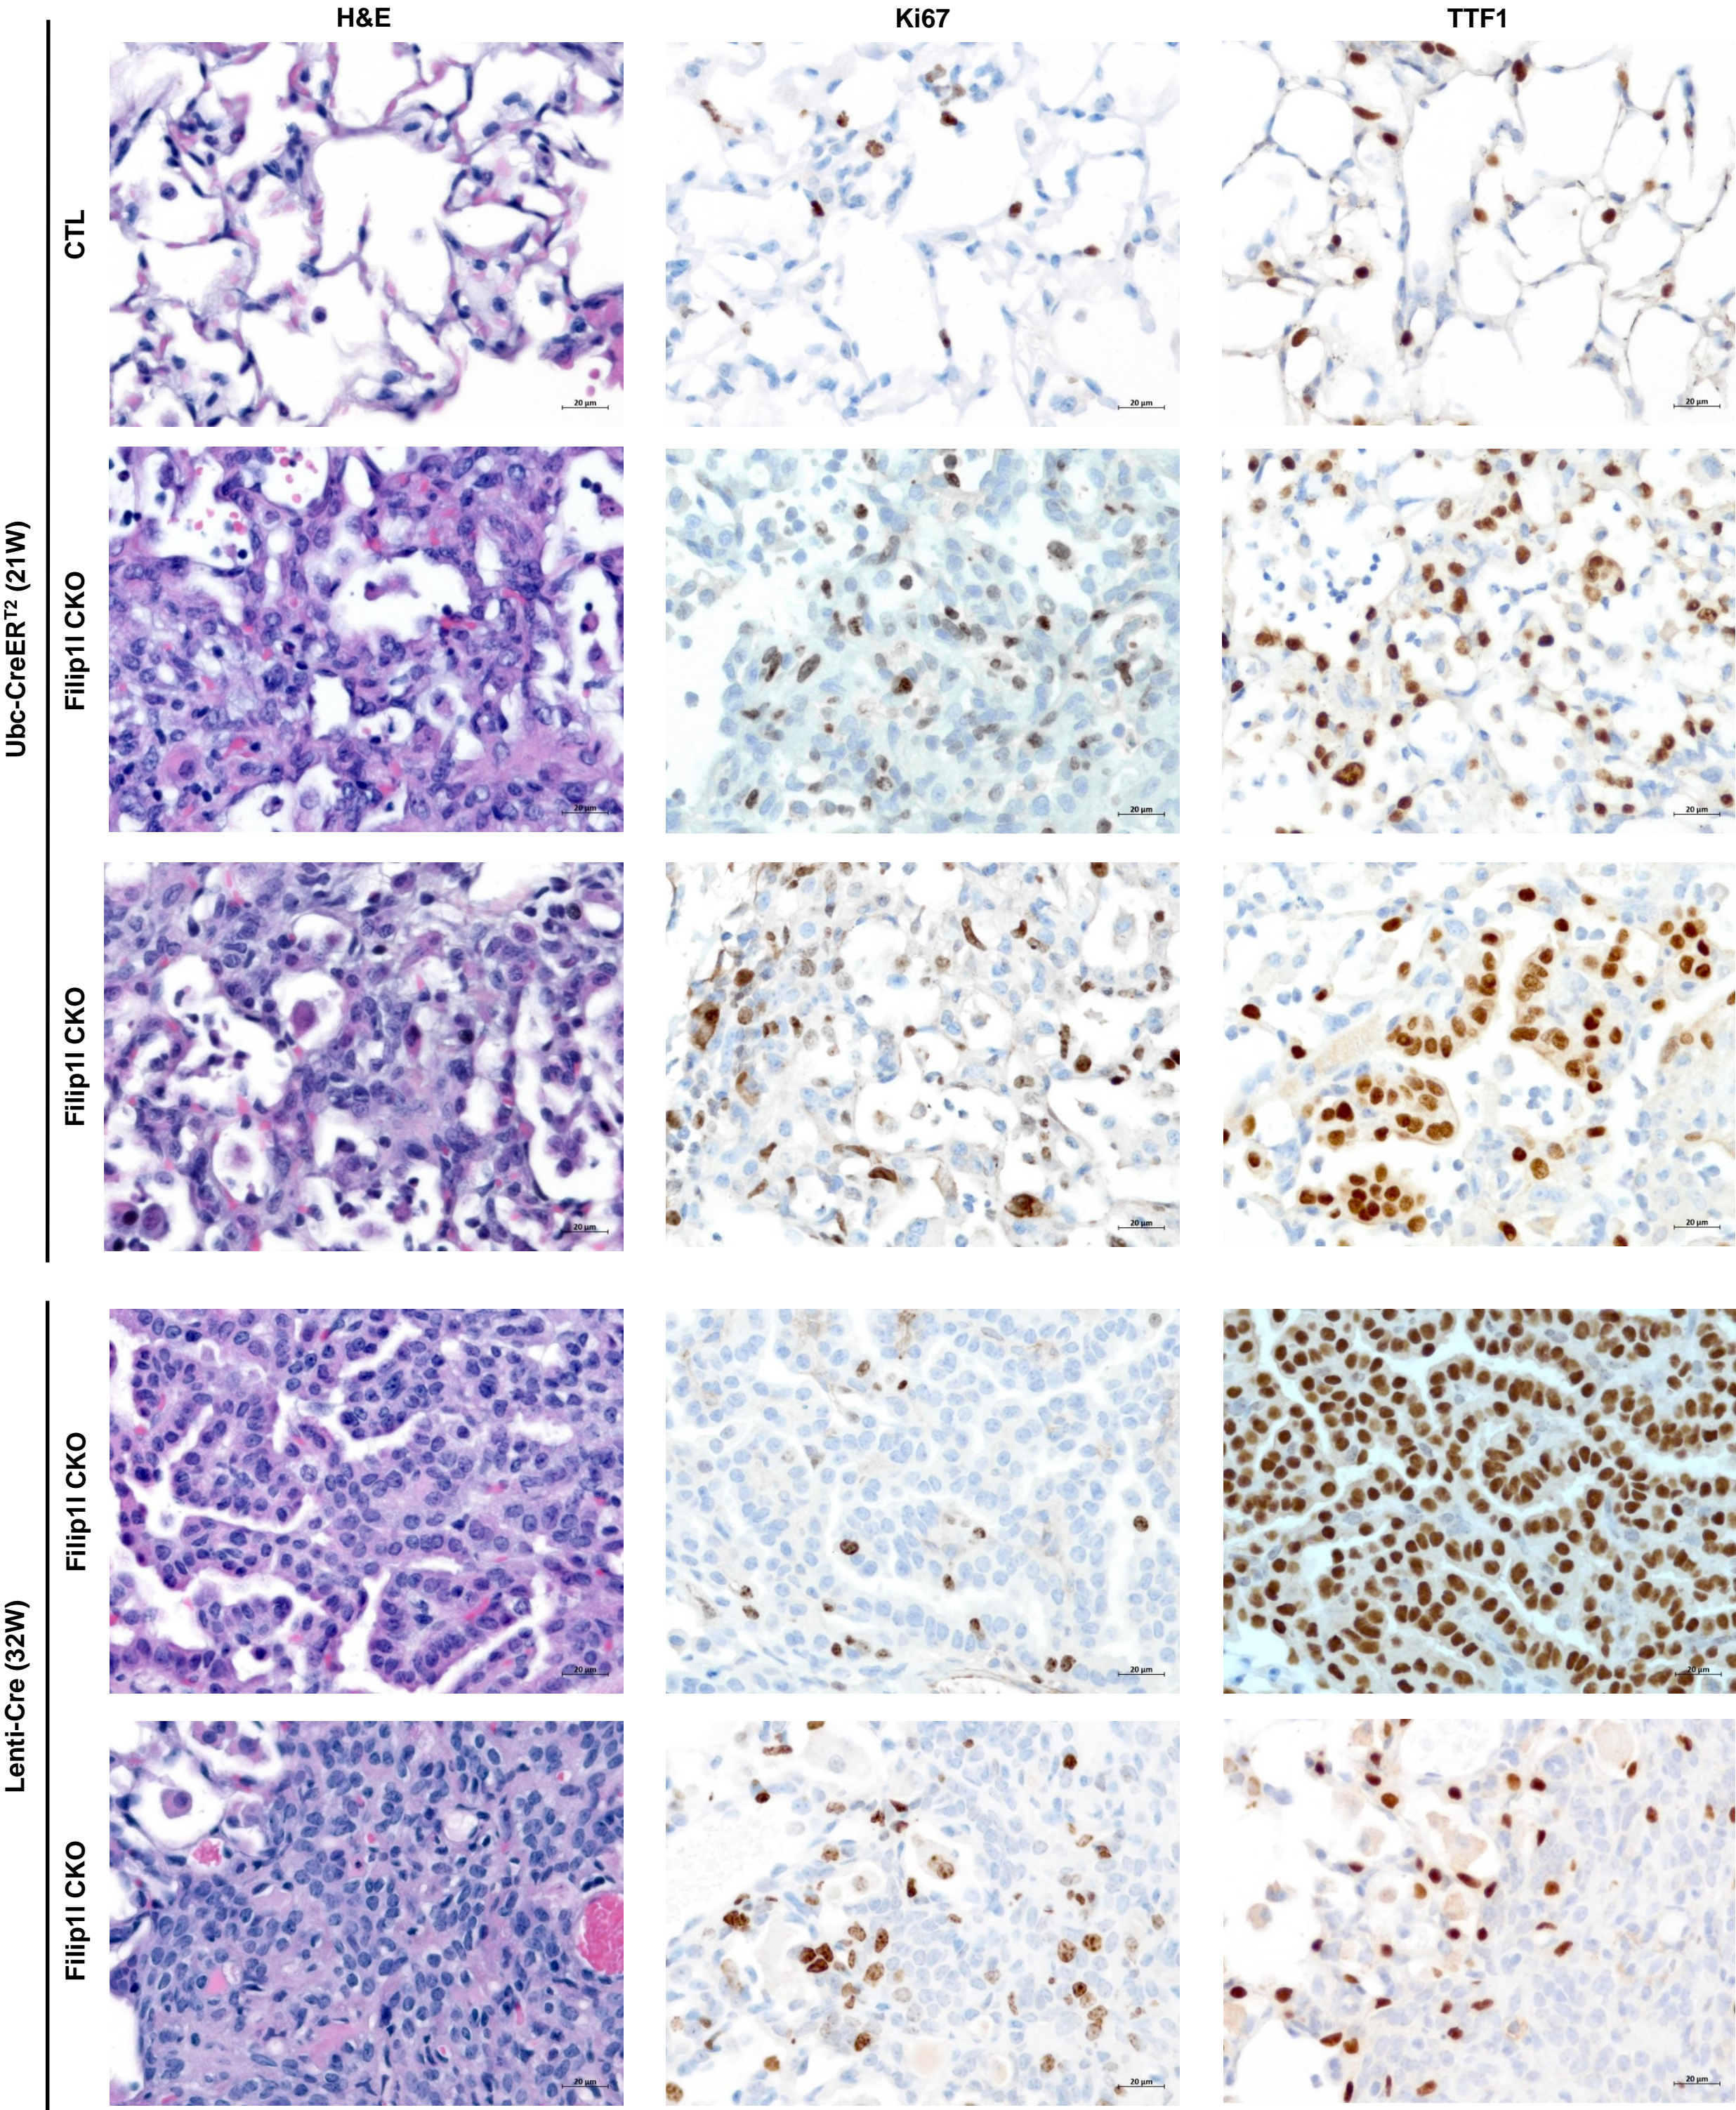

**Supplementary Figure S3.** Lung tissues from tamoxifen-treated Filip1<sup>fl/fl</sup> (CTL) and Filip1<sup>fl/fl</sup>; Ubc-CreER<sup>T2</sup> (CKO) mice sacrificed at 21 weeks, as well as Lenti-Cre-treated C57BL6/J (CTL) and Filip1<sup>fl/fl</sup> (CKO) mice sacrificed at 32 weeks, were fixed and stained with H&E. They were also immunohistochemically stained for Ki67 and TTF1. Magnified images of Figure 3C, F and G are shown. Scale bar = 20  $\mu$ m.

FILIP1L IHC

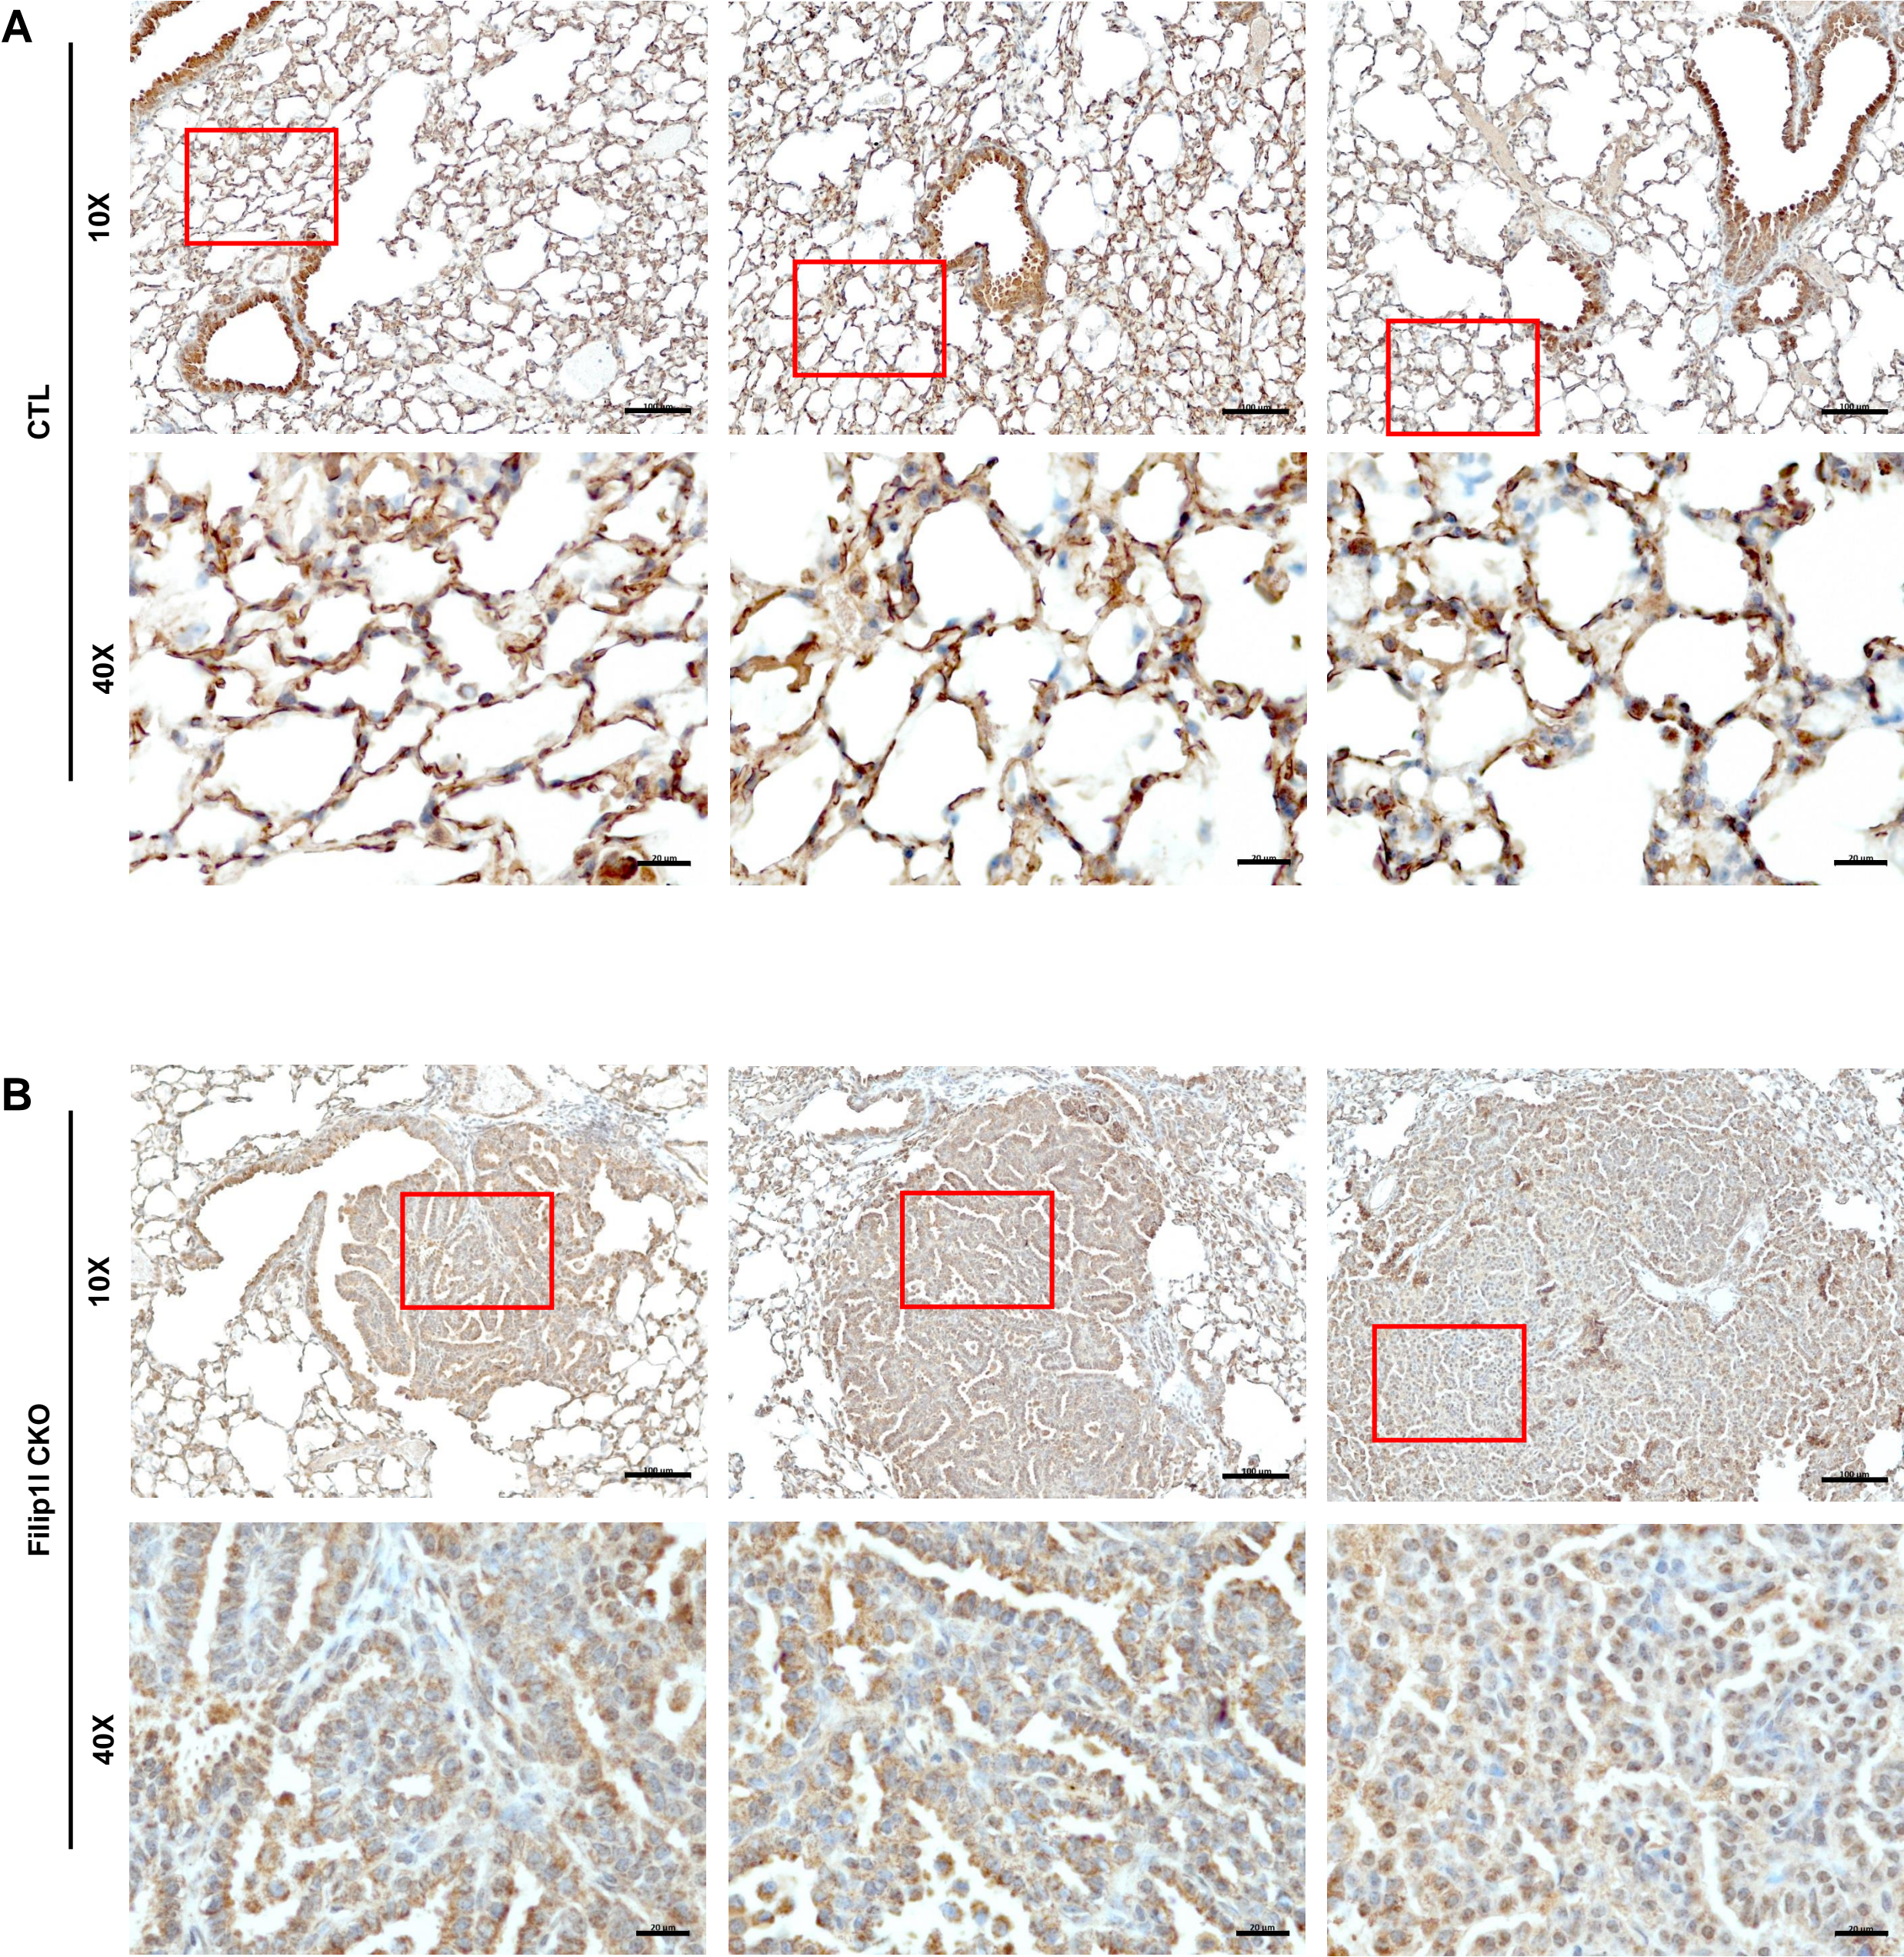

**Supplementary Figure S4.** Lung tissues from Lenti-Cre-treated C57BL6/J (CTL) **(A)** and Filip11<sup>fl/fl</sup> (CKO) **(B)** mice sacrificed at 32 weeks, were fixed and immunohistochemically stained for FILIP1L. Magnified images (40X) from the boxed areas are also shown. Scale bar = 100 μm (10X images); 20 μm (40X images).

A

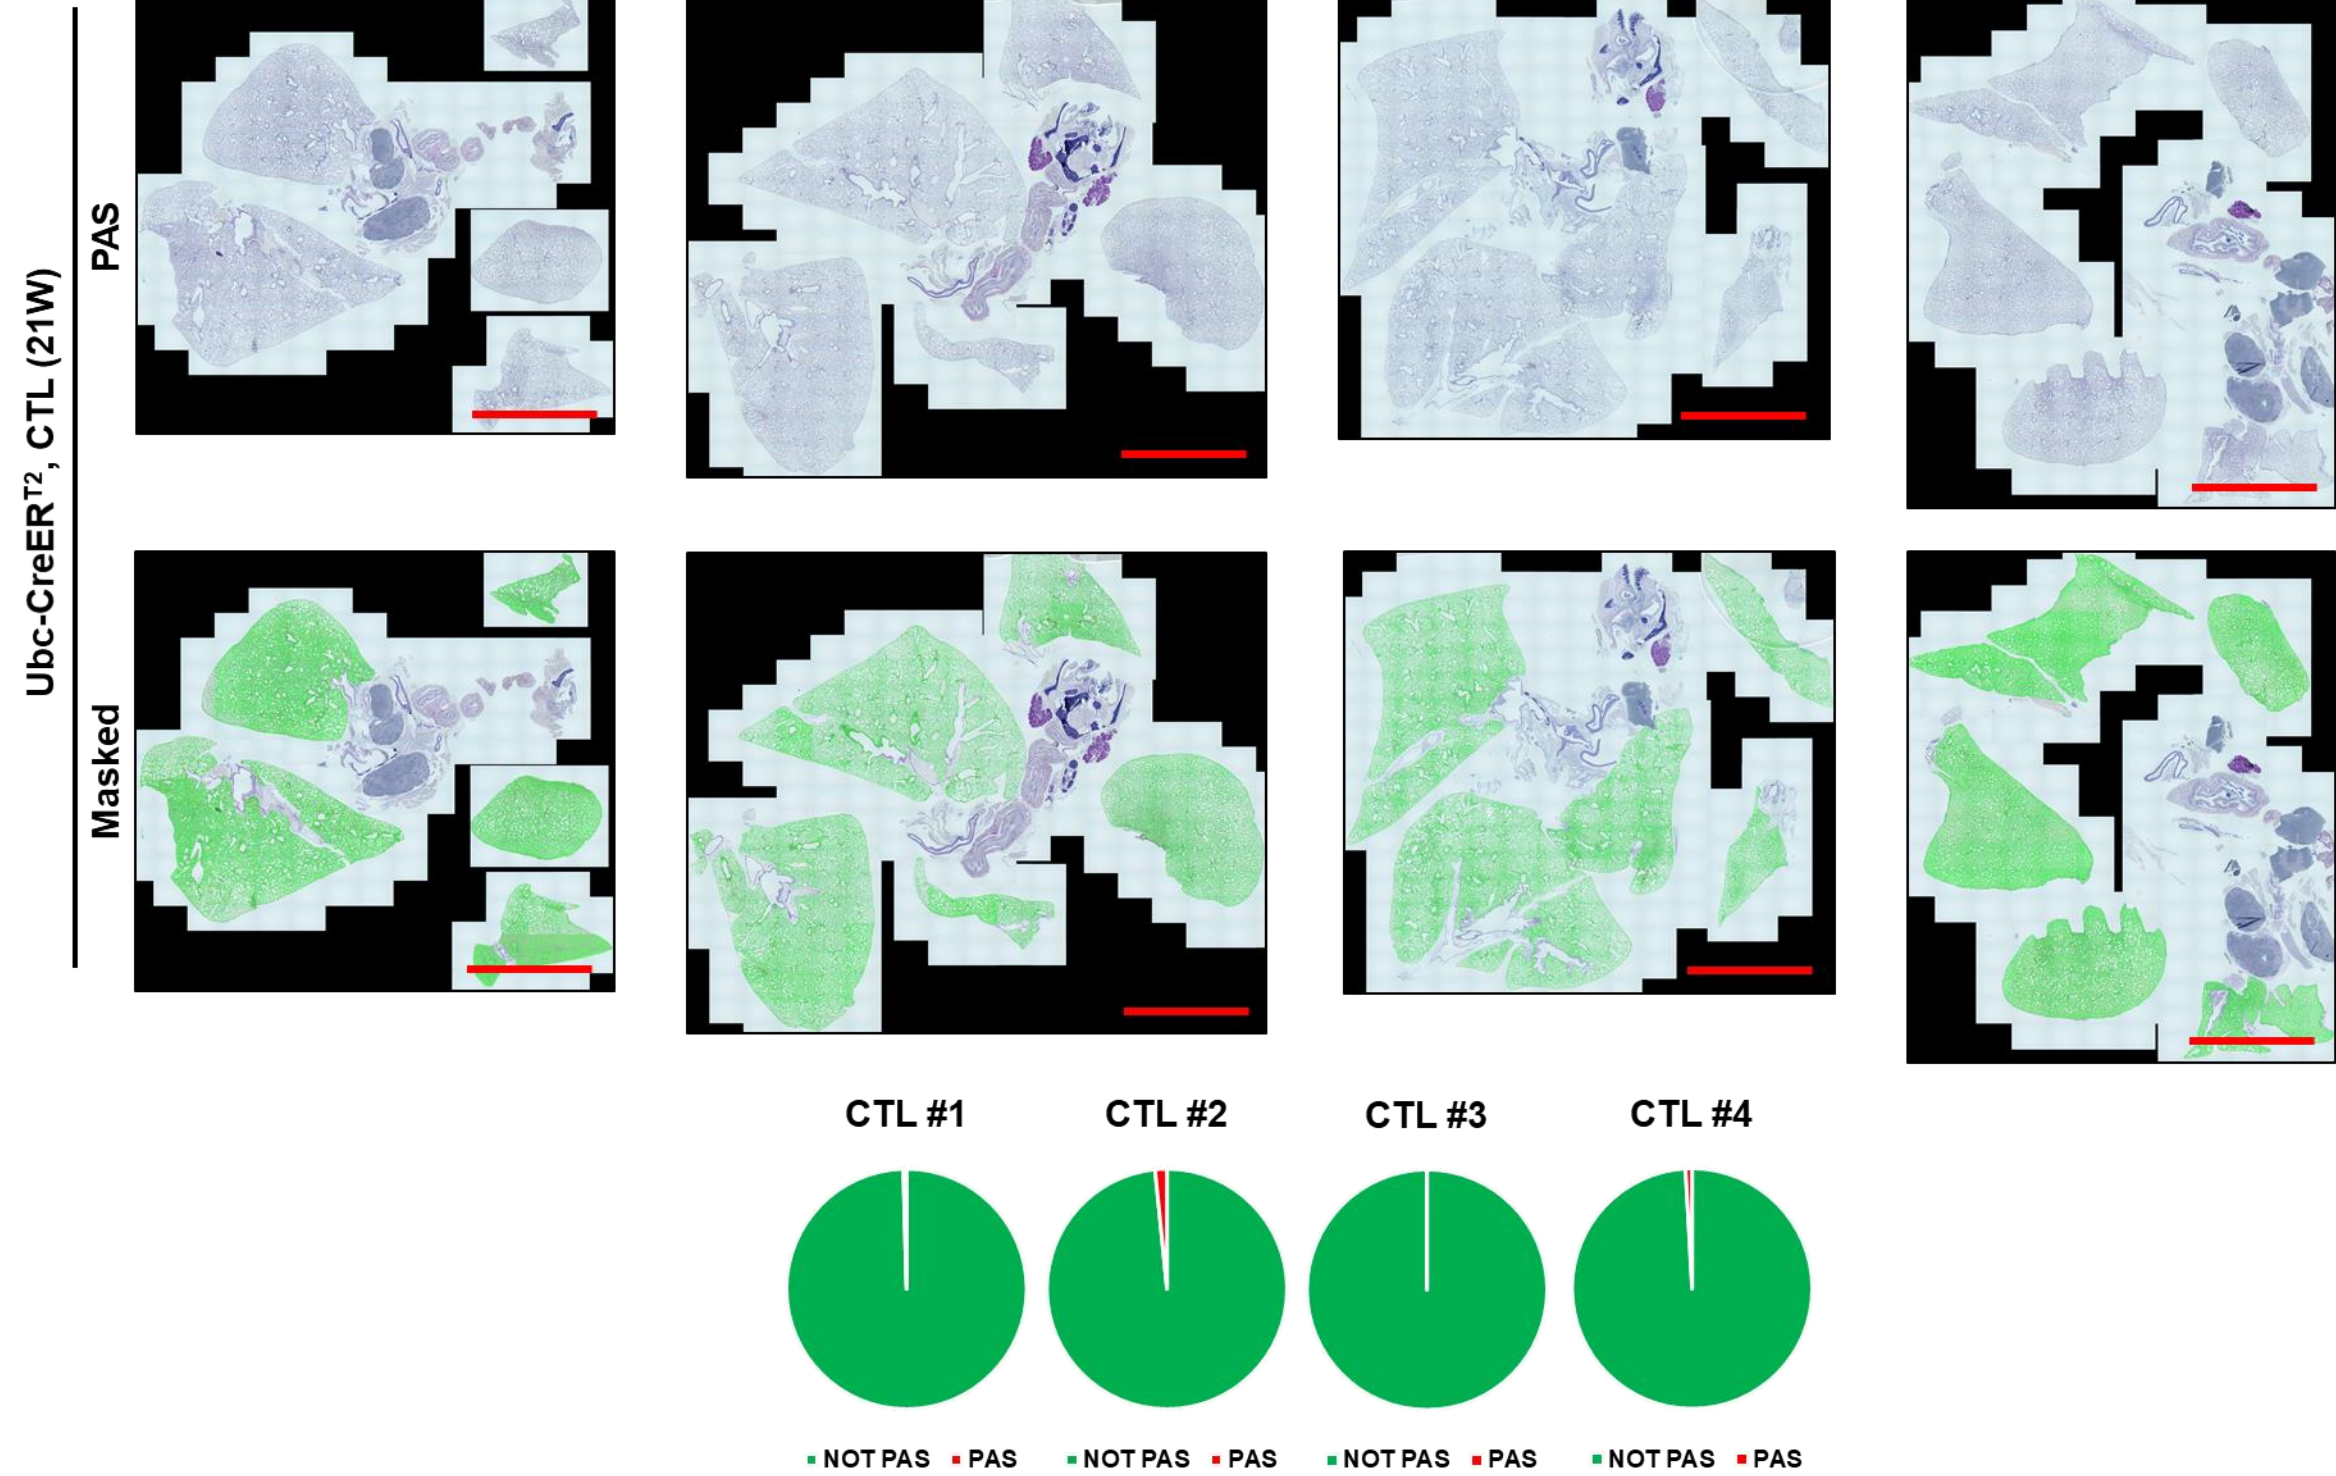

B

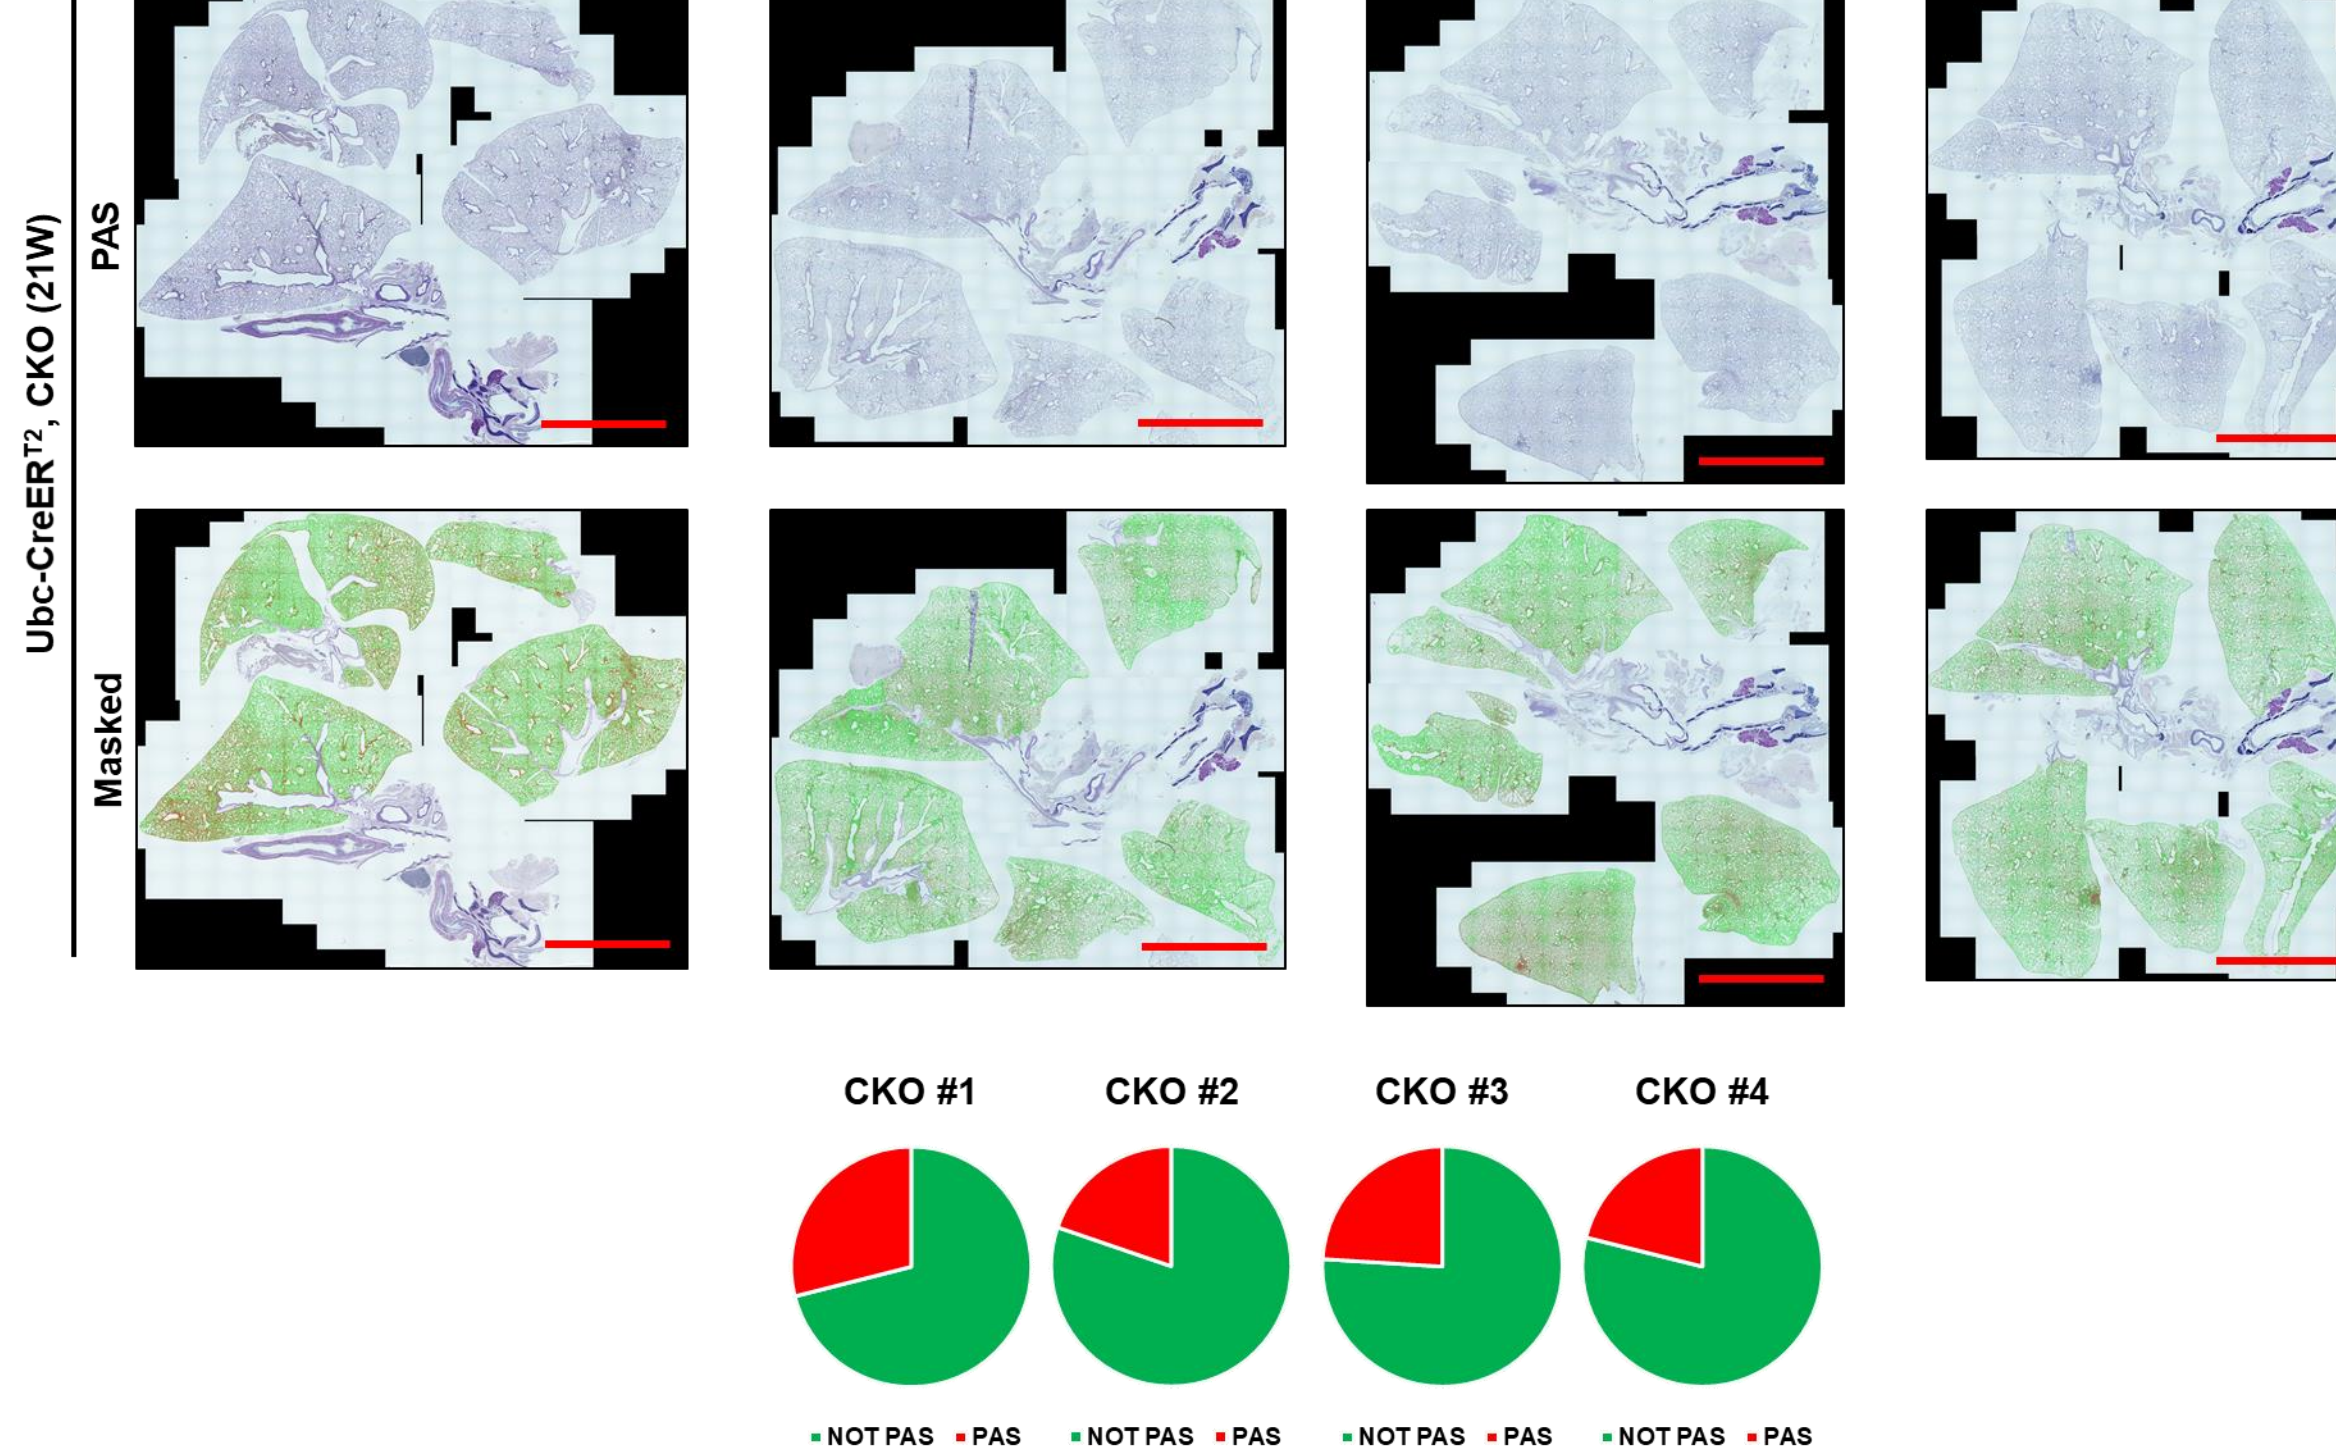

**Supplementary Figure S5.** Tamoxifen-treated Filip1<sup>fl/fl</sup> (CTL) and Filip1<sup>fl/fl</sup>; Ubc-CreER<sup>T2</sup> (CKO) mice were sacrificed at 21 weeks, and the lung tissues were subjected to PAS staining. Stitched images of lungs from four representative mice from either CTL (A) or Filip1 CKO (B) groups are shown. Within each panel, the upper images show the original PAS staining, and the lower images show masked images where PAS-positive and -negative areas are represented by red and green colors, respectively. Quantified PAS-positive areas (out of total lung areas) are also shown in red color in the diagram of bottom side. Scale bar = 5,000  $\mu$ m.

**A**

Ubc-CreER<sup>T2</sup>, CTL (29W)

Sirius Red

Masked

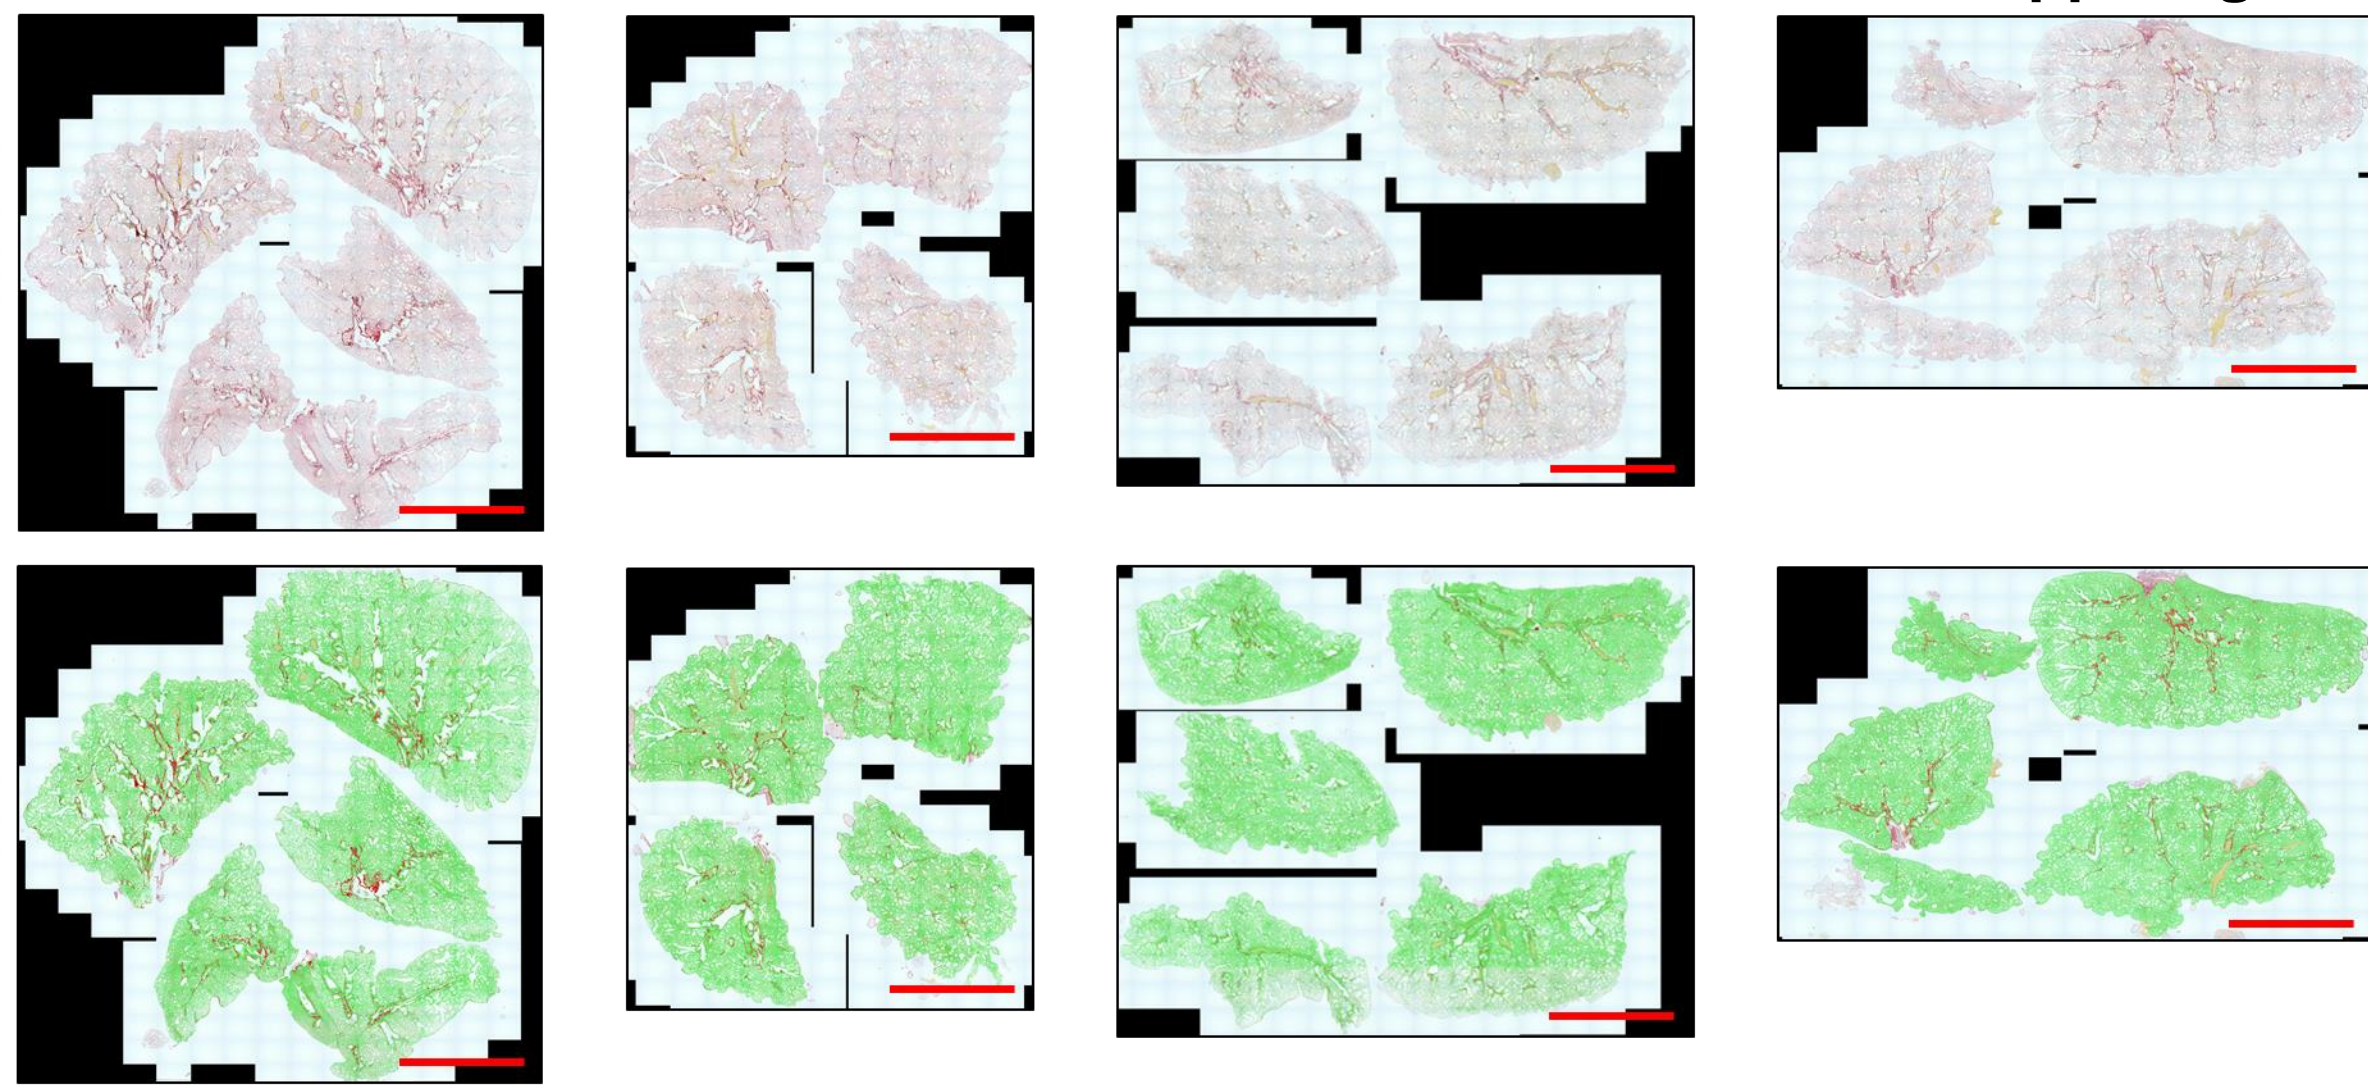

CTL #1

CTL #2

CTL #3

CTL #4

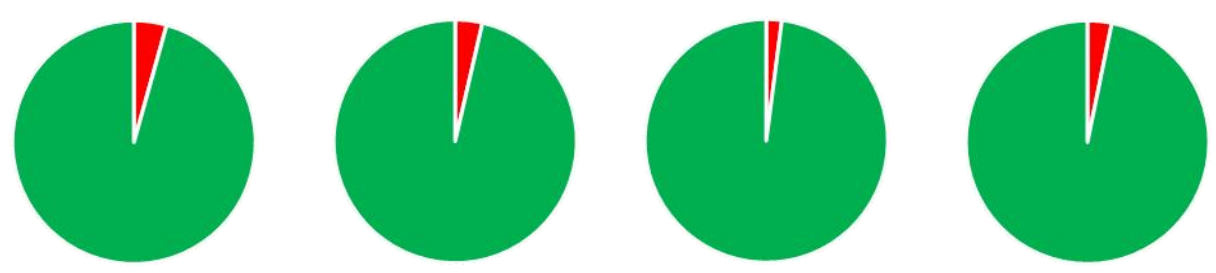

■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis

**B**

Ubc-CreER<sup>T2</sup>, CKO (29W)

Sirius Red

Masked

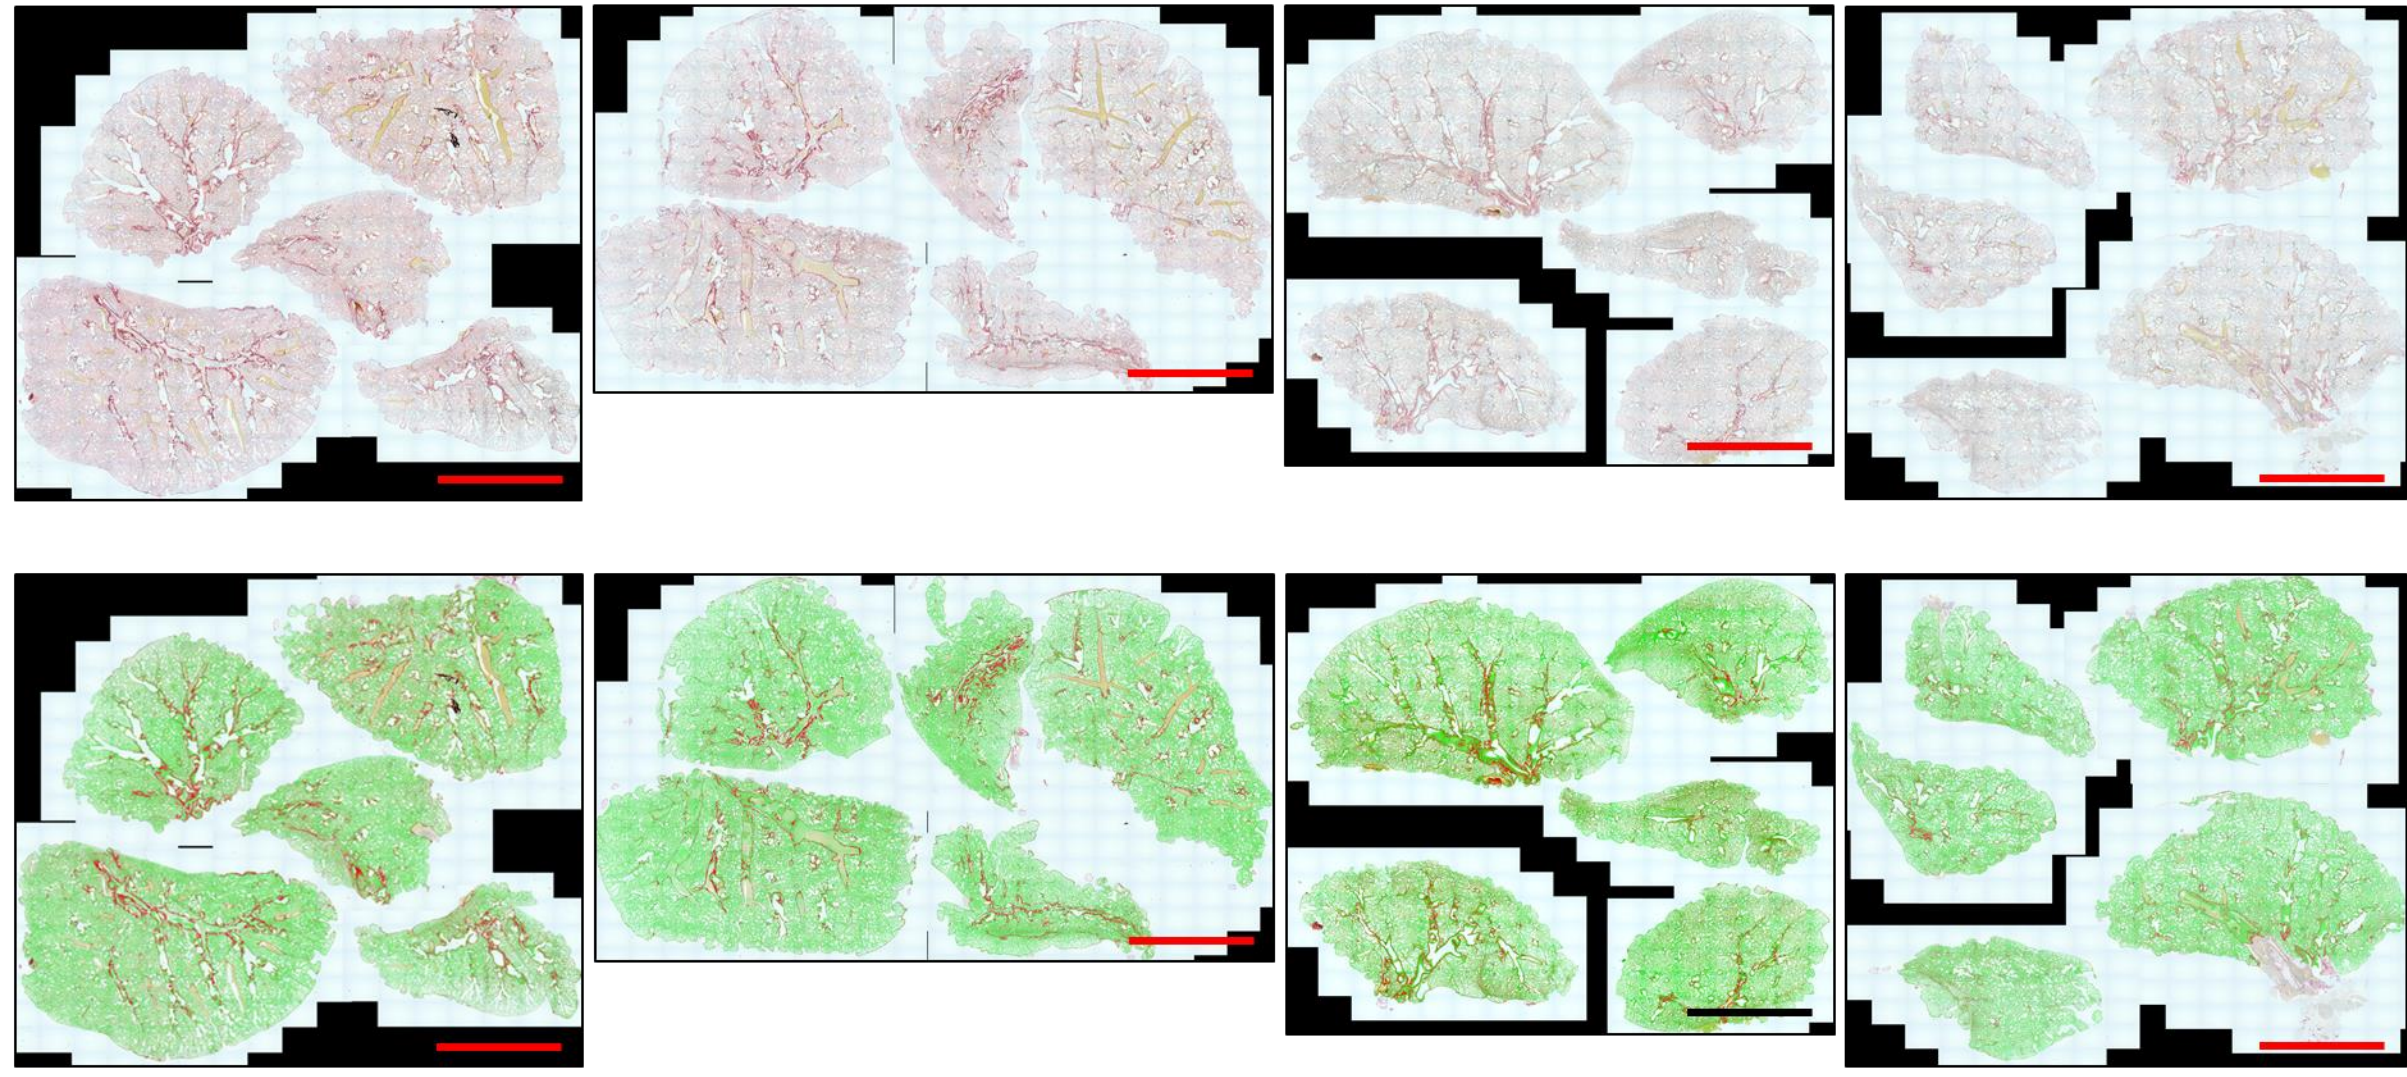

CKO #1

CKO #2

CKO #3

CKO #4

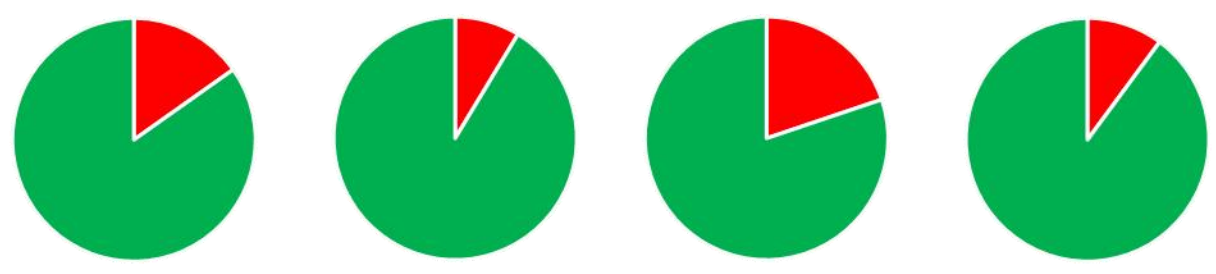

■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis ■ Fibrosis ■ Not Fibrosis

**Supplementary Figure S6.** Tamoxifen-treated *Filip1<sup>fl/fl</sup>* (CTL) and *Filip1<sup>fl/fl</sup>; Ubc-CreER<sup>T2</sup>* (CKO) mice were sacrificed at 29 weeks, and the lung tissues were subjected to Picro-Sirius Red staining. Stitched images of lungs from four representative mice from either CTL (**A**) or *Filip1* CKO (**B**) groups are shown. Within each panel, the upper images show the original Picro-Sirius Red staining, and the lower images show masked images where Picro-Sirius Red-positive and -negative areas are represented by red and green colors, respectively. Quantified Picro-Sirius Red-positive areas (out of total lung areas) are also shown in red color in the diagram of bottom side. Scale bar = 5,000  $\mu$ m.

CD45 IHC\_Stitched images of lungs from Lenti-Cre mice (32W)

A

Lobe 1

Lobe 2

Lobe 3

Lobe 4

Lobe 5

CTL #1

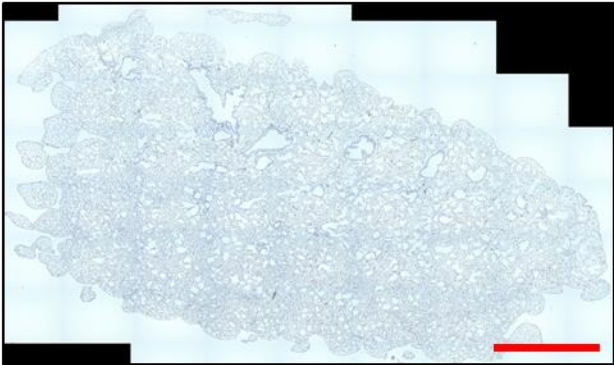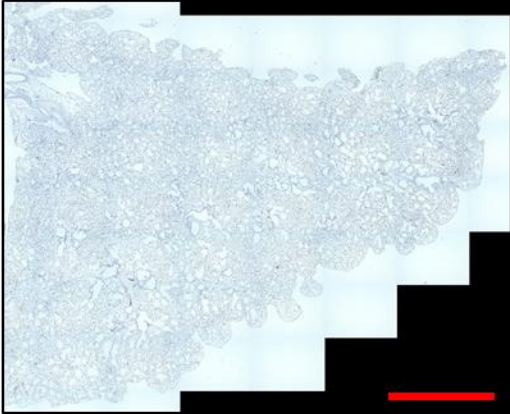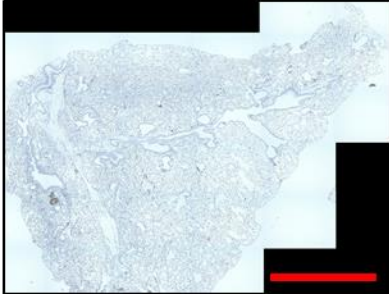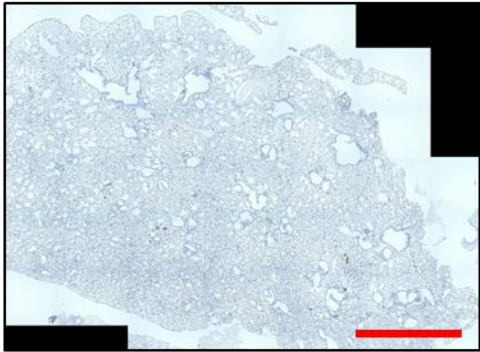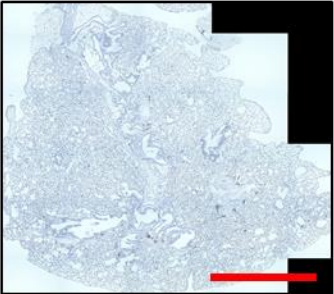

CTL #2

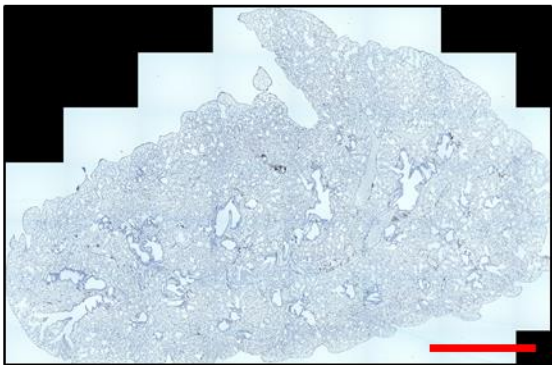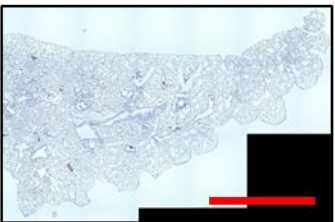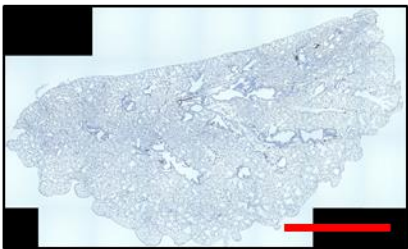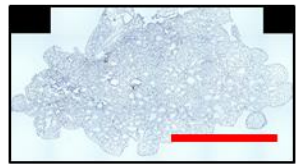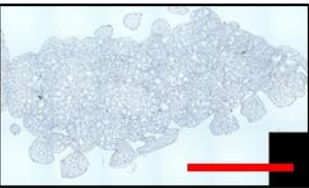

CTL #3

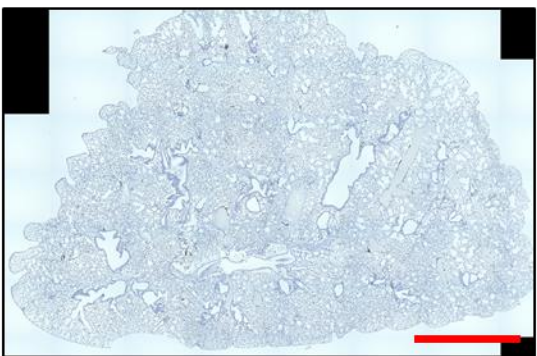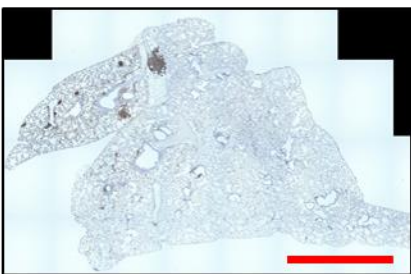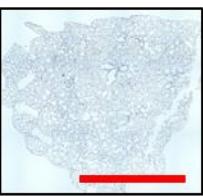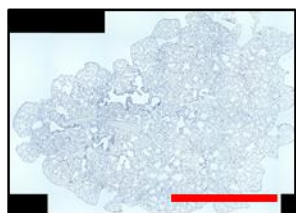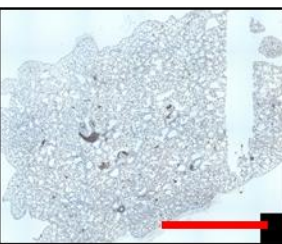

B

CKO #1

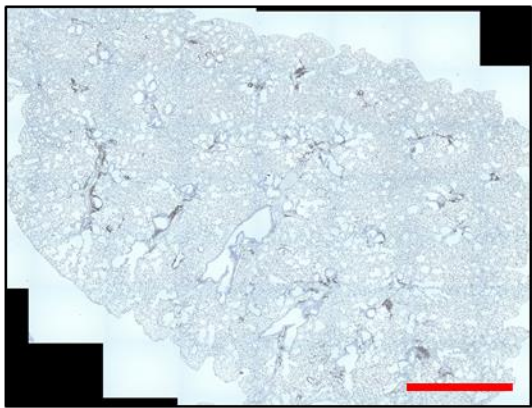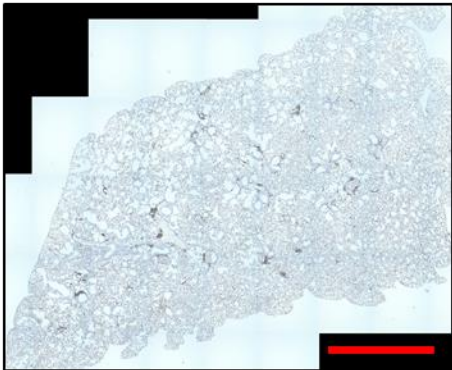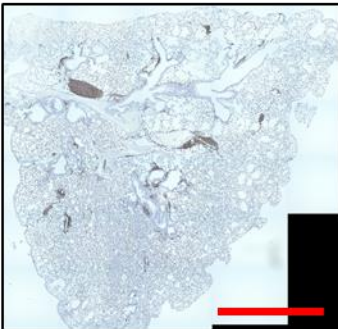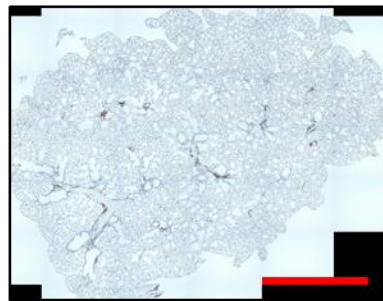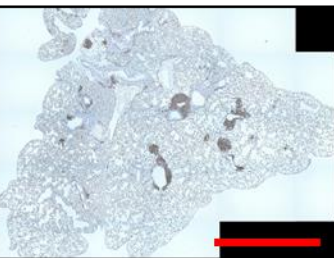

CKO #2

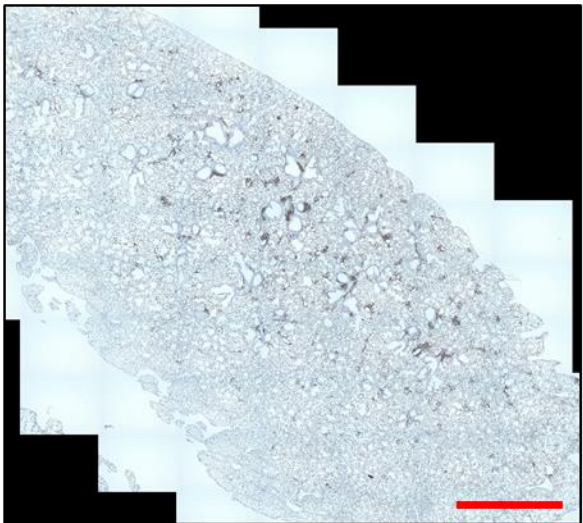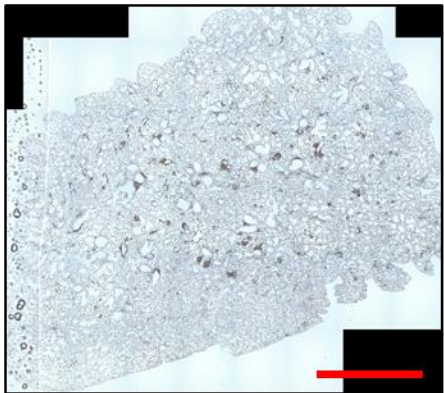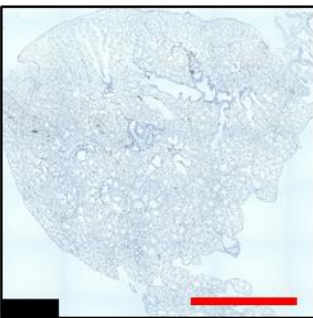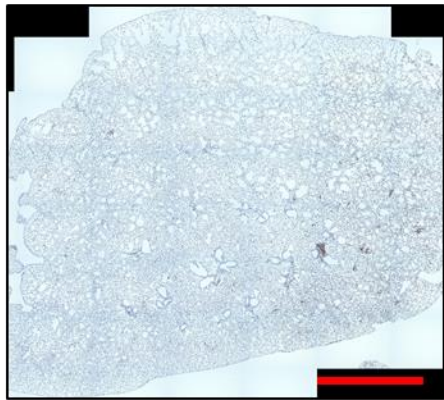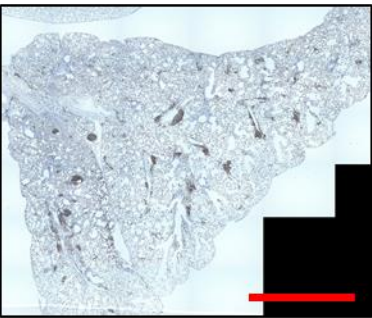

CKO #3

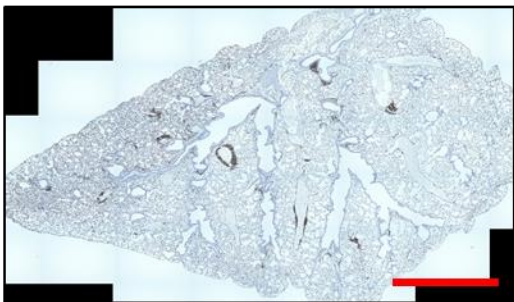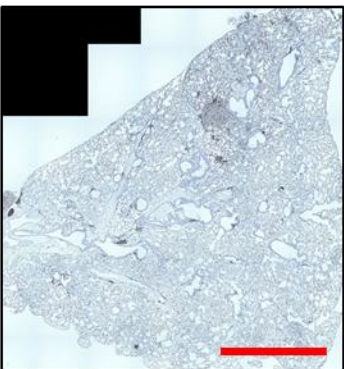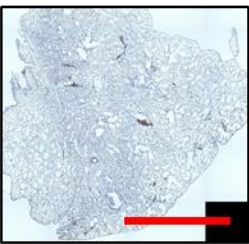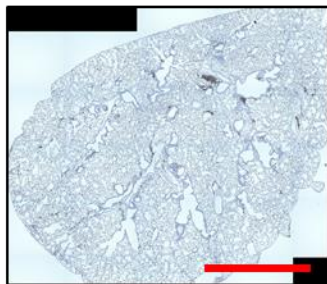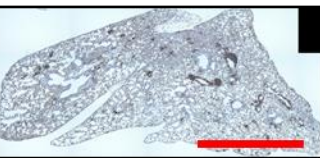

**Supplementary Figure S7.** Lenti-Cre-treated C57BL6/J (CTL) and Filip1<sup>fl/fl</sup> (CKO) mice were sacrificed at 32 weeks, and the lung tissues were immunohistochemically stained for CD45. Stitched images of CD45-stained all the lung lobes from three CTL and three Filip1 CKO mice are shown. Scale bar = 5,000  $\mu$ m.

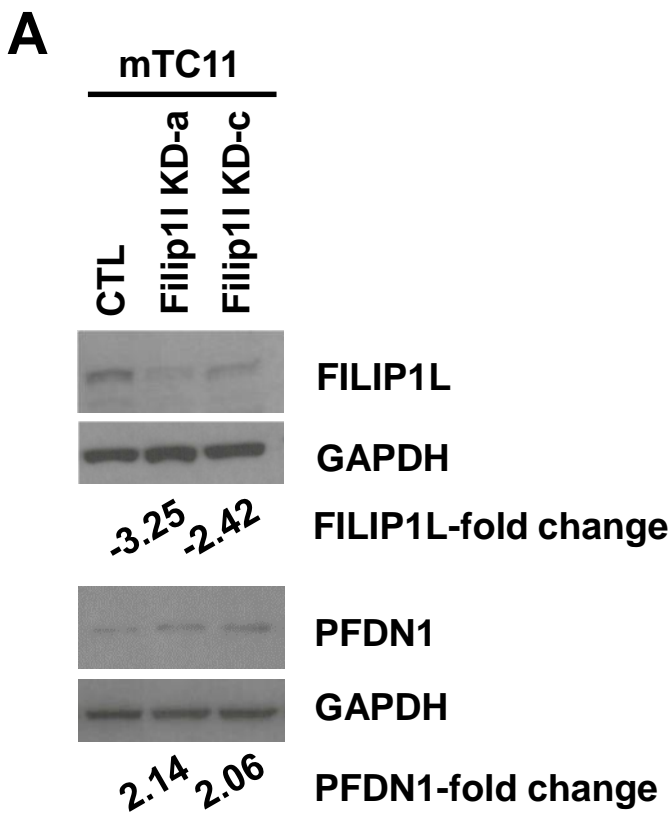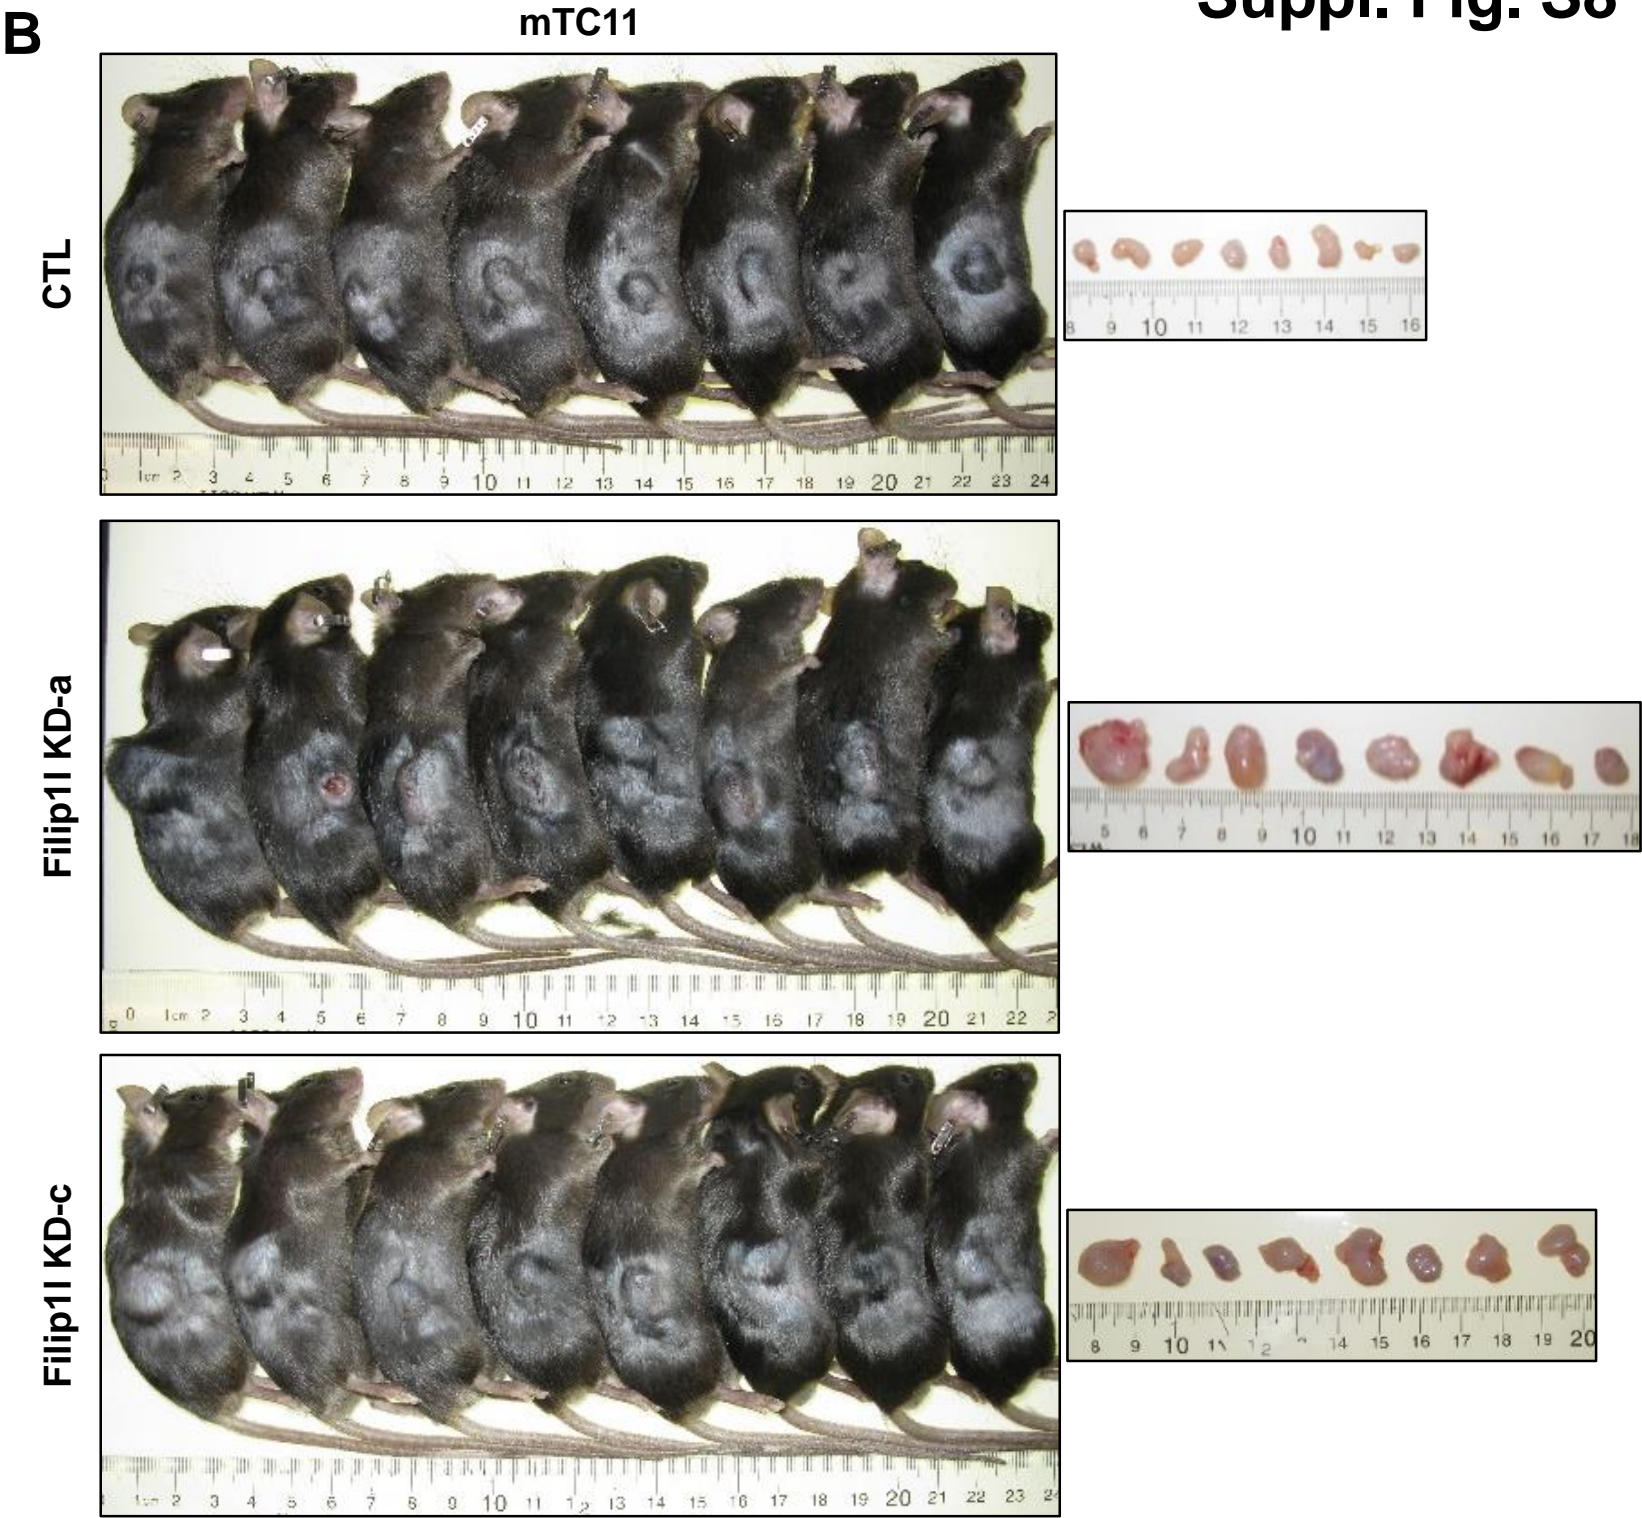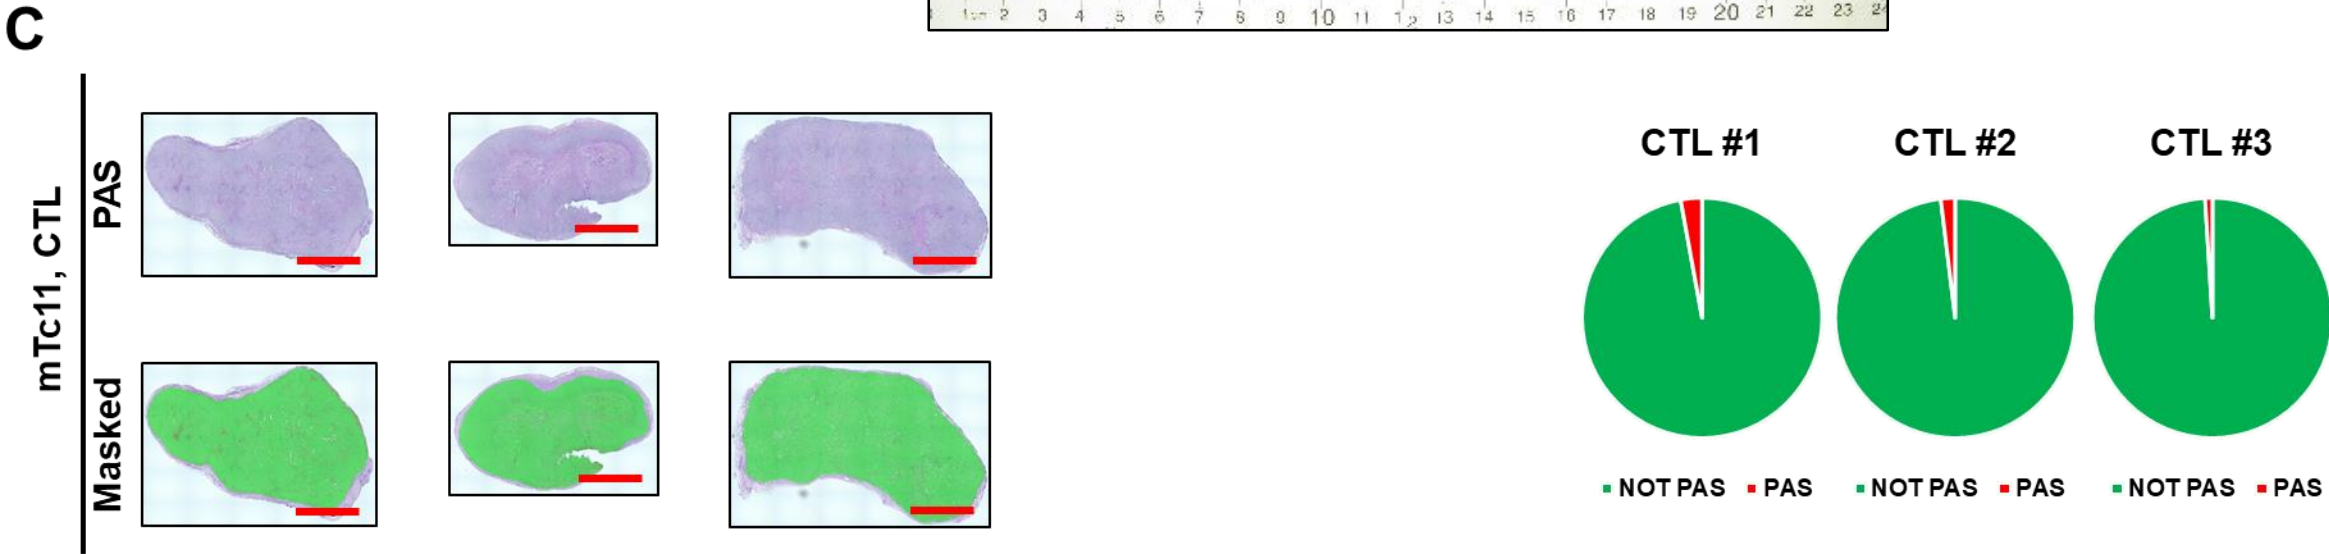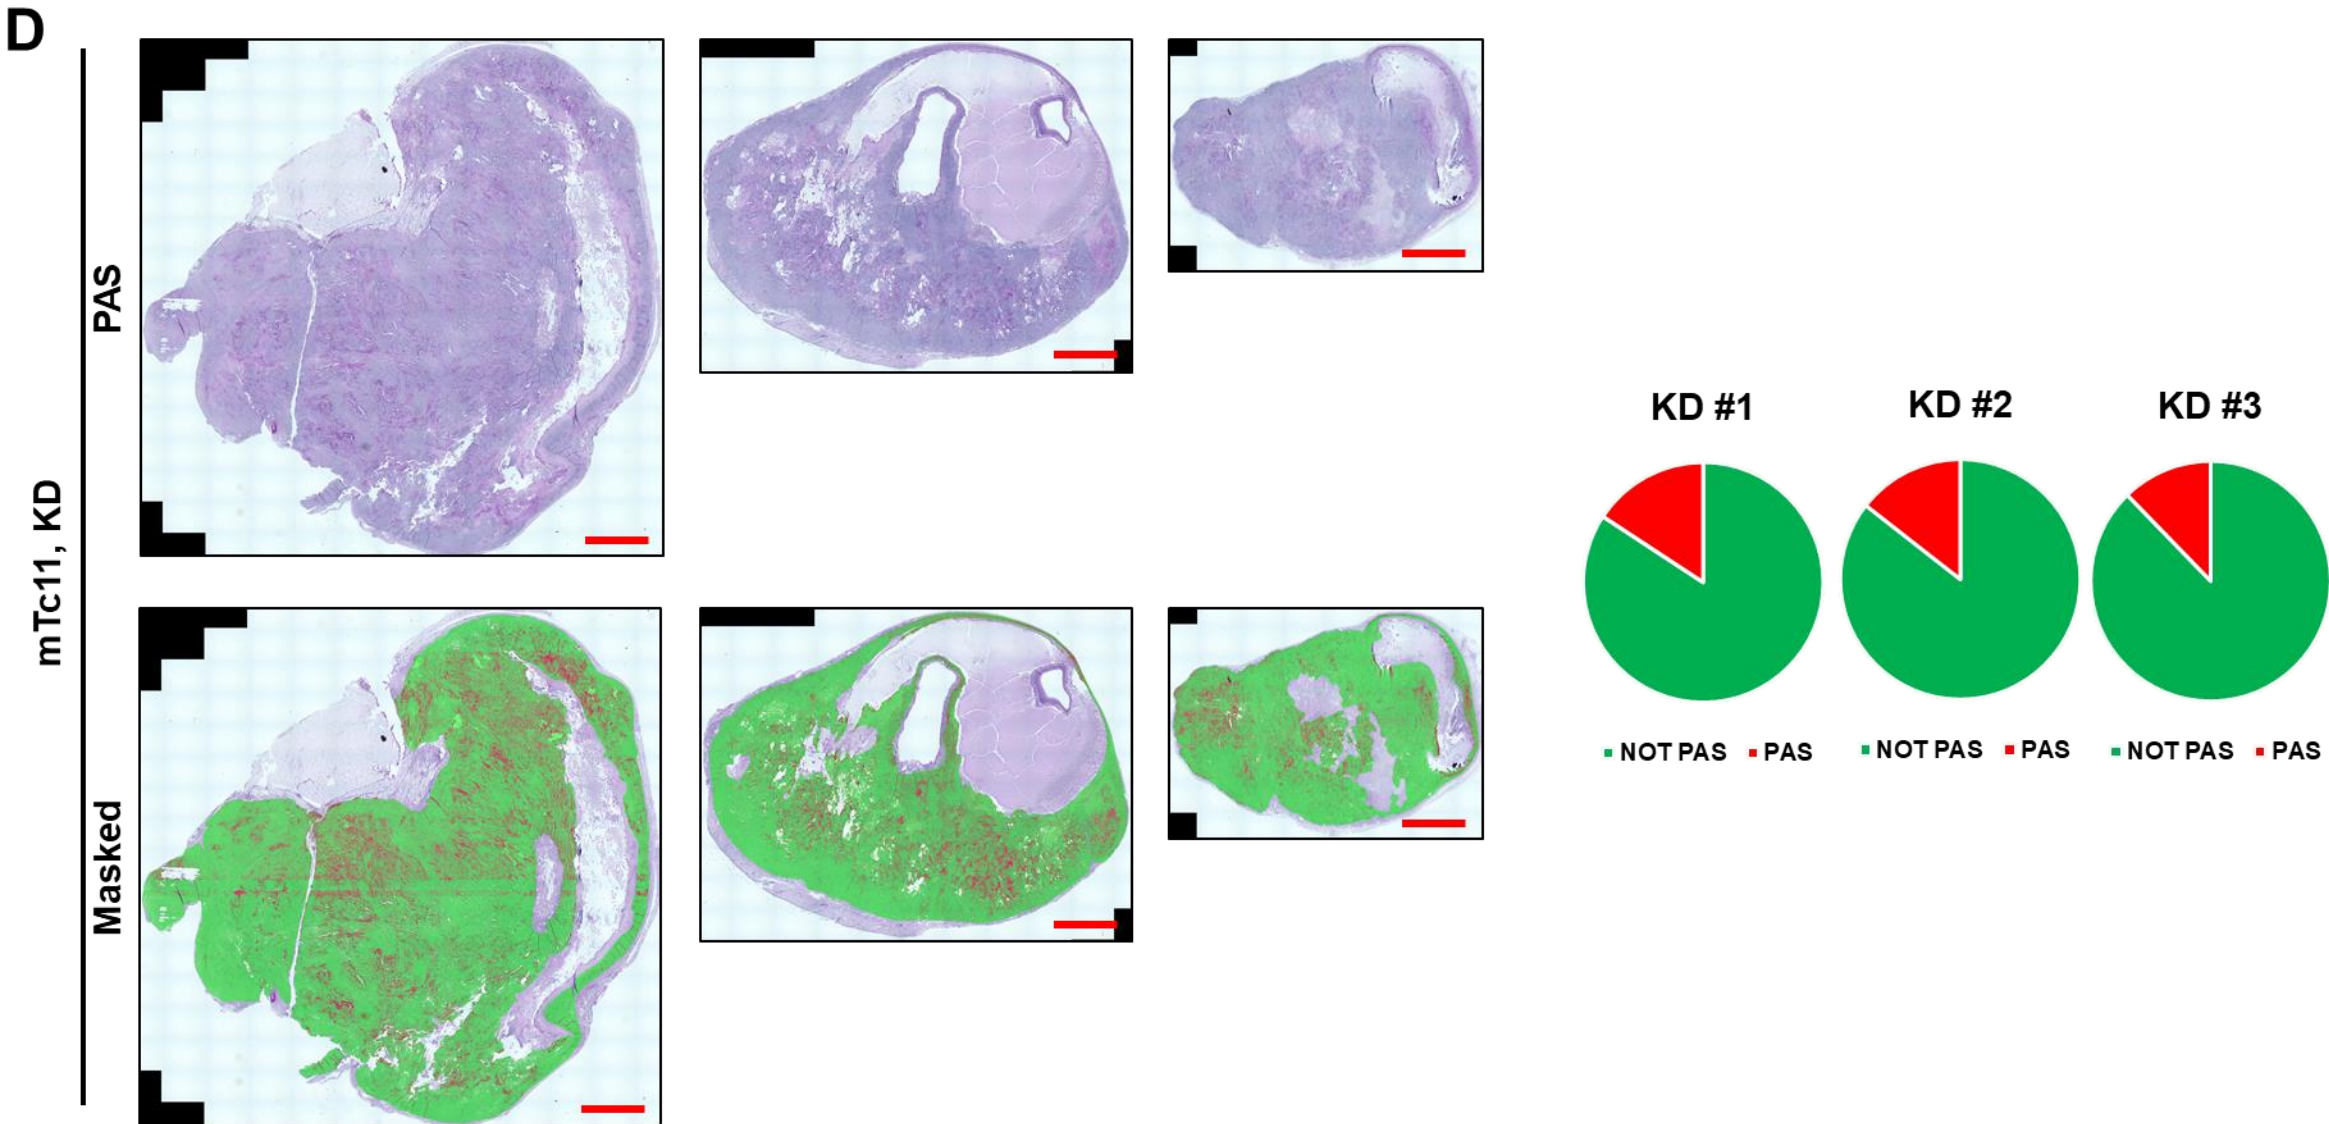

**Supplementary Figure S8. (A)** Filip1l knockdown was achieved by stable expression of Lentiviral shRNA in mTC11 mouse lung cancer cells. Two individual shRNA for Filip1l (constructs a and c) were used. Control clones were made with scrambled shRNA. FILIP1L, PFDN1 and GAPDH control were detected by immunoblotting. By densitometric quantification, the ratio of FILIP1L/GAPDH and PFDN1/GAPDH was determined. Fold changes of either FILIP1L or PFDN1 in Filip1l-knockdown (KD) clones over control (CTL) clones were calculated by dividing the ratio of either FILIP1L/GAPDH or PFDN1/GAPDH (KD/CTL). **(B-D)** mTC11 clones of either control (CTL) or Filip1l-knockdown (KD) derivatives were subcutaneously injected into the C57BL6/J mice (8 mice per cell line). **(B)** Pictures of mice and xenograft tumors at the time of sacrifice (24 days) are shown. **(C-D)** Stitched images of three representative tumors from either control **(C)** or Filip1l-knockdown **(D)** groups are shown. Within each panel, the upper images show the original PAS staining, and the lower images show masked images where PAS-positive and -negative areas are represented by red and green colors, respectively. Quantified PAS-positive areas (out of total tumor areas) are also shown in red color in the diagram of right side. Scale bar = 2,000  $\mu$ m.

A

Group 1: Basic Immunophenotyping (Lymphocytes, T cells, CD8+ T cells, CD4+ T cells, B cells and NK cells)

| Immunogen | Fluorescent Marker | Manufacturer   | Catalog#  |  |  |  |  |  |
|-----------|--------------------|----------------|-----------|--|--|--|--|--|
| Viability | eFluor 506         | Invitrogen     | 65086614  |  |  |  |  |  |
| CD45      | BUV 563            | BD Biosciences | 612924    |  |  |  |  |  |
| CD3e      | AF 700             | Biolegend      | 152316    |  |  |  |  |  |
| CD4       | BUV 737            | BD Biosciences | 612761    |  |  |  |  |  |
| CD8a      | BV 570             | Biolegend      | 100740    |  |  |  |  |  |
| CD19      | BUV 395            | BD Biosciences | 563557    |  |  |  |  |  |
| NKp46     | PE-Vio 770         | Miltenyi       | 130112203 |  |  |  |  |  |
|           |                    |                |           |  |  |  |  |  |

Group 2: T cell Function (Naive, Effector, Memory, Extravasation, Activation and Exhaustion Markers)

| Immunogen | Fluorescent Marker | Manufacturer | Catalog# |  |  |  |  |  |
|-----------|--------------------|--------------|----------|--|--|--|--|--|
| CD44      | BV 650             | Biolegend    | 103049   |  |  |  |  |  |
| CD62L     | APC/Fire 750       | Biolegend    | 104450   |  |  |  |  |  |
| PD1       | FITC               | Biolegend    | 135214   |  |  |  |  |  |
| TIM3      | BV 605             | Biolegend    | 119721   |  |  |  |  |  |
| LAG3      | BV 785             | Biolegend    | 125219   |  |  |  |  |  |
|           |                    |              |          |  |  |  |  |  |

Group 3: Myeloid Cell Immunophenotyping (Dendritic Cells, Macrophages, Monocytes and Neutrophils)

| Immunogen | Fluorescent Marker | Manufacturer   | Catalog#  |  |  |  |  |  |
|-----------|--------------------|----------------|-----------|--|--|--|--|--|
| Ly6G      | BV 711             | Biolegend      | 127643    |  |  |  |  |  |
| Ly6C      | PE/Dazzle 594      | Biolegend      | 128044    |  |  |  |  |  |
| CD11c     | VioBlue            | Miltenyi       | 130110706 |  |  |  |  |  |
| CD11b     | BUV 661            | BD Biosciences | 612977    |  |  |  |  |  |
| F4/80     | PerCP-Vio 700      | Miltenyi       | 130118327 |  |  |  |  |  |
| CD80      | BV 480             | BD Biosciences | 746775    |  |  |  |  |  |
| CD206     | APC                | Biolegend      | 141708    |  |  |  |  |  |
| MHC II    | PE/Cy5             | Biolegend      | 107612    |  |  |  |  |  |
|           |                    |                |           |  |  |  |  |  |

Group 4: Intracellular Markers (Tregs and Proliferating Cells)

| Immunogen | Fluorescent Marker | Manufacturer | Catalog#  |  |  |  |  |  |
|-----------|--------------------|--------------|-----------|--|--|--|--|--|
| FoxP3     | AF 647             | Biolegend    | 320014    |  |  |  |  |  |
| Ki67      | PE                 | Miltenyi     | 130120417 |  |  |  |  |  |

B

Group 1

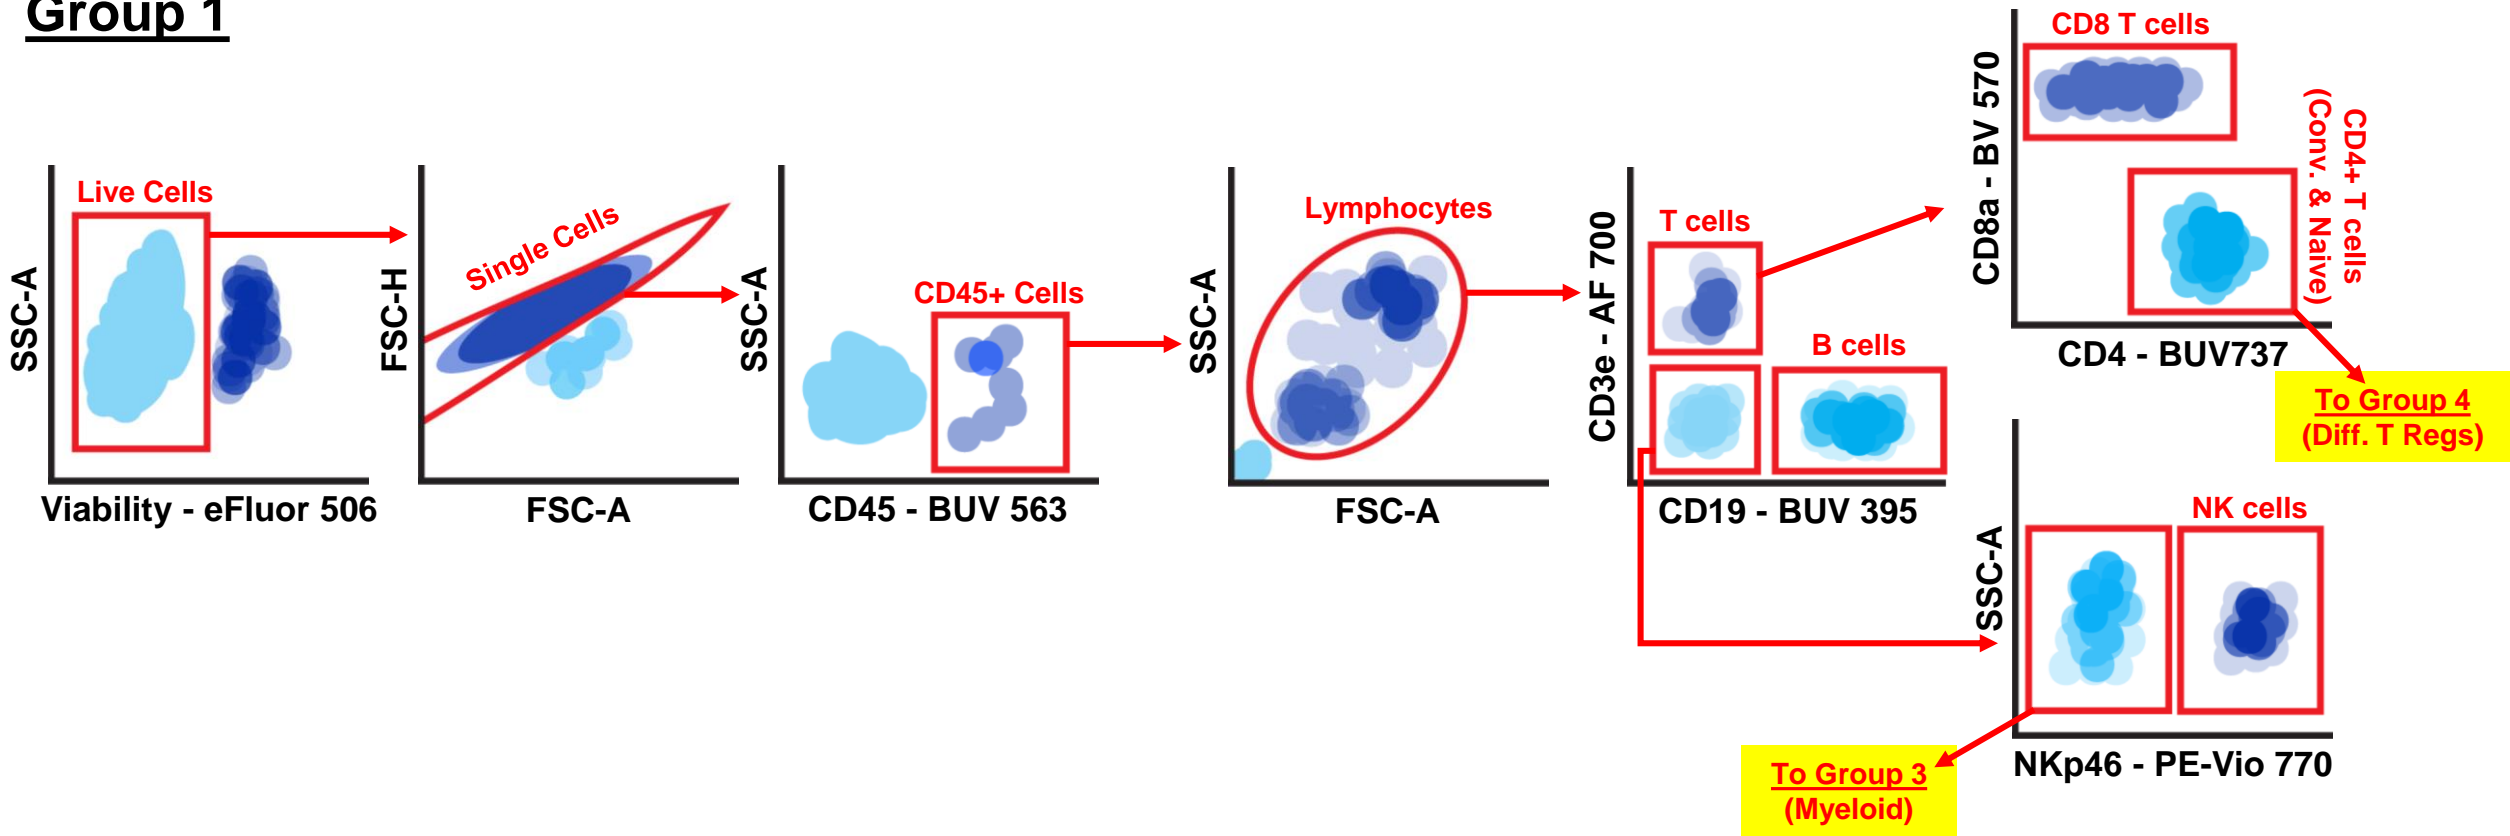

Group 2

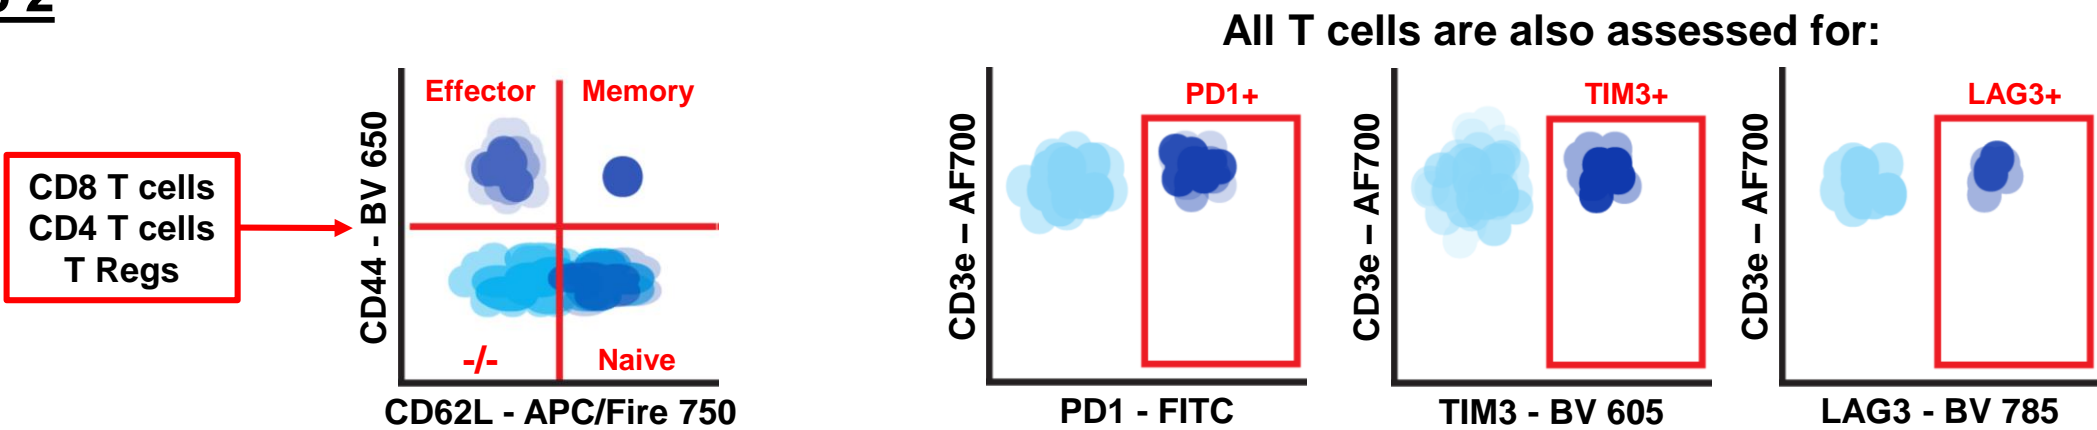

Group 3

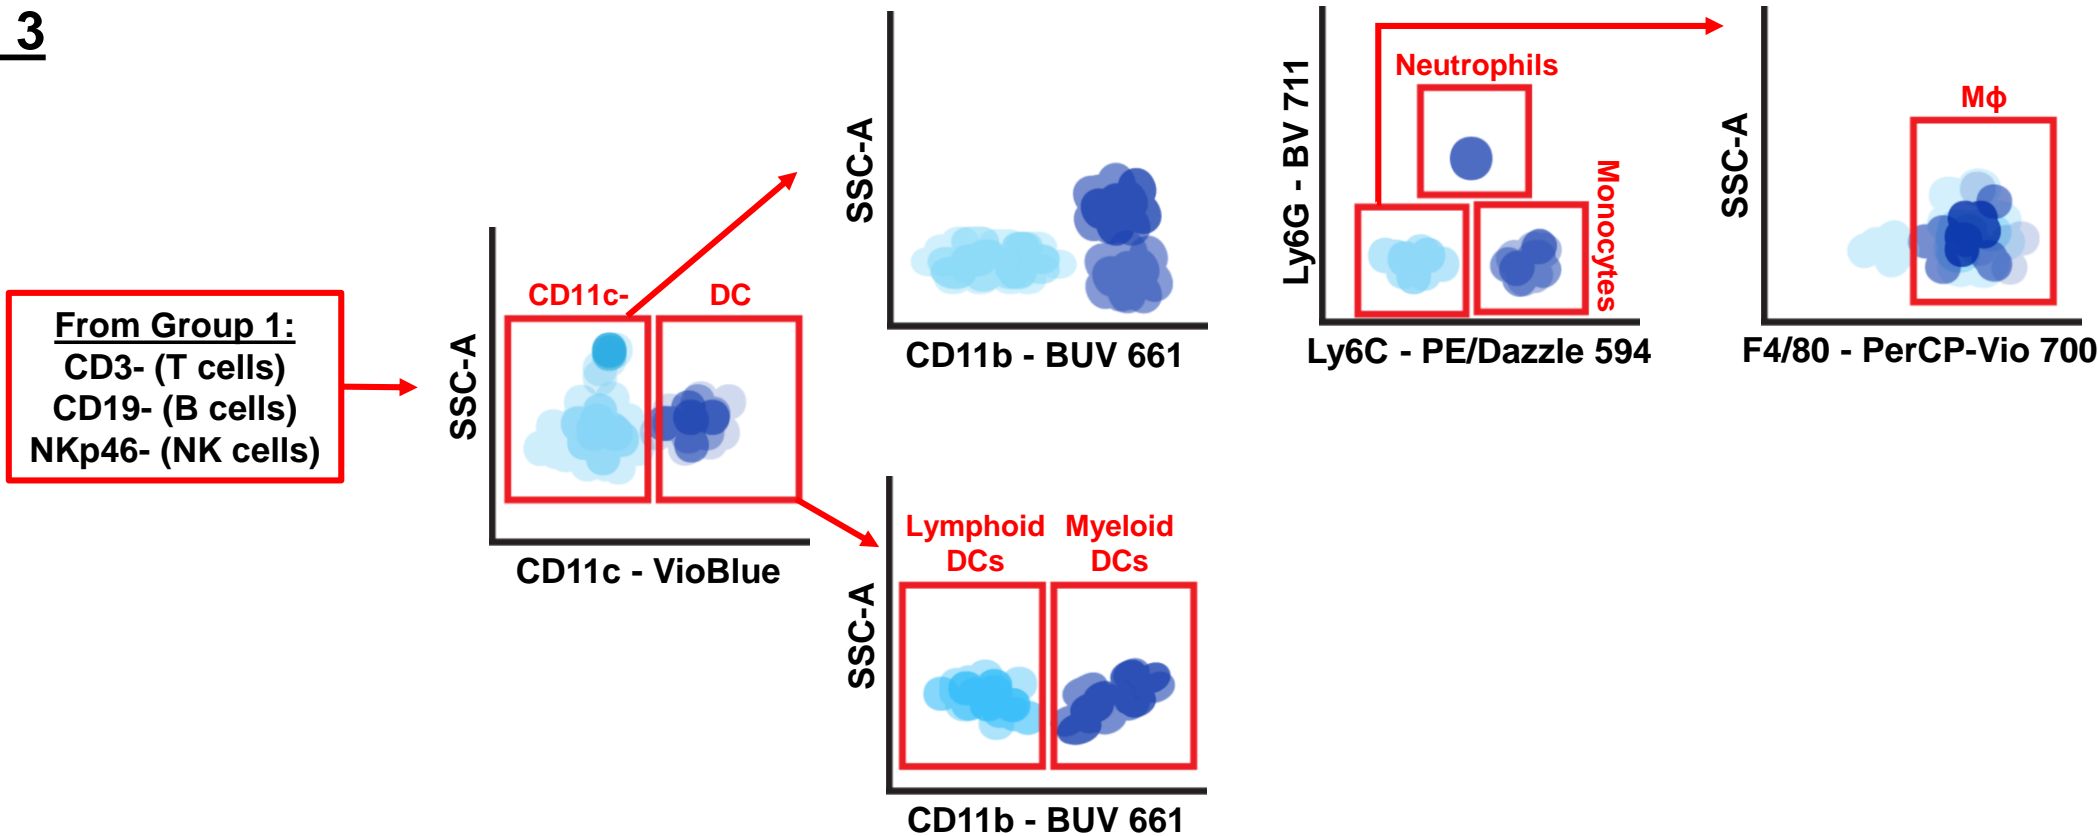

Group 4

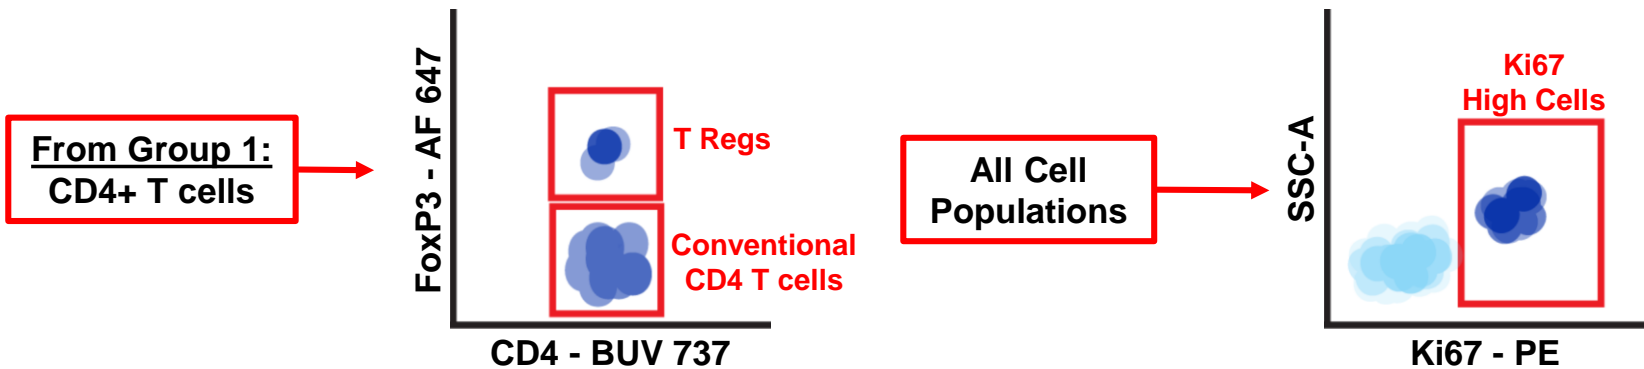

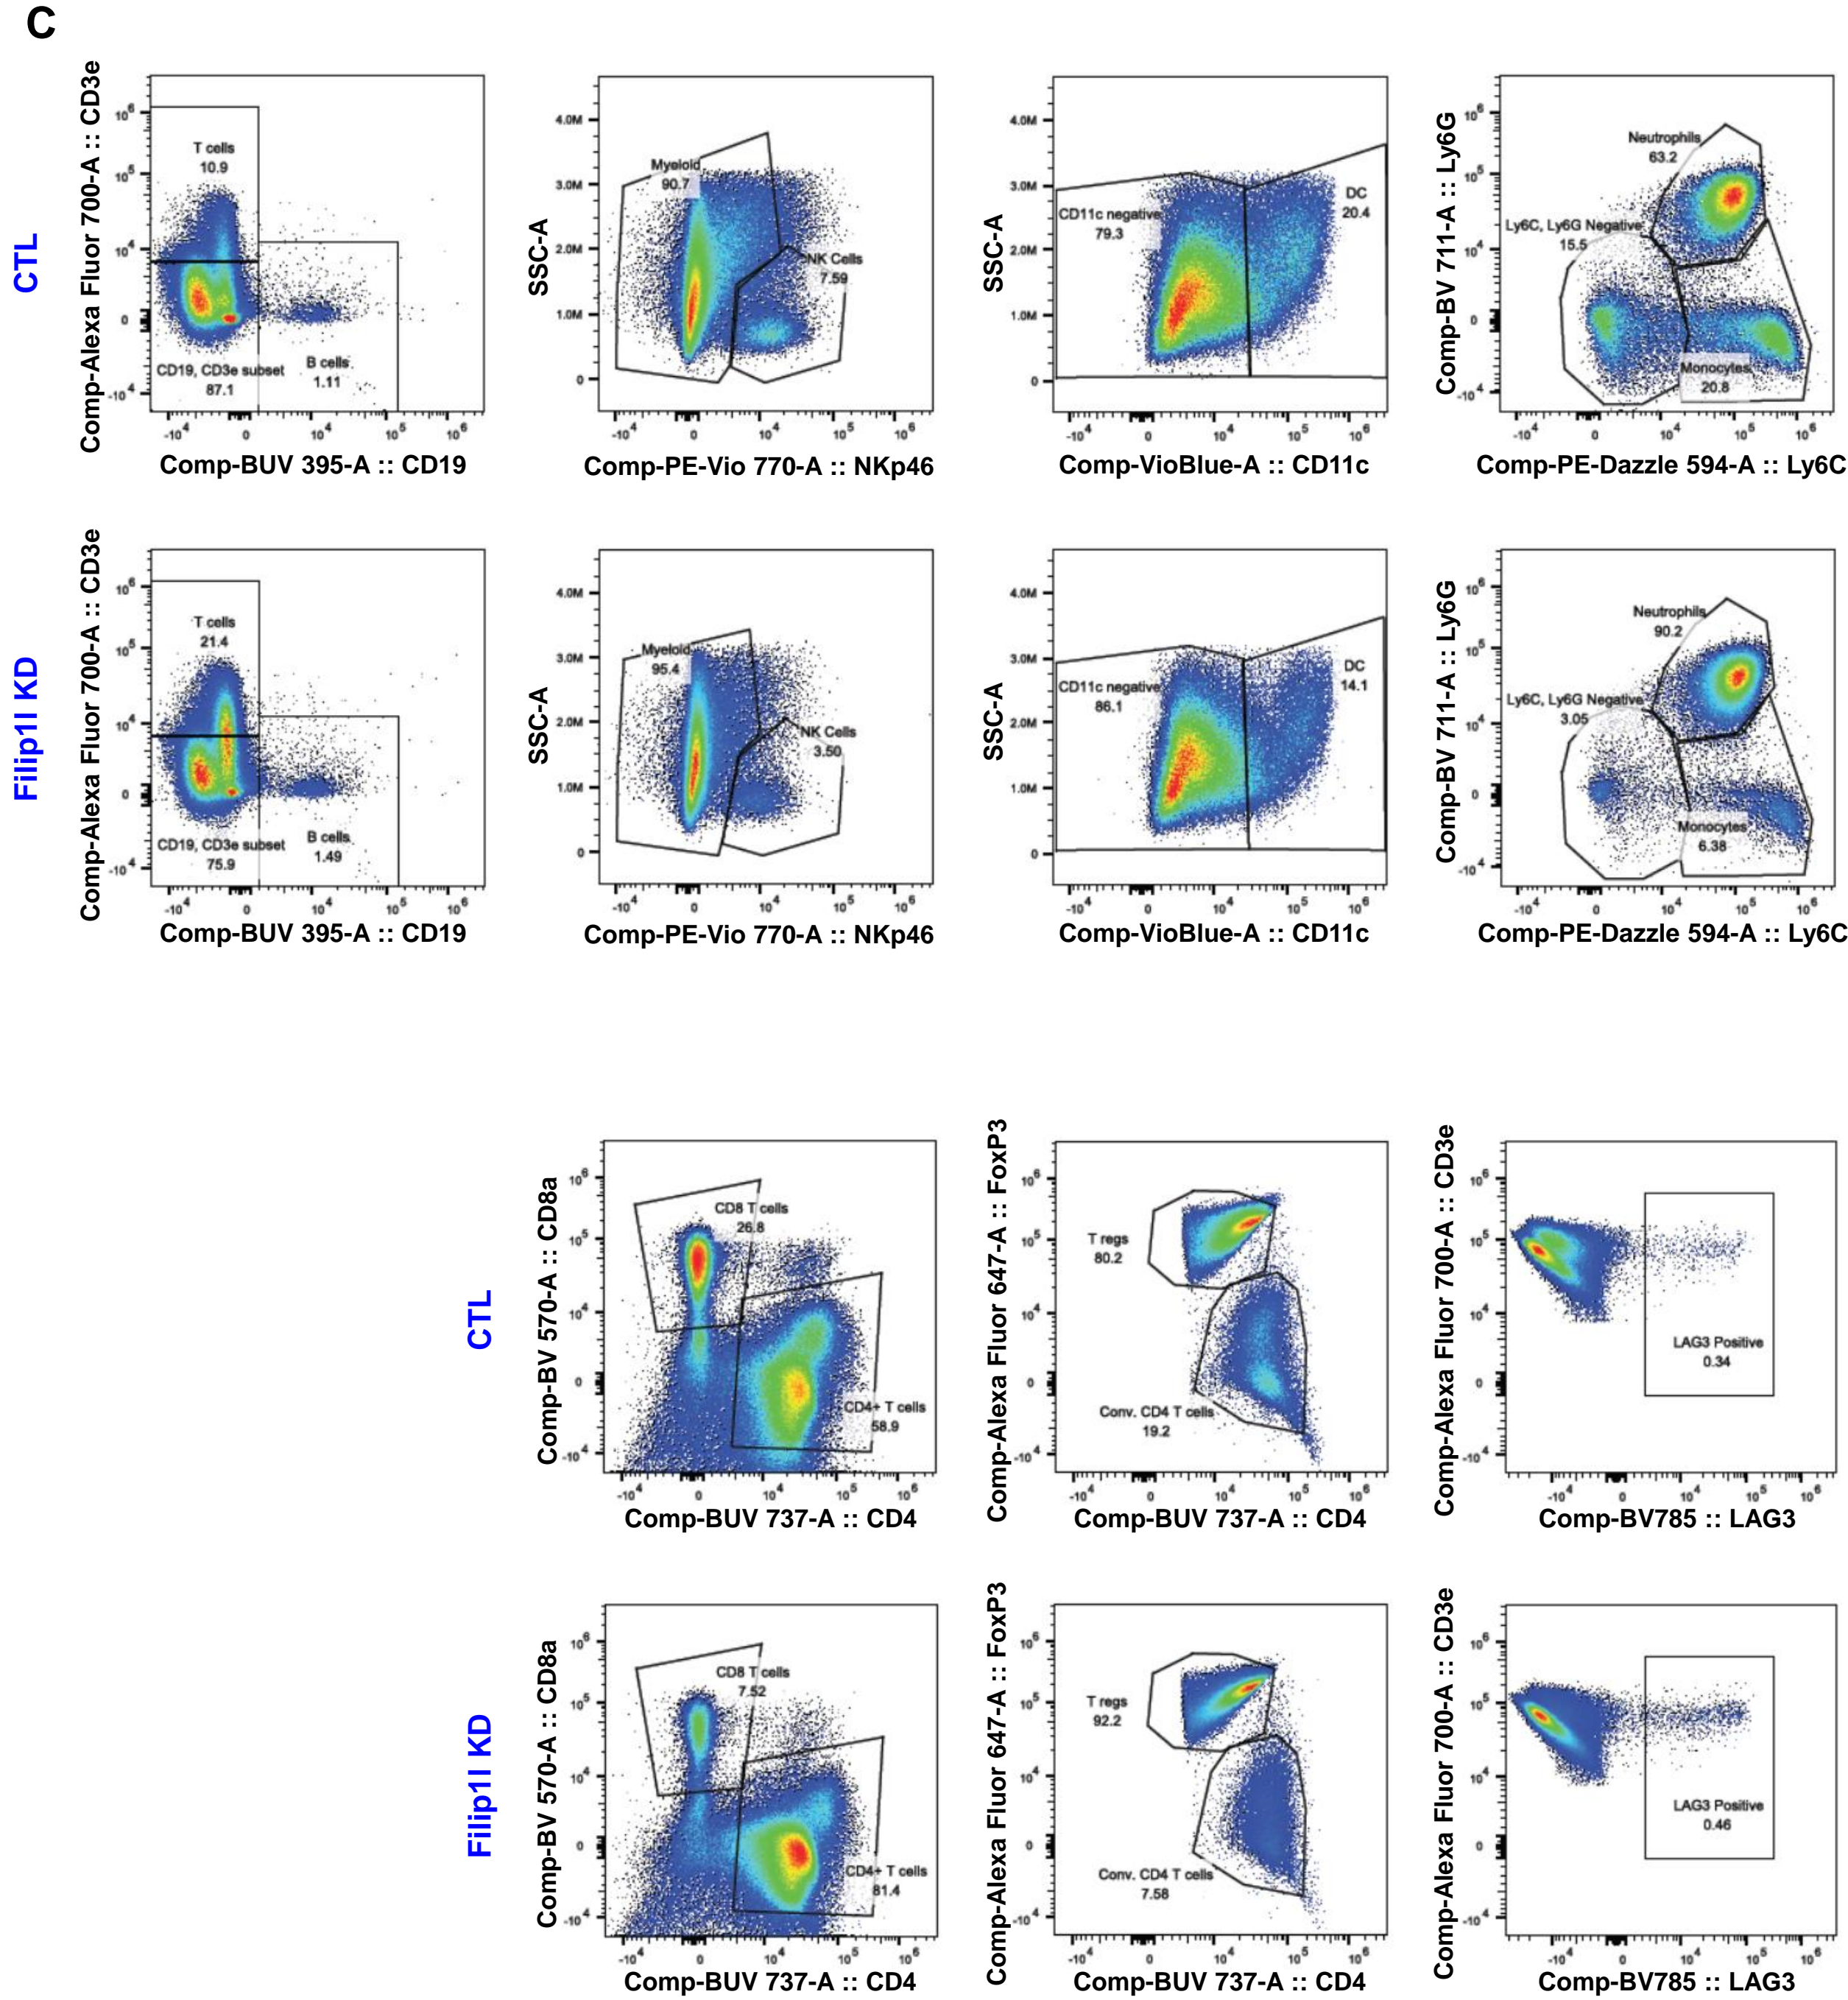

**Supplementary Figure S9.** Fresh tumors from both control and Filip1I-knockdown groups of mTC11 clones were harvested at day 24 after subcutaneous injection. Dissociated cells were immunofluorescently stained with various markers for immune cells and subjected to FACS analysis. **(A)** The list of the primary antibody conjugated with the secondary antibody is shown in the tables of groups 1-4. **(B)** FACS schemes are shown by flowchart. **(C)** Representative FACS data from the selected FACS schemes are compared between control (CTL) and Filip1I-knockdown (KD) groups.

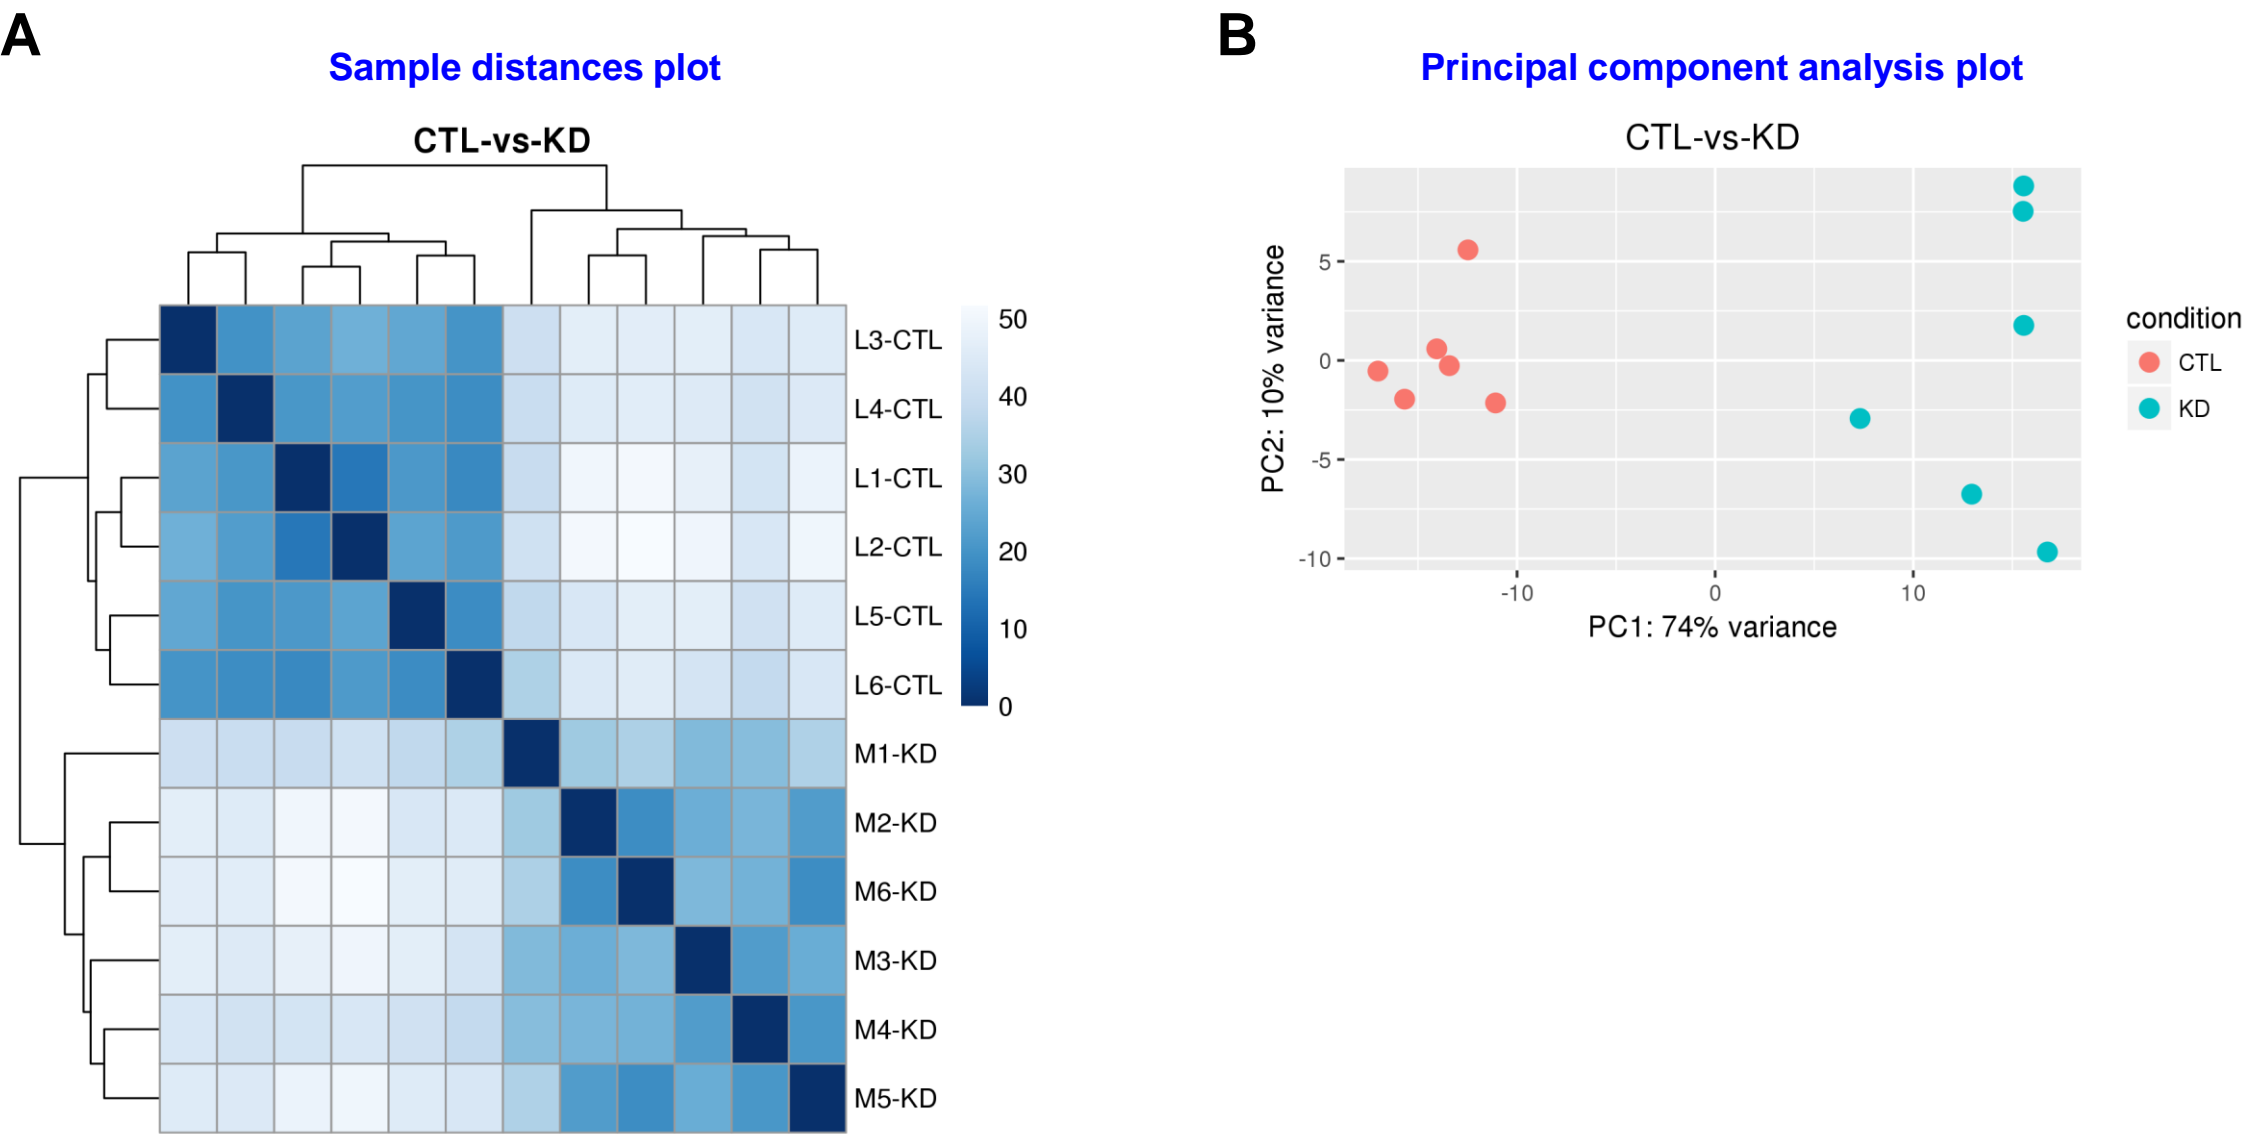

**Supplementary Figure S10.** RNA-Seq analysis was performed on the frozen mTC11-syngeneic allograft tumors between control (CTL) and Filip11-knockdown (KD) groups (as described in **Figure 6A-D**; 6 tumors each). **(A)** Sample distances plot. The overall similarity among samples were assessed by the euclidean distance between samples. This method was used to examine which samples are similar/different to each other and if they fit to the expectation from the experiment design. The shorter the distance, the more closely related the samples are. Samples were then clustered by using the distance. **(B)** Principal component analysis plot. A principal component analysis is another way to reveal the similarity between samples based on the distance matrix. Samples were projected to a 2D plane spanned by their first two principal components. This type of plot is useful for visualizing the overall effect of experimental covariates and batch effects. The x-axis is the direction that explains the most variance and the y-axis is the second most. The percentage of the total variance per direction is shown in the label.

## SUPPLEMENTARY INFORMATION

| Target protein for antibody                                               | Vendor          | Catalogue#    | Application |
|---------------------------------------------------------------------------|-----------------|---------------|-------------|
| FILIP1L                                                                   | Aviva           | ARP52360_P050 | IHC         |
| FILIP1L                                                                   | Atlas           | HPA043133     | IB          |
| PFDN1                                                                     | Thermo          | PA5-52304     | IB          |
| PFDN1                                                                     | Abcam           | ab151708      | IHC         |
| GAPDH                                                                     | Sigma           | MAB374        | IB          |
| Ki-67                                                                     | Abcam           | ab16667       | IHC, IF     |
| TTF1                                                                      | Abcam           | ab76013       | IHC         |
| p63                                                                       | Cell Signaling  | 39692         | IHC         |
| CD45                                                                      | Cell Signaling  | 70257         | IHC         |
| Ly6G                                                                      | Cell Signaling  | 87048         | IHC         |
| FoxP3                                                                     | Cell Signaling  | 12653         | IHC         |
| Non-phospho (Active) $\beta$ -Catenin (Ser33/37/Thr41)                    | Cell Signaling  | 8814          | IHC, IF     |
| Alcian Blue Stain 1%, pH 2.5                                              | Newcomer Supply | 1003B         |             |
| Periodic Acid Schiff (PAS) Stain Kit                                      | Newcomer Supply | 9162B         |             |
| Trichrome Stain Kit                                                       | Abcam           | ab150686      |             |
| Picro Sirius Red Stain Kit                                                | Abcam           | ab150681      |             |
| <b>IB: Immunoblot, IF: Immunofluorescence, IHC: Immunohistochemistry.</b> |                 |               |             |

| SYBR Primer list                |                                                          |                           |
|---------------------------------|----------------------------------------------------------|---------------------------|
| Mouse Gene<br>(official symbol) | Forward primer                                           | Reverse primer            |
| Filip1l                         | CAGACTACAAGAGCCTCATTCC                                   | AGCACAGACTCCTCCTCATTA     |
| Actb                            | GGCTGTATTCCCCTCCATCG                                     | CCAGTTGGTAACAATGCCATGT    |
| Rpl7                            | CCTTGATTGCTCGGTCTCTT                                     | GAAGCGTTTCCCGACTGTAT      |
| Ly6g                            | GCGTTGCTCTGGAGATAGAA                                     | GTCTTCACGTTGACAGCATTAC    |
| Foxp3                           | TCGGGTACACCCAGGAAA                                       | TCACAACCAGGCCACTTG        |
| Agr2                            | CCAAAGACACCACAGTCAAATC                                   | GCTTCTTCGTATGTCTGAGTCC    |
| Nlrp6                           | GAGGTCGGATATTGAGATGTG                                    | GCTCGCGGTACTTCTTCTT       |
| Muc5ac                          | ATGAAGCTTGATGGCCTAGTT                                    | TTCAGGTAGCCATTGCTGAG      |
| Muc5b                           | GAAGAGCAGTGGCTATGTGAA                                    | CCACACGTCTGGTTGATGTAT     |
| Muc3                            | GTGCACCAGCCTCTTCTATG                                     | GGTACTGTCACACTCACTTCC     |
| Muc4                            | CCTGTATTCTTGCCTCCTCTTG                                   | TGTGAGCTCATTGTTGGATGTT    |
| Muc13                           | GTCTCTGTCGTCATGTGTGAA                                    | CTCTTGATAGCCCACAGAGTTT    |
| Muc20                           | CGACGCATCCTACAACATCT                                     | GAGGAAGCCTCCATCTTCAC      |
| Gkn1                            | GGAATAGCCTCTGGGACTATGA                                   | GCATGGCATCCTTGTTTCATTC    |
| Nox1                            | CTCTCCAGCCTATCTCATCCT                                    | AGGCCAGCAATACTGGTAAAT     |
| Dpp4                            | CATGGTCACCAGAAGGTCATAA                                   | CTCCTGTGCGATGTGATCCTATG   |
| Pten                            | CCGCCAAATTTAACTGCAGAG                                    | AGATCTTCACAGAAGGGTTTGAT   |
| Hhip                            | ACATTCTTCGGGTTGTGGAATA                                   | CCAAGATGCTTTCGGTGGA       |
| Ndnf                            | CCAAACTTTCTTCTTCCCACTAGA                                 | GGTCCTTGAAGTGAGTGGTAAC    |
| Il1a                            | CCGTGTTGCTGAAGGAGTT                                      | GCTGATGTGAAGTAGTTCTTAGAGT |
| Il1b                            | Qiagen, Mm_Il1b_2_SG QuantiTect Primer Assay, QT01048355 |                           |
| Il6                             | GAAATGATGGATGCTACCAAAGTG                                 | ACTCCAGGTAGCTATGGTACTC    |
| Tnf                             | GCTCTTCTGTCTACTGAACTTCG                                  | AGGGTCTGGGCCATAGAA        |
| Nos2                            | GGTCTTTGAAATCCCTCCTGAT                                   | AGTGCATACCACTTCAACCC      |
| Cxcl5                           | ATCGCTAATTTGGAGGTGATCC                                   | AGACAGACCTCCTTCTGGTT      |
| Mep1b                           | GGAATTCACTGACTATGACCTTC                                  | ACTTTGGATCATGCCACAGATA    |
| Reg3b                           | CTCCTACTGCTATGCCTTGTTT                                   | CTATTGAGCACAGATACGAGGTG   |
| Fut9                            | TCTCTGCTTTCCATGCTATGTT                                   | CCAGGATGATGCAGACGATTAG    |
| Bpifb1                          | GCCTTCAACTTATGACCAGGAG                                   | GTGCTCATTGGAAGTCCACTA     |
| Il10                            | TTGAATCCCTGGGTGAGAAG                                     | TCCACTGCCTTGCTCTTATTT     |
| Mmp7                            | GAGATGCTCACTTTGACAAGGA                                   | CCAGAGAGTGGCCAAATTCA      |
| Vegfa                           | ACGTCAGAGAGCAACATCAC                                     | GTGCTGTAGGAAGCTCATCTC     |
| L1cam                           | GTACCCGGACCATCATTCAA                                     | GCTGGAGTTTGTGGGAAAGA      |
| Egfr                            | GGTCCTTGGGAAGTTGGAAAT                                    | GTTGAGGGCAATGAGGACATAG    |
| Ret                             | CAATGAGACTACTGGCCTTCTC                                   | CAGAAAGACCTGGAGGAAGATG    |
| Dll1                            | CATACAGACTCTCCCGATGAC                                    | AGACCATTCTTCTCCACAG       |

## **Quantification procedures for Periodic Acid Schiff (PAS) and Picro-Sirius Red staining:**

[PAS]/[Sirius Red] stitched images were acquired by EVOS FL Auto microscope (Thermo Fisher Scientific). The total positive [PAS]/[Sirius Red] areas were selected and quantified using the Celleste software (Thermo Fisher Scientific, Version 4.1.1).

### **Procedure:**

- 1) Regions of Interest (ROI) are selected using the Multiple ROIs feature to solely quantify the sample, and avoid areas of unnecessary background. The ROI selection depends on the staining pattern:
  - a. Using the Smart Segmentation Feature, Positive, Negative, and Background classes were created, and small representative areas are manually selected for each class. The program then automatically indicates the areas by masking them.

#### **i. For PAS Quantification:**

The Positive and Negative PAS areas were masked by the colors of red and green, respectively. Red is used to mask the dark purple/magenta stain whereas green is used to mask the blue and light pink stains. Background areas were shown as any area excluded from the quantification (no masking).

#### **ii. For Sirius Red Quantification:**

The Positive and Negative Sirius Red areas were masked by the colors of red and green, respectively. Red is used to mask the dark red stain whereas green is used to mask the light red and yellow stains. Background areas were shown as any area excluded from the quantification (no masking).

- b. After proper representative areas are selected, the selections are saved for future use on other images in order to make selection more consistent and automatic across images.
- 2) Once masked, the Count feature is selected, and a sum of the area of the pixels for each class (Positive [PAS]/[Sirius Red] and Negative [PAS]/[Sirius Red]) is calculated and quantified. These values are graphed to show the relative percentages of how much area on the image is positive or negative. The masked image is also shown as a visual representation of the quantification.
- 3) Repeat for all images, display the data on a bar graph and perform a t-test.

## **Quantification procedures for Total- $\beta$ -Catenin and Cytosolic- $\beta$ -Catenin:**

**Steps 1-2 were performed in ZEN 3.1 software (Zeiss).**

**Steps 3-8 and 10-15 were performed in CellProfiler 4.2.1 software.**

**Steps 9 and 16 were performed in Microsoft Excel software.**

1. Acquire Z-stack images of desired tissue (IF-stained for  $\beta$ -Catenin (green) and DAPI (blue)) from randomly selected representative areas.
2. Create a maximum intensity projection-TIFF image from all Z-stacks.

### **For Total- $\beta$ -Catenin Quantification:**

3. Split the RGB TIFF image into two grayscale images:  $\beta$ -Catenin and DAPI.
4. Apply threshold to the grayscale images (from step 3) to generate thresholded images.
5. Using thresholded images generated in step 4, create an image mask of the  $\beta$ -Catenin image on the DAPI image. This will leave only DAPI images with positive  $\beta$ -Catenin staining.
6. Calculate the sum of pixel intensity in the  $\beta$ -Catenin grayscale image (from step 3).
7. Measure the image area occupied by DAPI using DAPI thresholded image (from step 5).
8. Divide the total pixel intensity (from step 6) by the DAPI area (from step 7) to calculate the average pixel intensity per DAPI area.
9. Repeat for all images, display the data on a box and whisker plot and perform a t-test.

### **For Cytosolic- $\beta$ -Catenin Quantification:**

10. Perform steps 3-4 of the **Total-  $\beta$ -Catenin quantification**, with increase in the threshold value of the  $\beta$ -Catenin image:
  - a. The threshold value of  $\beta$ -Catenin image must be increased to isolate **membrane  $\beta$ -Catenin image**.
11. Remove membrane  $\beta$ -Catenin image (from step 10) from total  $\beta$ -Catenin grayscale image (from step 3) using ImageMath module to leave **cytosolic  $\beta$ -Catenin image**.
12. Using the images created in steps 10 and 11, create an image mask of the cytosolic  $\beta$ -Catenin image on DAPI image. This will leave only DAPI images with positive  $\beta$ -Catenin staining.
13. Calculate the sum of the pixel intensity in the cytosolic  $\beta$ -Catenin image (from step 11).
14. Measure the image area occupied by DAPI using DAPI thresholded image (from step 12).
15. Divide the total pixel intensity (from step 13) by the DAPI area (from step 14) to calculate the average pixel intensity per DAPI area.
16. Repeat for all images, display the data on a box and whisker plot and perform a t-test.

How the deposited data were processed for this re-analysis (not part of the article)

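RNA from 12 subcutaneous allograft tumors of mTC11 mouse lung cancer cells was sequenced by the authors, 6 from the CTL group and 6 from the *Filip1l*-knockdown group, all collected on day 24. According to the methods of the paper, the reads were trimmed with Trimmomatic, aligned with STAR to an Ensembl mouse genome and counted per gene with featureCounts. The authors divided the counts by each tumor's DESeq2 size factor before depositing them, so the values are a normalized signal. They compare between tumors for the same gene, and they are not corrected for gene length. Each tumor's values are whole multiples of a smallest step. In 3 tumors that step lies within 1% of 1, so tests that need whole counts were not run, and the step served only to give the number of reads on listed genes and the floor of 3 reads. Such floors cover counting error only, since the reads carry no molecular identifiers.

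All 12 tumors were mapped to a group by their labels, and 0 were left unmapped. The labels name no sequencing batch or date. Replicate numbers are not known to pair tumors, and after the group means were removed the tumors that share a number were not more alike than others, with correlations from -0.269 to 0.0990. No pairing was used in the comparisons. Gene symbols, positions, exons, transcript lengths and GC content came from GENCODE vM21 on GRCm38, where 15655 of the 15687 identifiers (99.8%) were found. The build the authors aligned to is not named in the paper's text.

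Values were analysed as log2 of the normalized count plus a pseudocount of 1. A filter at a mean of 5 normalized counts was set and removed 0 genes. Groups were compared with limma 3.58.1 in R 4.3.3, with a trend of variance on mean and Benjamini-Hochberg adjustment, and called at an adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. Exact two-sided permutation tests used all 924 arrangements of the labels, and correlations used 100000 permutations. Principal components used the 500 genes with the highest variance, centred and not scaled. Terms of Supplementary Tables S1 and S2 were read for the direction of their listed genes only. Genes are named if the paper measured them by qPCR or names them as Wnt/β-catenin targets, if they are among the 5 higher and 5 lower genes with the largest change among called genes with separated groups and a mean of at least 50 normalized counts, or if they belong to a list that a paragraph is about. Exceptions, named after their values were seen, are *Gata4*, *Myh6* and the other genes of the canonical Wnt term, and *Xist*. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

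A set of 17 marker lists was tested with limma's camera, at a preset correlation of 0.01, and with fry. They cover skeletal muscle, myogenic regulators, adipocytes, fibroblasts and collagen, macrophages, neutrophils, T cells, regulatory T cells, B cells, lung, intestinal and gastric epithelium, skin epidermis, the cell cycle, hypoxia, the prefoldin complex and Wnt feedback targets. The lists, the tests, the rule for naming genes and most alternatives were set before the data were examined. These alternatives were pseudocounts of 0.5 and 8, no filter and a filter at a mean of 20, rescaling to the 75th percentile or to the same total, limma without a trend, replicate number as a block, other gene sets for the principal components, and leaving out each tumor in turn. Removal of chromosome medians, removal of trends with GC content and length, Y-linked genes as a covariate, and for the genes with a qPCR value a scale relative to *Rpl7* were added after seeing the data. Chromosome medians were taken over genes with a mean of at least 50 normalized counts, in each tumor relative to the CTL mean.

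The steps were tested on simulated data with 200 changed genes among 15682. Of these, 192 (96%) were called, 192 with the right sign, and 7 of the 15482 unchanged genes were called. The mean absolute error of the log2 fold change was 0.110.

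A few results for single genes and a pathway are not reported here. Left out were *Ly6g* and *Il10*, terms whose members were not in the copy of the supplementary tables used here, the diseases and functions of Supplementary Table S3, and the paper's histology and flow cytometry.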

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

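The tests of gene clusters, host cells and chromosome numbers for whole-chromosome shifts, of host cells for collagen genes, and of depth and host cells for single tumors were chosen only after the results were seen.

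The median gene of 3 chromosomes was shifted in *Filip1l*-knockdown tumors, a difference the paper does not report on. The shift on the log2 scale was -0.20 for chromosome 8 (702 genes, 73.6% of them lower), 0.38 for chromosome 14 (452 genes, 83.4% higher) and -0.36 for chromosome 19 (458 genes, 81.2% lower). The 6 knockdown values lay outside the range of the 6 CTL values for each (exact permutation p = 0.00216, adjusted p = 0.0144 over 20 chromosomes by the same exact test), at -0.221 to -0.162 against -0.107 to 0.118 for chromosome 8, 0.321 to 0.425 against -0.0380 to 0.101 for chromosome 14 and -0.376 to -0.333 against -0.0224 to 0.0194 for chromosome 19. The other 17 chromosomes shifted by -0.05 to 0.04, and of these chromosomes 4 (0.02) and 15 (-0.05) had an adjusted p of 0.0260 by the same exact test. A few clusters of co-regulated genes are argued against, since 30 of 30 runs of neighbouring genes shifted as their chromosome, as did 9 of 9 classes of expression. A different share of host cells is argued against if the Y-linked genes come from host cells, as the mice were male: with these genes as a covariate the smallest of the 3 shifts was 0.196 (exact permutation p = 0.00216), and the others lay between -0.0526 and 0.0418. With trends in GC content and length removed the smallest of the 3 shifts was still 0.256, with the others between -0.103 and -0.0255. A different number of these chromosomes in the tumor cells of the 2 groups stays open: the smallest shift was 3.55 times its within-group SD, which any cause acting on whole chromosomes could give, and DNA was not analysed here. The CTL and knockdown cells were transduced and selected separately, so this stays confounded with the knockdown. Of the 1596 called genes 192 (12.0%) lie on these chromosomes, against 12.2% of the genes tested.

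The mean log2 fold change of 28 intestinal epithelium genes was 3.08, with all 28 higher and all 6 *Filip1l*-knockdown tumors above all CTL tumors (exact permutation p = 0.00216, adjusted p = 0.00736 over 17 lists by the same exact test). The median, 2.75, was unchanged with *Mep1b*, which was at the floor in CTL tumors, at its bound. CTL tumors expressed 19 of the 28 genes at a mean of at least 50 normalized counts, and 4 of the 28 (*Muc13*, *Muc3*, *Mep1b* and *Reg3b*) are genes the study picked from these tumors. Abundant members were *Dmbt1* (log2 fold change 2.22), *Lgals4* (2.19) and *Cdh17* (2.46), while *Hnf4a* changed by 0.14. With trends in GC content and length removed the mean change was 2.94, which argues against these as the cause, and it was 2.64 to 3.18 over all 11 alternatives that kept all tumors. Loss of lung identity cannot be told apart, because the 14 lung epithelium genes went both ways (9 higher, 5 lower; mean 0.51; exact permutation p = 0.0649). Whether the knockdown or the separate selection of the cells gave the difference was not tested.

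Hypoxia genes were higher, with a mean log2 fold change of 0.97 over 17 genes, 17 of them higher (exact permutation p = 0.00216, adjusted p = 0.00736 over the lists by the same exact test). The lowest of the *Filip1l*-knockdown tumors had a list mean of 12.4 and the highest CTL tumor 12.2. All 17 genes had a mean of at least 50 normalized counts in CTL tumors, and *Vegfa* is also a gene the study measured by qPCR. With trends in GC content and length removed the change was 0.85 (exact permutation p = 0.00433), which argues against these trends as the whole cause. A poorer oxygen supply in the larger knockdown tumors stays open and was not tested, since tumor weights were not used here. The paper reports considerable central necrosis in *Filip1l*-knockdown tumors and reads it as growth too fast for their blood supply. That histology was not analysed here.

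Fibroblast and collagen genes were lower, with a mean log2 fold change of -0.68 over 20 genes, 19 of them lower (exact permutation p = 0.0195, adjusted p = 0.0368 over the lists by the same exact test). Below all CTL tumors lay 4 of 6 *Filip1l*-knockdown tumors. Among the abundant members, *Fn1* changed by -1.19, *Col1a1* by -0.76 and *Col1a2* by -0.97, and CTL tumors expressed all 20 genes. With trends in GC content and length removed the change was -0.69. A lower share of host cells should lower the Y-linked genes too, since the mice were male, but these changed by 0.10 (exact permutation p = 0.751), and collagen minus Y-linked genes gave -0.78 (exact permutation p = 0.00216). The Y-linked value rests on knockdown replicate 1: without it the change was -0.10 (exact permutation p = 0.554), and collagen minus Y-linked genes gave -0.74 (exact permutation p = 0.00216). This test takes the Y-linked genes to come from host cells. A change in fibroblasts or in collagen made by tumor cells stays open, and neither was tested.

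Wnt feedback targets were lower, with a mean log2 fold change of -0.87 and a median of -0.60 over 20 genes, 17 lower and 3 higher. All 6 *Filip1l*-knockdown tumors lay below all CTL tumors, with knockdown replicate 1 at a list mean of 8.18 and the lowest CTL tumor at 8.19 (exact permutation p = 0.00216, adjusted p = 0.00736 over the lists by the same exact test). *Axin2* changed by -1.66, *Tnfrsf19* by -2.32, *Apcdd1* by -1.56 and *Lgr5* by -0.99, *Dkk1* was at or under the floor in 6 of 6 knockdown tumors (at least 13.8-fold lower), and *Ephb3* was higher by 0.77. CTL tumors expressed 16 of the 20 genes at a mean of at least 50 normalized counts, and 0 were on the qPCR panel. Shifts of whole chromosomes and trends in GC content and length are argued against, with changes of -0.88 and -0.90 after their removal. A general activation of Wnt/β-catenin transcription as the source of the paper's higher target genes is argued against by the same value, -0.87. The rise of active β-catenin protein that the paper reports is another measure and was not analysed here.

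These list results rest on the exact tests. In 66 of 100 splits of the 12 tumors at least as many lists passed camera as in the actual split (6 lists). The other splits had a median of 6 lists and a highest of 11. The number of lists passing camera is therefore no more than other splits give. Lists passing fry were not counted in the splits.

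For 12 of the 132 groups of 6 values tested, the highest or lowest tumor lay apart from the others, where chance gives 6.6. The gap to the nearest tumor, as a share of the group's range on the log2 scale, is given for each and was past Dixon's critical value for 6 values. CTL replicate 2 was the lowest for *Lypd8* (0.809), *Muc3* (0.668), *Gkn1* (0.638), the lung epithelium list (0.666) and the B cell list (0.664). Knockdown replicate 1 was apart for *Ret* (0.723), *Dll1* (0.663), *Il1b* (0.654) and *Ndnf* (0.651). CTL replicate 3 was the lowest for *Egfr* (0.709) and *Cxcl5* (0.667), and CTL replicate 6 the highest for *Muc20* (0.642). A low depth is argued against for CTL replicate 2, whose 27890474 reads lay above the CTL median of 27429420. For knockdown replicate 1 a low depth cannot be ruled out, since its 25460564 reads were the fewest of the knockdown tumors (next 26046737). CTL replicate 5 had fewer, 17834745, and was not among the tumors listed here. Its mean distance to the other CTL tumors was nevertheless larger than theirs to each other (81.8 against 68.1). For knockdown replicate 1 a higher share of host cells cannot be told apart from other causes: its Y-linked genes had the highest mean log2 value, 7.80 against 6.97 for the next of the knockdown tumors, and this is a single tumor. No biological explanation was tested for these tumors.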

How the results depend on the processing

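Of the alternatives below, removal of chromosome medians, removal of trends with GC content and length, Y-linked genes as a covariate and the scale relative to *Rpl7* were chosen after seeing the data.

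Called genes numbered 1352 with a pseudocount of 8 to 1653 with the covariate (1596 as reported), and 1513 (without knockdown replicate 5) to 1712 (without knockdown replicate 1) across the 12 fits that each left out 1 tumor. With replicate number as a block there were 1554, of which 1542 were shared. The share of higher genes was 61.0%, or 58.1% with rescaling to the same total and 55.5% with GC and length trends removed, where the median of all genes was -0.06. Of the qPCR-panel genes 20 to 21 passed the thresholds, and 6 to 7 lists passed camera. The *Filip1l* change stayed negative with an adjusted p of 0.00340 to 0.0258 in all fits. DESeq2 and edgeR tests on whole counts were not run. The filter at a mean of 5 removed 0 genes, so no filter is the same fit, and a mean of 20 left out *Il6*.

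The first principal component took 48.4% of the variance over all genes and 64.0% with a pseudocount of 8, against 51.3% as reported, and 49.5% to 56.3% across the 12 fits that each left out 1 tumor. Fewer or more genes and a stronger damping of low values change which variance is counted. Beyond these, the cause was not tested.

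Changes near 0 reversed. Across the 12 fits that each left out 1 tumor, the log2 fold change ran from -0.084 to 0.0015 for *Pfdn1*, from -0.036 to 0.048 for the cell cycle list, from -0.040 to 0.039 for the prefoldin complex list, from -0.42 to 0.0089 for the gastric epithelium list and from -0.23 to 0.048 for the regulatory T cells list. With chromosome medians removed it was 0.0044 for *Pfdn1* and 0.0087 for the cell cycle list. With Y-linked genes as a covariate it was 0.0036 for the cell cycle list and 0.018 for the prefoldin complex list. The cause was not tested.

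Among the single genes, *Gkn1* fell short of an adjusted p under 0.05 in 9 of the 12 fits that left out 1 tumor and in 5 other alternatives, and *Il1b* with GC and length trends removed. In the same 12 fits 4 results passed it that otherwise did not: *Foxp3* without CTL replicate 3, *Mmp7* without knockdown replicate 6, and *Rpl7* without CTL replicate 1 or knockdown replicate 5. *Rpl7* also passed with rescaling to the same total, and *Rpl7* and *Pfdn1* with GC and length trends removed. On the scale relative to *Rpl7*, run for the genes with a qPCR value, *Foxp3* and *Mmp7* passed. The myogenic regulators list passed in 2 of the 12 fits, with rescaling to the same total and with GC and length trends removed.

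Depth limits what can be said about *Mep1b*, *Ush1c*, *Fut9* and *Dkk1*, each at or under 3 reads in all tumors of a group, to lower bounds of their fold.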

Differences from the paper's values

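Of the comparisons below, only the scale relative to *Rpl7* was chosen after the values were seen.

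For 5 of the 30 genes whose qPCR value was read from the figures or given in the text, the log2 fold change by RNA sequencing differed by more than the spread between tumors. All 30 had the same sign in both. Leaving out *Mep1b* and *Fut9*, for which only a lower bound of the fold is known here, the paper's value was farther from 0 for 24 of 28 genes, and the median absolute difference was 0.20 on the log2 scale. *Nlrp6* had 3.17 against the paper's about 4.2, *Nox1* 3.09 against the paper's about 4, *Il1a* 1.64 against the paper's about 2.2 and *Il1b* 0.67 against the paper's about 1.2 (all Fig. 6E, read by eye). For these 4 genes none of the 20 alternatives set before the data were examined closed the gap. *Muc3* had 5.49 against the paper's about 6.9 (Fig. 6E, read by eye). Of the 20 alternatives, the gap closed without CTL replicate 5, without CTL replicate 6 and without knockdown replicate 1, and not in the other 17. The paper's qPCR values were standardized to *Rpl7*, which changed by -0.19 here. With each tumor's log2 value of *Rpl7* subtracted, *Il1b* had 0.85 (SD 0.479 on that scale) and its gap closed, while *Nlrp6* had 3.36, *Muc3* 5.67, *Nox1* 3.27 and *Il1a* 1.83, whose gaps did not. Gaps opened for *Hhip* (-4.50 against the paper's about -5.4), *Tnf* (1.67 against the paper's about 1.3) and *Bpifb1* (-3.58 against the paper's about -4.3; all Fig. 6E, read by eye). On that scale 7 of the 30 genes differed, and for the same 28 genes the paper's value was farther from 0 for 16 and the median absolute difference was 0.26.

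The second principal component took 24.7% of the variance against the paper's about 10% (Supplementary Fig. S10B, read by eye). Of the 16 alternatives set before the data were examined, the gap closed with all genes past the filter, at 14.0%, and not in the other 15.

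The paper describes the canonical Wnt/β-catenin pathway in its GO analysis as approaching a significant difference toward activation. Of the 18 genes listed for that term 16 were lower in *Filip1l*-knockdown tumors. It states that cell adhesion was increased, and of the 28 genes listed for homophilic cell adhesion 18 were lower.

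The paper states that *Mmp7* and *Foxp3* were increased, and neither reached an adjusted p under 0.05 over all genes (0.0804 and 0.0873). *Mmp7* reached it without knockdown replicate 6 (0.0139), relative to *Rpl7* (0.0489) and adjusted over the list alone (0.0453), and its adjusted p was up to 0.153 across the 12 fits that each left out 1 tumor. *Foxp3* reached it without CTL replicate 3 (0.0319), relative to *Rpl7* (0.0319) and adjusted over the list alone (0.0468), and its adjusted p was up to 0.184 across the same 12 fits. *Il6*, which the paper states was increased, had an adjusted p of 0.236 and reached 0.05 in none of the alternatives run. Its lowest adjusted p was 0.138, without knockdown replicate 4.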

Other observations

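The test of host cells as a source of *Filip1l* RNA was chosen only after the result was seen.

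Of 100 splits of the 12 tumors into equal groups, the actual one included, 1 gave as many called genes as the actual split (1596). The next highest had 3. For the qPCR-panel genes 1 of 100 splits gave as many past the thresholds (21), and the others gave 0.

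Muscle genes were higher in *Filip1l*-knockdown tumors. The 31 skeletal muscle genes, 31 of them higher, had a mean log2 fold change of 1.97 (exact permutation p = 0.0108, adjusted p = 0.0263 over the lists by the same exact test), and 4 of 6 knockdown tumors lay above all CTL tumors. *Acta1* had 1781 ± 1210 normalized counts in CTL tumors and 10422 ± 10599 in *Filip1l*-knockdown tumors (SD, n = 6 each). In CTL tumors 29 of the 31 genes had a mean of at least 50 normalized counts, and 0 were on the qPCR panel. List means ran from 6.91 to 8.59 in CTL tumors and from 8.07 to 11.4 in *Filip1l*-knockdown tumors. Host muscle in the tumor pieces is a candidate explanation: within groups the genes varied together with a mean correlation of 0.753, against at most 0.0875 in 1000 random lists, although the T cell (0.765) and collagen (0.701) lists varied together as well. Of the 8 myogenic regulators 7 were higher, with a mean of 2.07 (camera adjusted p = 0.0725, exact permutation p = 0.0195), so new muscle growth stays open. Across tumors, with group means removed, muscle and the second principal component had a Pearson r of 0.410 (permutation p = 0.229) and a Spearman rho of 0.371 (permutation p = 0.286), and r was 0.340 without the 2 tumors farthest from the median.

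Of the immune lists, neutrophil genes were higher, with a mean log2 fold change of 1.18 (12 of 14 higher, exact permutation p = 0.00216, camera adjusted p = 0.000396) and all 6 *Filip1l*-knockdown tumors above all CTL tumors. CTL tumors expressed 7 of the 14 at a mean of at least 50 normalized counts, and *Il1b* is on the qPCR panel. *S100a9* changed by 1.87 and *S100a8* by 1.58. The changes were 0.16 for macrophages (exact permutation p = 0.338), 0.15 for T cells (exact permutation p = 0.554) and -0.09 for regulatory T cells (exact permutation p = 0.723). In the regulatory T cell list 4 genes were higher and 6 lower, from 0.88 for *Foxp3* to -1.80 for *Tigit*. *Tigit* had 1059 normalized counts in CTL tumors against 29.8 for *Foxp3*. The mean near 0 thus joins genes that moved apart, and it does not argue against a rise of regulatory T cells. With 1 tumor left out, the macrophage change ran from 0.05 (without knockdown replicate 1) to 0.21 (without knockdown replicate 6). That of T cells ran from 0.05 (without CTL replicate 1) to 0.31 (without CTL replicate 3). That of regulatory T cells ran from -0.23 (without knockdown replicate 1) to 0.05 (without knockdown replicate 4). B cells were represented by *Blk* (-4.16) and *Cd79b* (1.01), which moved apart, and their mean was -1.58 (camera adjusted p = 0.628, exact permutation p = 0.00216). A general rise of all immune cell types is argued against by the difference between the neutrophil and macrophage changes, 1.02 (exact permutation p = 0.00216). A change in neutrophils themselves may remain, in line with that difference, and was not tested further.

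Gastric epithelium genes went both ways (5 higher, 12 lower), from -3.50 for *Sox2* and -2.72 for *Tff2* to 3.57 for *Gkn2*, and their mean change was -0.18 (exact permutation p = 0.606; 0.0089 without knockdown replicate 1). The mean change of the skin epidermis list was -0.24 (exact permutation p = 0.329), or -0.11 without CTL replicate 4. That of the prefoldin complex, which includes *Pfdn1*, was -0.0048 (exact permutation p = 0.961). For the cell cycle list it was -0.00048 (exact permutation p = 0.998), with 14 genes higher and 12 lower. Among these, *Mcm6* changed by -0.38 (limma adjusted p = 3.74e-05), *Cdc20* by 0.39 (limma adjusted p = 0.00414) and *Mki67* by 0.12 (limma adjusted p = 0.128). A mean near 0 thus does not mean that no cell cycle gene changed. Adipocyte genes changed by 0.81 (7 of 10 higher, exact permutation p = 0.00649, adjusted p = 0.0184 over the lists by the same exact test), past the threshold by fry and not by camera (adjusted p = 0.247). Fry alone also passed the myogenic regulators and the 2 B cell genes. The 6 lists that passed camera also passed fry. Of the genes of the gastric list 2 were on the qPCR panel and 1 on another list.

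The change of *Filip1l*, the knockdown target, was small at -0.26. *Filip1l* RNA from host cells may hide part of a larger change in tumor cells. With group means removed, *Filip1l* and the Y-linked genes, which should come from the male hosts, had a Pearson r of 0.367 (permutation p = 0.244) and a Spearman rho of 0.294 (permutation p = 0.351), and r was -0.347 without the 2 tumors farthest from the median. The relation thus rests on those tumors. Over the 2 relations computed the adjusted p were 0.244 for r and 0.351 for rho. The explanation cannot be told apart from a weak knockdown of the RNA, because the Y-linked genes do not follow *Filip1l*-expressing host cells alone.

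*Xist* was measured in all 12 tumors, with 3567 to 6681 normalized counts in CTL tumors and 4008 to 8705 in *Filip1l*-knockdown tumors. *Ddx3y*, a Y-linked gene, had 268 ± 53.2 normalized counts in CTL tumors and 289 ± 137 in *Filip1l*-knockdown tumors (SD, n = 6 each).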
